# The m^6^A pathway protects the transcriptome integrity by restricting RNA chimera formation in plants

**DOI:** 10.26508/lsa.201900393

**Published:** 2019-05-29

**Authors:** Dominique Pontier, Claire Picart, Moaine El Baidouri, François Roudier, Tao Xu, Sylvie Lahmy, Christel Llauro, Jacinthe Azevedo, Michèle Laudié, Aurore Attina, Christophe Hirtz, Marie-Christine Carpentier, Lisha Shen, Thierry Lagrange

## Abstract

Global, segmental, and gene duplication–related processes are driving genome size and complexity in plants. Despite their evolutionary potentials, those processes can also have adverse effects on genome regulation, thus implying the existence of specialized corrective mechanisms. Here, we report that an N6-methyladenosine (m^6^A)–assisted polyadenylation (m-ASP) pathway ensures transcriptome integrity in *Arabidopsis thaliana*. Efficient m-ASP pathway activity requires the m^6^A methyltransferase-associated factor FIP37 and CPSF30L, an m^6^A reader corresponding to an YT512-B Homology Domain-containing protein (YTHDC)-type domain containing isoform of the 30-kD subunit of cleavage and polyadenylation specificity factor. Targets of the m-ASP pathway are enriched in recently rearranged gene pairs, displayed an atypical chromatin signature, and showed transcriptional readthrough and mRNA chimera formation in FIP37- and CPSF30L-deficient plants. Furthermore, we showed that the m-ASP pathway can also restrict the formation of chimeric gene/transposable-element transcript, suggesting a possible implication of this pathway in the control of transposable elements at specific locus. Taken together, our results point to selective recognition of 3′-UTR m^6^A as a safeguard mechanism ensuring transcriptome integrity at rearranged genomic loci in plants.

## Abstract (precis)

This study reveals that an m^6^A-assisted polyadenylation pathway comprising conserved m^6^A writer proteins and a plant-specific m^6^A reader contributes to transcriptome integrity in *Arabidopsis thaliana* by restricting RNA chimera formation at rearranged loci.

## Introduction

N^6^-methyl-adenosine (m^6^A) has recently emerged as a prevalent mRNA modification that tends to be enriched in 3′-UTR within the consensus RRm^6^ACH motif (where R is A/G and H is A/C/U) (Dominissini et al, 2012; Meyer et al, 2012; Schwartz et al, 2013; Shen et al, 2016). m^6^A mRNA modification occurs co-transcriptionally and is driven by a conserved writer complex composed of methyltransferase-like3 (METTL3/MT-A70), METTL14 (a noncatalytic METTL3-homologous protein), and Wilms tumor 1-associated protein (WTAP/FIP37) (Bokar et al, 1997; Zhong et al, 2008; Liu et al, 2014a; Shen et al, 2016; Meyer & Jaffrey, 2017). Mutation in any of these genes prevents m^6^A methylation and causes detrimental effects leading to differentiation defects and apoptosis in animal cells (Bastita et al, 2014; Geula et al, 2015), embryonic lethality in plants, and mice (Zhong et al, 2008; Geula et al, 2015; Shen et al, 2016; Růžička et al, 2017), defects in meiosis in yeast (Schwartz et al, 2013), and defects in gametogenesis and sex determination in insects (Hongay & Orr-Weaver, 2011; Haussmann et al, 2016).

m^6^A is expected to control the fate of mRNA mostly by recruiting specific readers that belong to the YT521-B homology (YTH) domain-containing proteins and bind m^6^A methyl group through a conserved hydrophobic pocket (Meyer & Jaffrey, 2017; Wu et al, 2017). YTH proteins fall into three major groups defined as the YTHDF- and YTHDC2-type clades whose members are primarily cytoplasmic and the YTHDC1-type clade whose members are expected to act in the nucleus (Meyer & Jaffrey, 2017). Recent studies performed in animal and plant models have connected m^6^A-dependent recruitment of YTH-type proteins to the control of various aspects of mRNA metabolism, including stability (Wang et al, 2014; Wojtas et al, 2017), splicing (Lence et al, 2016; Xiao et al, 2016), alternative polyadenylation (APA) (Ke et al, 2015; Yue et al, 2018), nuclear export (Roundtree et al, 2017), and translation initiation (Wang et al, 2015). More recently, m^6^A modification has been also shown to play a role in XIST-mediated X-chromosome inactivation (Patil et al, 2016), repair of UV-induced DNA damages in mammals (Xiang et al, 2017), and response to abiotic stress in plants (Anderson et al, 2018), confirming its broad spectrum of activities in eukaryotes.

Compared with other eukaryotic genomes, plant genomes show high dynamics with a substantial degree of diversity (Rensing, 2014). Genome and gene/transposon duplication-related processes in plants are now regarded as important evolutionary forces that contribute to genome complexity, generating new genetic material as well as nonfunctional sequences that are rapidly eliminated (Rensing, 2014; Panchy et al, 2016; Galindo-González et al, 2017). Studies of naturally occurring genomic rearrangements in plants revealed that duplicated/translocated loci can impact initial gene regulatory networks in *cis* or *trans*, resulting either in beneficial, deleterious, or neutral effects depending on the genetic context. Whereas *trans*-acting effects on original genes generally entail gene silencing through natural epigenetic variation (Bender & Fink, 1995; Durand et al, 2012), *cis*-acting effects on a neighboring gene vary among cases, leading to epigenetic control (Zheng & Cheng, 2014; El Baidouri et al, 2018), chimeric gene formation (Thimmapuram et al, 2005; Shahmuradov et al, 2010), polyadenylation defects (Tsukamoto et al, 2010), transcriptional interference (Kashkush et al, 2003), and gene/exon transduction (Xiao et al, 2008; Zhu et al, 2016).

There is compelling evidence that plants develop specific control mechanisms to neutralize the adverse effects that can result from loci rearrangements. For instance, genetic studies revealed that the cell cycle regulator gene *BONSAI* (*BNS*) is insulated from the DNA- and histone-dependent repressive effects of an adjacent LINE retroelement by the action of *INCREASE IN BONSAI METHYLATION1*/*IBM1*, a jmjC domain-containing histone demethylase (Saze et al, 2008). Likewise, a pathway comprising plant-specific RNA- and chromatin-binding proteins has been implicated in the control of transcriptome integrity by counteracting premature transcription termination defects caused by the presence of an intronic transposable element (TE) (Wang et al, 2013a; Saze et al, 2013). Given the importance of gene duplication/translocation mechanisms for gene expansion in plants, it is likely that plants develop additional mechanisms to neutralize potential detrimental effects of such gene rearrangements. Here, we show that m^6^A RNA modification and a network of conserved and plant-specific proteins constitute a post-transcriptional regulatory pathway that enforces polyadenylation and 3′-end formation at loci that exhibit transcriptional readthrough, cryptic intergenic splicing, and chimeric mRNA formation in *Arabidopsis thaliana*. Targets of this newly identified pathway are enriched in rearranged gene pairs (GENE1/GENE2) that present duplicated or translocated paralog/pseudogene at GENE2 position, suggesting that gene rearrangements at targeted loci could be responsible for the observed termination/polyadenylation defects. We show that GENE1 transcripts are m^6^A-tagged and that m^6^A-assisted polyadenylation at these genes requires the concerted action of the m^6^A methyltransferase auxiliary factor FIP37, and CPSF30L, a plant-specific YTH-domain containing variant of the conserved 30-kD subunit of cleavage and polyadenylation specificity factor (CPSF30). Finally, we provide evidence that the m-ASP pathway can also restrict the formation of potentially deleterious chimeric GENE-TE transcripts. Taken together, this study establishes a strong link between m^6^A methylation and the control of transcriptome integrity in plants, expanding the repertoire of functions performed by this type of RNA modification in eukaryotes.

## Results

### NERD mutations lead to chimeric mRNA formation in *A. thaliana*

We previously reported that *NERD* gene mutations relieve DNA methylation–dependent repression of a subset of newly acquired loci in *A. thaliana*, including a pseudogene named as *pseudo-ORF* (*psORF*) (Pontier et al, 2012). 

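RNA-seq libraries of polyadenylated RNA were prepared from 14-d-old *A. thaliana* seedlings of 3 genotypes, namely WT (Col-0), *nerd-1* and the complemented *nerd-1*+T line, in which *nerd-1* plants express a flag-tagged version of NERD. Each genotype was represented by 2 replicates, giving 6 libraries. The authors removed the reads of chloroplast, mitochondrial and ribosomal RNA genes, mapped the remaining reads to the TAIR10 genome with TopHat2 and estimated expression with Cufflinks, separately for each library. The deposited values are FPKM (fragments per kilobase of feature and 1000000 mapped fragments) for 64621 annotated features, including 33242 genes on the 5 chromosomes and 31100 transposable elements. For these genotypes the Methods give 21000000 to 52000000 reads per library under RNA sequencing, and a different, narrower range for each library under RNA-seq analysis. Since FPKM hold no read counts, the depth behind a single value is unknown. FPKM summed to 864108 and 863991 in the WT libraries, to 951758 and 966119 in *nerd-1*, and to 857348 and 847355 in *nerd-1*+T. The metallothionein gene *MT1A* (AT1G07600) alone held 12.9% and 13.5% of these sums in *nerd-1*, against 1.59% and 1.71% in WT. Between 60.4% and 61.5% of the features had a value of 0 in a given library.

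Features with at least 1 FPKM in at least 2 of the 6 libraries were retained, which left 19575 genes and 674 transposable elements. Genotypes were compared on log2(FPKM + 1) with limma in a single fit over the 6 libraries, and *p*-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Because of the pseudocount of 1, a log2 change understates the change of features expressed near or below 1 FPKM. Across the retained features, Pearson's correlation between libraries ranged from 0.979 to 0.990 within a genotype and from 0.942 to 0.966 between genotypes. The median SD between replicates on the log2 scale was 0.040 in WT and 0.036 in *nerd-1* but 0.092 in *nerd-1*+T, so that values in the complemented line were the least precise. An exact permutation test of 2 libraries against 2 cannot give a two-sided *p* below 0.333, and adjusted *p*-values therefore rest on the spread that limma shares across features and genotypes. The *NERD* gene (AT2G16485) itself had 14.1 and 13.9 FPKM in the WT libraries, 7.59 and 7.45 in *nerd-1* and 63.7 and 63.5 in *nerd-1*+T. Its log2 change against WT was -0.81 in *nerd-1* (SE 0.04, adjusted *p* = 0.000306, limma) and 2.11 in *nerd-1*+T (adjusted *p* = 3.39e-05, limma).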

Investigating further NERD’s function, we found evidence of cotranscriptional readthrough andchimeric RNA formation between *psORF* and a Copia-type transposon (AT5TE50260) located downstream (Fig S1A). The accumulation of chimeric RNA species in *nerd-1* was validated by semi-quantitative RT–PCR assay using primers anchored on both sides of the *psORF*/AT5TE50260 genomic junction as well as by real-time qRT–PCR assay with primers specific for *psORF* and AT5TE50260 loci (Fig S1B and C). 

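The 7 primers that the paper lists for *psORF* and AT5TE50260 in Table S7 each matched the TAIR10.1 genome once, between positions 14085170 and 14089718 of chromosome 5. All 7 lay inside AT5G35935, a pseudogene annotated on the minus strand from 14083388 to 14089891 (6504 bp in TAIR10.1). AT5G35935 had 1.18 and 1.20 FPKM in the WT libraries, 4.31 and 4.21 in *nerd-1* and 3.66 and 4.92 in *nerd-1*+T. The log2 change against WT was 1.26 in *nerd-1* (SE 0.12, adjusted *p* = 0.00142, limma) and 1.26 in *nerd-1*+T (adjusted *p* = 0.00113, limma), both far above the spread between replicates. Between *nerd-1* and *nerd-1*+T, the log2 difference was 0.00 (adjusted *p* = 0.995, limma), so that the higher level of this feature was retained in the complemented line. The transposon AT5TE50260 has an entry of its own, which did not exceed 0.0272 FPKM in any library. One value for the whole of AT5G35935 does not separate *psORF* from the transposon or from reads that cross their junction.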

Interestingly, although the expression of a flag-tagged version of NERD (*nerd*+T) did not restore *psORF* silencing in *nerd-1*, as previously reported in Pontier et al (2012), it efficiently reverted the read-through phenotype (Fig S1A–C), suggesting a contribution of NERD in transcription termination control at *psORF* locus.

**Figure S1.**
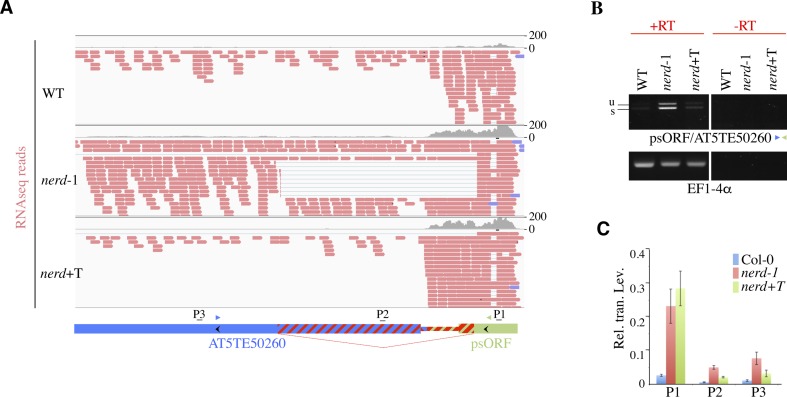
NERD controls chimeric RNA formation at *psORF*/AT5TE50260 loci. **(A)** Depicted are individual RNA-seq (including spliced reads) reads from WT, *nerd-1*, and complemented *nerd*+T plants mapping to the *psORF*-AT5TE50260 locus. Exons are shown with colored thick bars and UTRs with colored thin bars. The *nerd*-dependent cryptic intergenic intron indicated as thin diagonal red lines results in the partial splicing of the annotated exons and UTR regions colored with red-hatched bars in *nerd-1* mutant. Primers used in the semi-qRT–PCR assays are indicated. Genomic regions analyzed in quantitative RT–PCR are labeled P1 to P3. **(B)** Semiquantitative RT–PCR analyses of chimeric *psORF*-AT5TE50260 transcripts in WT, *nerd-1*, and *nerd*+T plants. Unspliced (u) and spliced (s) forms of RT–PCR products are indicated. *EF1-4α* was used as loading control. Minus RT (−RT) reactions are controls for genomic DNA contamination. **(C)** Quantitative RT–PCR analysis of chimeric *psORF*-AT5TE50260 transcripts in WT, *nerd-1*, and *nerd*+T plants. Relative transcript levels were normalized to actin using the ΔΔCt method. Data represent the means of four independent experiments and error bars the corresponding SD values.

To investigate whether NERD controls transcription termination and chimeric RNA formation at loci other than *psORF*, we scrutinized our *nerd-1* transcriptome data and observed several cases of mRNA chimera formation. In many instances, as exemplified by AT4G30570 and AT1G71330 (GENE2), increased mRNA levels spread across the upstream intergenic region as a possible result of defective RNA 3′-end formation at upstream AT4G30580 and AT1G71340 genes (GENE1), respectively (Fig S2A). 

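AT4G30580 (*ATS2*) lies on the minus strand of chromosome 4 from 14932105 to 14934528, and AT4G30570 follows it from 14930599 to 14932021 (TAIR10, Table S4). The 83 bp between the end of GENE1 and the start of GENE2 are 68.7% A or T and read, in the direction of transcription, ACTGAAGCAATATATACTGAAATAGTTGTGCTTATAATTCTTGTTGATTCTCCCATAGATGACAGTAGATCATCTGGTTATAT. AT4G30570 had 3.72 ± 0.361 FPKM (SD, 2 libraries) in WT and 11.2 ± 0.0430 FPKM in *nerd-1*, a log2 change of 1.37 (SE 0.12, adjusted *p* = 0.000998, limma). Its GENE1, AT4G30580, decreased in the same plants from 66.4 ± 1.29 to 42.7 ± 0.453 FPKM, a log2 change of -0.63 (SE 0.05, adjusted *p* = 0.000742, limma). AT1G71340 (*GDPD4*) occupies positions 26885170 to 26888364 on the minus strand of chromosome 1, and AT1G71330 (*NAP5*), from 26884014 to 26885169, directly adjoins it with 0 bp in between. AT1G71330 rose from 2.11 ± 0.166 to 9.44 ± 0.125 FPKM, a log2 change of 1.75 (SE 0.08, adjusted *p* = 0.000202, limma). AT1G71340 rose less, from 16.6 ± 0.147 to 22.7 ± 0.911 FPKM, a log2 change of 0.43 (adjusted *p* = 0.00229, limma). The values are totals over each annotated gene and do not resolve where along the locus the reads lie.

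**Figure D1:**
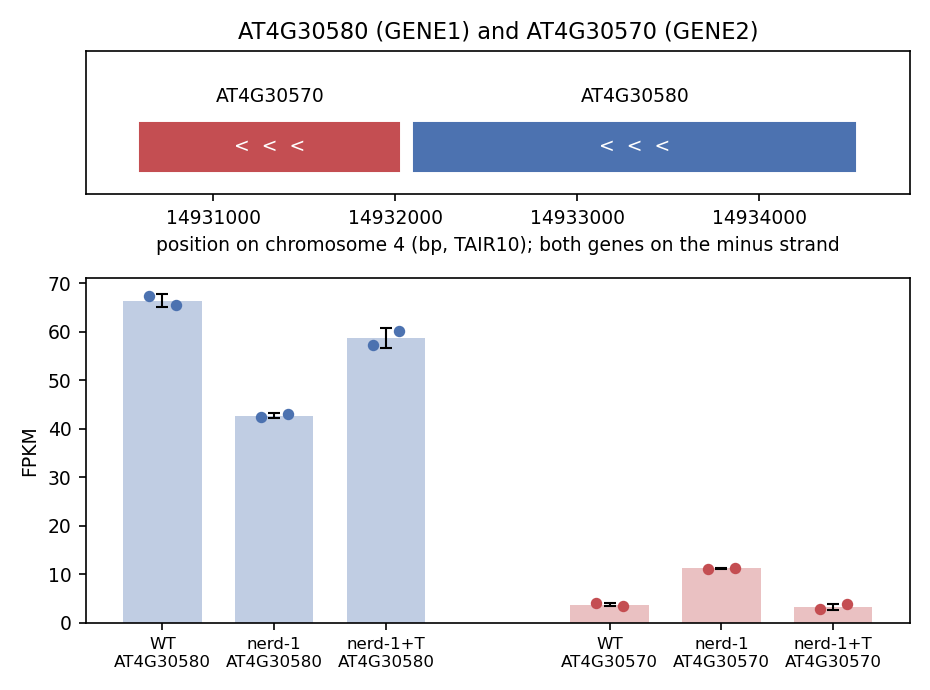
The upper panel maps AT4G30580 and AT4G30570 on chromosome 4 (position in bp, TAIR10), and the lower panel plots the FPKM of both genes in WT, *nerd-1* and *nerd-1*+T, with points for the 2 libraries, bars for their mean and error bars for the SD. In both *nerd-1* libraries AT4G30570 is above and AT4G30580 below the WT and *nerd-1*+T libraries.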

The specific accumulation of chimeric mRNA species in *nerd-1* was validated by RT–PCR assay using specific GENE1/2 (F1/R1 and F2/R1) primers and RNA gel blot analysis using GENE1-specific probes (N) (Fig S2B and C). The readthrough phenotype was specific to NERD deficiency as it was reverted in *nerd*+T plants (Fig S2A–C). 

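In the *nerd-1*+T libraries, AT4G30570 had 2.88 and 3.78 FPKM, a log2 change of -0.13 against WT (adjusted *p* = 0.377, limma) that was not larger than the replicate error. The *nerd-1* libraries exceeded *nerd-1*+T by 1.50 on the log2 scale (adjusted *p* = 0.00142, limma). AT1G71330 had 1.62 and 1.41 FPKM in *nerd-1*+T, slightly below WT (log2 change -0.30, adjusted *p* = 0.0242, limma) and 2.05 log2 units below *nerd-1*. Its change against WT did not pass the threshold with only the 2 genotypes fitted (0.0674) or with median scaling (-0.18, 0.124). It passed under the other alternatives that were tested. Of the upstream genes, AT4G30580 had 57.3 and 60.2 FPKM in *nerd-1*+T and AT1G71340 had 13.4 and 13.2. The log2 change of AT4G30580 against WT was -0.18 in *nerd-1*+T (adjusted *p* = 0.0277, limma), close to the median change of all features in that line (-0.17). AT1G71340 was lower than WT by more than that median (log2 change -0.31, adjusted *p* = 0.00562, limma). Its change did not pass with median scaling (-0.13, 0.0842) and passed under the other alternatives that were tested.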

Consistent with a role for NERD in transcription termination control at GENE1 rather than transcription control at GENE2, we did not detect any enrichment of H3K4me3, a chromatin mark associated with active promoter regions, in the corresponding intergenic regions in *nerd-1* compared with WT or *nerd*+T plants (Fig S2D).

**Figure S2.**
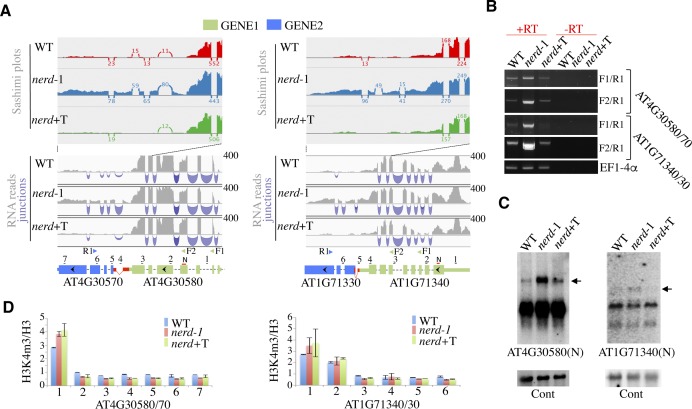
NERD affects chimeric mRNA formation in *Arabidopsis*. **(A)** Shown are normalized density profiles of RNA-seq and corresponding sashimi plots from two *nerd-1* up-regulated GENE2 (AT4G30570 and AT1G71330) whose overexpression results from transcription readthrough of an upstream GENE1 (AT4G30580 and AT1G71340). Exons are shown with colored thick bars, UTRs with colored thin bars, introns with black dashed lines, and *nerd*-dependent cryptic intergenic introns with dashed diagonal red lines. The annotated exons and UTR regions partially spliced in *nerd-1* are indicated by cross-hatched bars. The unannotated exons or UTR regions newly appearing in *nerd-1* are shown with red bars. The numbered horizontal lines indicate the chromatin regions analyzed by qPCR in chromatin immunoprecipitation assays. **(B)** Semiquantitative RT–PCR analyses of chimeric AT4G30580/70 and AT4G71340/30 mRNAs in WT, *nerd-1*, and *nerd*+T plants. *EF1-4α* was used as loading control. Minus RT (−RT) reactions are controls for genomic DNA contamination. F1, F2 and R1 refer to the primers indicated on panel A as arrowheads. **(C)** RNA gel blot analysis of AT4G30580 and AT4G71340 mRNAs in WT, *nerd-1*, and *nerd*+T plants. The chimeric mRNA is indicated by an arrow. The probes used are indicated by N in panel (A). AT2G43410 is used as a control. **(D)** H3K4me3 chromatin immunoprecipitation analysis of the AT4G30580/70 and AT4G71340/30 gene pairs in WT, *nerd-1*, and *nerd*+T plants by qPCR. The location of the primer pairs is shown in panel (A). Values are means ± SD from two independent experiments.

To evaluate the generality of the observed readthrough pattern, we calculated the variation in strand-specific read density in the 500-bp windows downstream of all annotated genes upon NERD depletion. 

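Of the 20249 features tested, 11275 (55.7%) differed between *nerd-1* and WT at an adjusted *p*-value under 0.05 (limma), 3924 being higher and 7351 lower in *nerd-1*. Most of these changes were small, and the median log2 change of all features was -0.11. At least 1 log2 unit above or below that median lay 727 and 382 of the differing features, respectively. In *nerd-1*+T against WT, 10744 features differed, with a median log2 change of -0.17, and between *nerd-1* and *nerd-1*+T the number was 7684. Thus, many differences from WT were shared by the complemented line: of the 11275 features, 6961 (61.7%) also differed in the same direction in *nerd-1*+T, and 3527 (31.3%) differed from *nerd-1*+T in the same direction as from WT. With the replicate number as a block, the numbers were 10713, 10187 and 6763 for the 3 comparisons in the same order. The replicate numbers did not pair the libraries, because deviations of same-numbered libraries from their genotype means correlated at 0.049 between WT and *nerd-1*, 0.088 between WT and *nerd-1*+T and -0.001 between *nerd-1* and *nerd-1*+T across features. The number for *nerd-1* against WT rose to 13600 when only the 4 libraries of these genotypes were fitted. Such fits lowered the numbers of the other comparisons, to 8350 for *nerd-1*+T against WT and to 4956 for *nerd-1* against *nerd-1*+T. When each library was instead scaled to its total and no test was applied, the mean of 3028 features in *nerd-1* and of 2443 in *nerd-1*+T was at least 2 times that in WT. These numbers fell to 650 and 744 among features with a mean of at least 1 after scaling to a total of 1000000. The downstream windows of 500 bp used in the paper are counted from mapped reads, which FPKM of whole genes do not contain.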

As an apparent increase in downstream read density might derive from upstream gene deregulation, all genes whose expression showed a significant change in *nerd-1* mutant were also excluded from the list of gene candidates. 

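Gene-body values were taken for the genes that Table S1 lists. Of these, 106 were found among the annotated features and 103 were expressed highly enough to be tested. Their median log2 change in *nerd-1* against WT was -0.06, close to the -0.11 of all tested features. It exceeded that of 77.1% of 10000 random lists of tested features, of the same size and matched on mean expression. 80 of the 103 genes lay within 0.5 log2 units of the median of all features. The paper removed genes with changed expression in *nerd-1* from this list. Gene-body changes near those of all features are therefore partly fixed by that choice. With limma's adjusted *p*-value under 0.05 as the only criterion, 19 of them were raised and 32 lowered in *nerd-1*, and 4 were raised at least 2 times relative to that median. The lowest log2 change was -1.04 (AT3G24080) and the highest 1.85 (AT2G11270). In *nerd-1*+T against WT, the median was -0.15, with 14 genes raised and 38 lowered. Scaling each library to its FPKM total lowered the number of raised genes in *nerd-1* from 19 to 12, and scaling by the median feature, an alternative chosen after seeing the data, brought it to 31. In the 500-bp downstream windows, the paper's own normalized values in Table S1 have a median of 1 rpm in WT, 3.81 in *nerd-1* and 0.958 in *nerd-1*+T. The paper's fold change of *nerd-1* over WT has a median of 3.31, and that of *nerd-1*+T a median of 0.974, with 21 of the 107 windows at least 2 times as high in *nerd-1*+T as in WT. The low WT values of Table S1 (26 of 26) matched sums of whole multiples of 2 steps, 7.06e-08 and 7.7e-08. Each step was taken as what a single read in a WT library is worth. The limits for a match were chosen after seeing the values. By that measure, 27 of the 107 WT windows held at most 4 reads over both libraries.

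**Figure D2:**
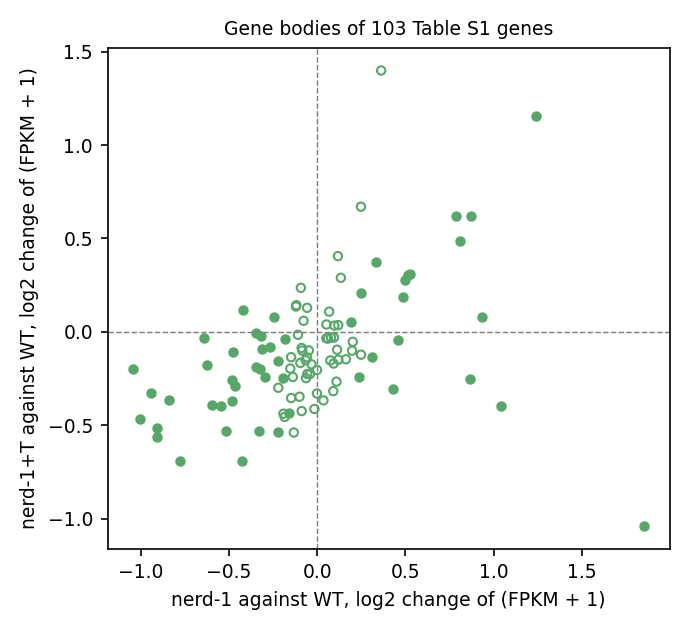
Each point is a gene of Table S1, with the log2 change of its gene-body FPKM in *nerd-1* against WT on the x axis and in *nerd-1*+T against WT on the y axis (log2 of FPKM + 1, 2 libraries per genotype). Filled points have an adjusted *p*-value under 0.05 in *nerd-1*, and most of the 103 genes lie near 0 on both axes.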

Using a twofold change cutoff, 107 genes showing unaffected levels of expression in *nerd-1*, but a significant increase in strand-specific read density in their downstream region were identified (Fig 1A and Table S1). Inspection of the candidate loci using the integrative genomics viewer confirmed the existence in *nerd-1* mutant of numerous transcription readthrough events leading in most cases to the formation of putative mRNA chimera (GENE1/GENE2) but also of mRNAs with extended 3′-UTR (GENE1e) (Table S2). 

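Table S2 lists 54 loci, 37 of them chimeric and 17 extended, and 49 of the 54 GENE1s are also in Table S1. Among the 37 GENE2s, 25 had a mean below 1 FPKM in WT, and the median of the 37 was 0.631 FPKM in WT, 1.47 in *nerd-1* and 0.398 in *nerd-1*+T. In 31 of the 37 GENE2s (83.8%), both *nerd-1* libraries were above both WT libraries, an order found for 28.6% of the 28121 features with a value above 0. 30 of them (81.1%) were also above both *nerd-1*+T libraries, against 19.0% of all these features. 22 GENE2s were expressed highly enough to be tested. Their median log2 change in *nerd-1* against WT was 1.04, higher than in any of 10000 random lists of tested features matched on mean expression. The medians of these lists lay between -0.30 and 0.09 in 95% of cases. Of the tested GENE2s, 15 were raised and 2 lowered (adjusted *p*-value under 0.05, limma), the lowered ones being AT3G14172 with a log2 change of -0.75 and *SD1-13* (AT1G11350) with -0.41. In *nerd-1*+T against WT, the median of the same GENE2s was -0.16, 1 being raised and 7 lowered. The fall of AT3G14172 was shared by that line (-0.66), whereas *SD1-13* did not pass the threshold there (-0.10). Without the filter on low values, which brings in the more weakly expressed GENE2s, the median in *nerd-1* was 0.62 and 26 were raised. The filter itself favours a rise. GENE2s below 1 FPKM in WT and *nerd-1*+T, such as AT5G07640 (means of 0.612 and 0.295), pass it only through their *nerd-1* libraries. The paper picked these loci by inspecting *nerd-1* reads for readthrough. A rise of their GENE2s relative to all features or to random lists is therefore partly fixed by that choice.

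All 54 GENE1s were tested. Their median log2 change in *nerd-1* was -0.09, within the range of the random lists (59.6% of which were lower), and 43 lay within 0.5 log2 units of the median of all features. 9 were raised and 18 lowered, from -0.91 (AT2G11890) to 1.85. The GENE1s of the 17 extended loci had a median of -0.04, with *nerd-1* values up to 1.24 (AT1G70290). The rise of AT1G70290 was shared by *nerd-1*+T, with a log2 change against WT of 1.16 (adjusted *p* = 0.000384, limma). The paper reasons that a higher read density downstream of a gene could derive from deregulation of that gene, and therefore kept genes whose own expression was unaffected. For the GENE1s that are also in Table S1, changes near those of all features are partly fixed by that choice. From inspection of the reads at these loci, it describes readthrough events in *nerd-1* that in most cases form a putative mRNA chimera of GENE1 and GENE2.

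**Figure D3:**
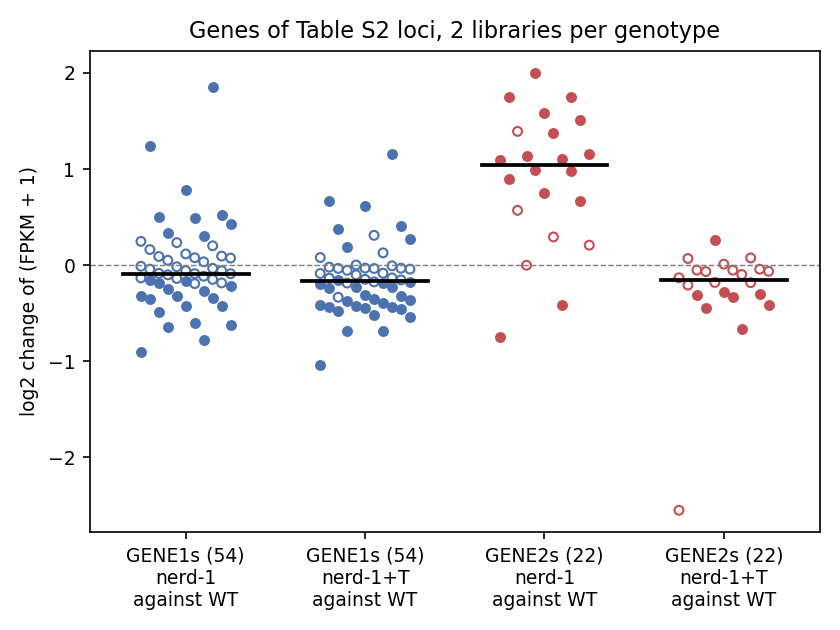
Log2 changes of (FPKM + 1) against WT are plotted for the 54 GENE1s and the 22 tested GENE2s of Table S2, in *nerd-1* and in *nerd-1*+T, with 2 libraries per genotype, filled points for adjusted *p*-values under 0.05 and black lines at the medians. The GENE2s center on 1.04 in *nerd-1* and on -0.16 in *nerd-1*+T, whereas the GENE1s center on -0.09 and -0.17.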

To ascertain that annotated GENE2s correspond to bonafide genomic units rather than mis-annotated 3′ region of GENE1s, we assessed the conserved collinearity of *A. thaliana* GENE1/GENE2 chimeric loci (excluding tandem repeats that have a clear evolutionary origin) in 325 sequenced angiosperms species, including monocots and dicots (Fig 1B). This comparative genomic analysis showed that a colinear GENE1–GENE2 organization was not conserved in most cases, with many species having only one member of the gene pair present in their genome (G1 only or G2 only), or both genes present but at distant genomic locations (Fig 1B), therefore supporting the fact that GENE1 and GENE2 represent independent gene units. Interestingly, the few cases in which a contiguous GENE1–GENE2 organization was phylogenetically conserved corresponded to sequences found exclusively in close relatives of *A. thaliana* (Brassicales) (Fig 1B), indicating a recent evolutionary origin.

Table S1 List of genes showing a specific increase of read counts in their 500 bp downstream region.

Table S2 List of putative chimeric/extended mRNAs identified in *nerd-1* mutant plants.

**Figure 1.**
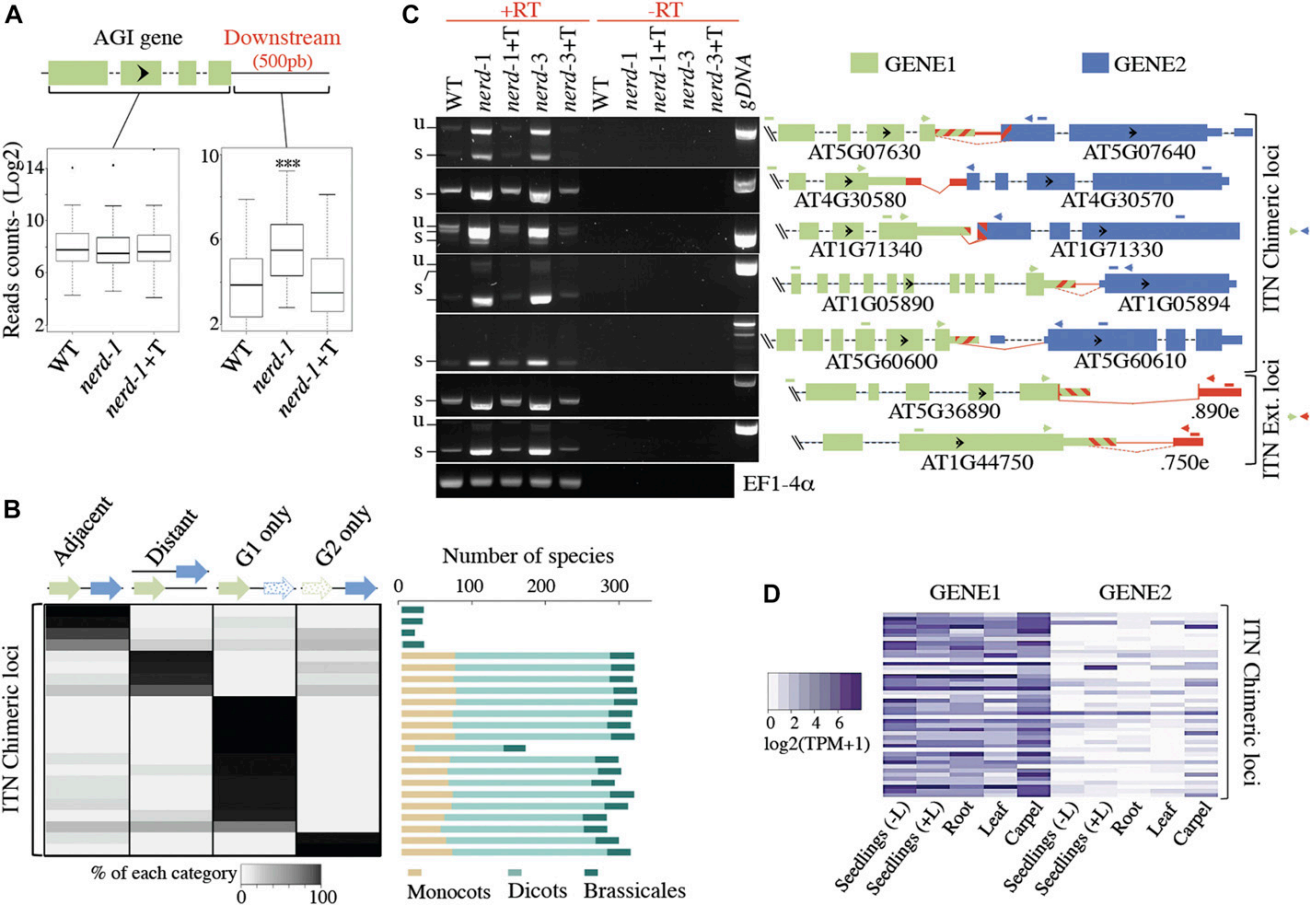
NERD restricts chimeric mRNA formation in *Arabidopsis*. **(A)** Boxplot showing the read counts in gene body and corresponding downstream region for genes showing enhanced transcription readthrough in *nerd-1*. ***P < 0.001; *t* test. **(B)** Evolutionary analysis of GENE1/GENE2 conservation in 325 angiosperm genomes. The heat map shows the relative percentage of four different scenarios for each gene pair: adjacent: GENE1 and GENE2 have a contiguous conserved position; distant: GENE1 and GENE2 are separated on the same or different chromosomes. GENE1 only and GENE2 only: correspond to situations where only one gene of the tandem pairs was found in the genome. **(C)** Semi-quantitative RT–PCR analysis of extended/chimeric ITN mRNAs in WT, *nerd-1*, *nerd-1*+T, *nerd-3*, and *nerd-3*+T plants (left panel). Exons are shown with colored thick bars, UTRs with colored thin bars, introns with black dashed lines, and *nerd*-dependent cryptic intergenic introns with dashed diagonal red lines. The annotated exons and UTR regions partially spliced in *nerd-1* are indicated by cross-hatched bars. The unannotated exons or UTR regions newly appearing in *nerd-1* are shown with red bars. Primers used in the RT–PCR experiments are shown as arrowheads on the right panel. Transcript regions analyzed in quantitative RT–PCR are labeled as bars. Unspliced (u) or spliced (s) forms of RT–PCR products corresponding to chimeric or extended mRNA are indicated. *EF1-4α* was used as loading control. Minus RT (−RT) reactions are controls for DNA contamination. (right panel) **(D)** Expression score of GENE1 and GENE2 at ITN loci in different tissues using already published RNA-seq data (Araport11; Krishnakumar et al, 2015) and expressed in TPM.

To characterize further the chimeric/extended readthrough phenotype, several candidate loci in addition to AT4G30580/70 and AT1G71340/30 were selected for analysis. Using primers anchored on both sides of the corresponding chimeric/extended regions (and thus spanning the intergenic region) in RT–PCR assays, we confirmed the specific over-accumulation of readthrough mRNAs in two independent *nerd* mutant backgrounds (Fig 1C). Sashimi plots indicating RNA-seq reads that specifically cross the GENE1–GENE2 junction in *nerd-1* background are further shown in Figs S2A and S3A, and B. The specific up-regulation of chimeric/extended mRNA forms in nerd-1 was further validated by real-time quantitative reverse transcription-polymerase chain reaction (qRT–PCR) assay (Fig S3C), confirming that the readthrough events are not a consequence of unleashed GENE1 transcription. 

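At the chimeric loci of this set, gene-level FPKM rose at GENE2 and changed less at GENE1. AT5G07640, which starts 72 bp downstream of AT5G07630 on chromosome 5 (TAIR10, Table S4), rose from 0.612 to 5.45 FPKM between WT and *nerd-1*, a log2 change of 2.00 (SE 0.10, adjusted *p* = 0.000257, limma). AT5G07630 itself had a log2 change of 0.04, which was within the replicate error (adjusted *p* = 0.671, limma) and became -0.11 when each library was scaled to its total. AT1G05894, 60 bp downstream of *ARI5* (AT1G05890) on chromosome 1, rose from 0.639 to 4.50 FPKM (log2 change 1.75, adjusted *p* = 0.000273, limma). AT1G05890 was lowered, with a log2 change of -0.32 (adjusted *p* = 0.00813, limma). AT5G60610, 105 bp downstream of *HDS* (AT5G60600), had a log2 change of 1.58 and AT5G60600 of -0.24 (adjusted *p* = 0.00881 for AT5G60600, limma). Smaller rises were measured for AT3G45440 (0.67, against -0.09 at its GENE1 AT3G45443) and for *SKIP3* (AT2G02350, 0.75, against -0.19 at its GENE1 AT2G02360). The fall passed the threshold for AT2G02360 (adjusted *p* = 0.0401, limma) and not for AT3G45443 (0.371). With median scaling, AT5G60600 (0.0671) and AT2G02360 (0.338) did not pass, and without the filter AT2G02360 did not (0.0510). For each of these 5 GENE2s, both *nerd-1* libraries were above both WT and both *nerd-1*+T libraries, and the adjusted *p*-values against WT did not exceed 0.00581. At the extended loci, the gene bodies of *BGLU42* (AT5G36890) and *PUP11* (AT1G44750) had log2 changes of -0.19 and 0.09 in *nerd-1*, neither of which passed the threshold (adjusted *p* = 0.0667 and 0.401, limma), although AT5G36890 passed it when each library was scaled to its total (-0.33, adjusted *p* = 0.0100) and when only the 2 genotypes were fitted (adjusted *p* = 0.0422). The control gene AT4G26410 had 42.2 and 41.3 FPKM in WT and 37.3 and 37.1 in *nerd-1*, a log2 change of -0.16 near that of the median feature that just passed the threshold (adjusted *p* = 0.0490, limma). It passed more clearly with library totals (-0.31, adjusted *p* = 0.00676) and with only the 2 genotypes fitted (adjusted *p* = 0.00595), and did not pass without the filter (0.0560), with the replicate block (0.0738), with a pseudocount of 0.1 (0.0503) or with median scaling (0.487), the last being chosen after seeing the data.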

Heat map analysis further confirmed that GENE2 at NERD-dependent chimeric loci are generally silent or expressed at a low level in WT plant organs (Fig 1D), likely owing to the termination-promoting activity of NERD. From now on, we will refer to genes showing termination defects in *nerd* mutant backgrounds as ITN (inefficient termination in NERD) loci.

**Figure S3.**
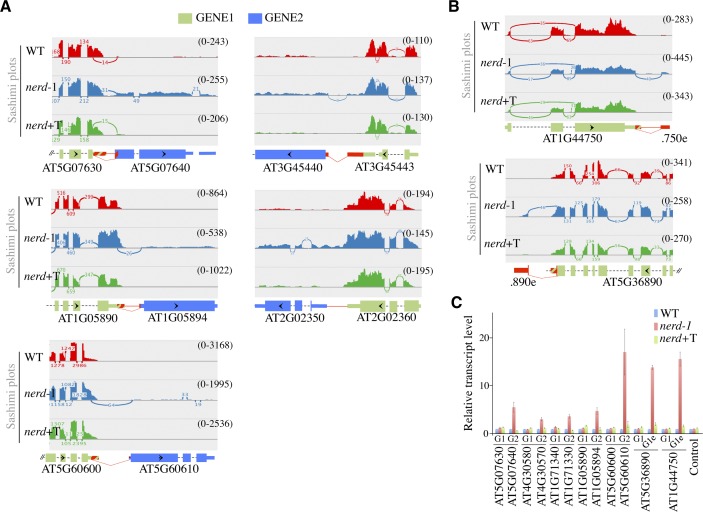
NERD affects chimeric mRNA formation in *Arabidopsis*. **(A)** Shown are sashimi plots from loci forming chimeric mRNA transcripts in *nerd-1* mutant. The transcript structures and annotations are the same as in Fig S2A. **(B)** Shown are sashimi plots from two loci forming extended mRNA in *nerd-1* mutant. The transcript structures and annotations are the same as in Fig S2A. **(C)** qRT–PCR analysis of ITN GENE1/2 mRNAs in WT, *nerd-1*, and *nerd*+T plants. Relative transcript levels were normalized to actin and WT using the ΔΔCt method. Data represent the means of four experiments and error bars the corresponding SD values. AT4G26410 is used as a control.

Prior studies have shown that the split ends protein (SPEN) family proteins FPA/FCA repress the formation of chimeric mRNAs at a subset of *A. thaliana* genomic loci (Sonmez et al, 2011; Duc et al, 2013). However, a limited overlap is currently observed between loci reported to form mRNA chimera in *fpa-7* and those observed in *nerd-1* mutant plants (Fig S4A) (Duc et al, 2013), an observation that prompted us to evaluate the extent to which these proteins interact in vivo. Using intergenic primers in RT–PCR assays, we confirmed that NERD was not required to control extended/chimeric mRNA formation at most FPA-dependent loci tested (hereafter named as FPA-only) (Fig S4B). Reciprocally, FPA activity was not mandatory for the control of chimeric mRNA formation at most ITN loci (Fig S4B). While the mechanisms underlying target specificity of NERD and FPA in this process remain unclear, expression analysis indicates that FPA controls mRNA chimera formation preferentially between two expressed loci (Fig S4C). Taken together, our results reveal the specific and largely independent roles of NERD and FPA proteins in the control of transcription termination and chimeric mRNA formation, further highlighting the existence of multiple chimeric mRNA control pathways in *A. thaliana*.

**Figure S4.**
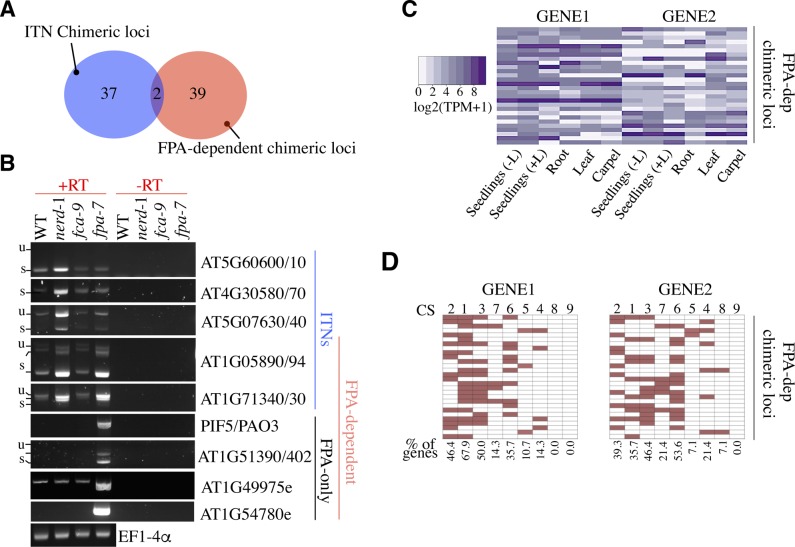
Evidence for concerted and specific roles for NERD and FPA in mRNA chimera control in *Arabidopsis*. **(A)** Overlap between loci showing chimeric mRNA formation in *fpa*-7 and *nerd-1* mutants. **(B)** Semi-quantitative RT–PCR analyses of ITN- and FPA-dependent loci in WT, *nerd-1*, *fca-9*, and *fpa-7* plants. The unspliced (u) or spliced (s) forms of RT–PCR products of extended/chimeric mRNAs are indicated. Minus RT (−RT) reactions are controls for genomic DNA contamination. EF1-4α was used as loading control. **(C)** Expression score of GENE1 and GENE2 at FPA-dependent chimeric loci in different tissues using already published RNA-seq data (Araport11) and expressed in TPM. **(D)** Distribution of GENE1 and GENE2 from FPA-dependent chimeric loci among the nine CSs defined in *A. thaliana*. The percentage of genes associated with each CS is indicated.

### Rearranged gene pairs are significantly overrepresented among mRNA chimera-producing ITN loci

To uncover common evolutionary trends among mRNA chimera-producing ITN loci, we traced their evolutionary history in *A. thaliana* and its close relatives *A. lyrata* and *Capsella rubella*, after their classification into five categories: single copy genes, segmental/WGD genes, tandemly duplicated genes, translocated duplicates, and finally other duplicates (Fig 2A and Table S3). Translocated duplicates refer to nonsyntenic paralogs that have been relocated elsewhere in the genome since the divergence between *A. thaliana* and *A. lyrata* and/or *C. rubella*. They may originate from single gene duplication or from rearrangements that occurred after the paralog duplication. As shown in Fig 2A both GENE1 and GENE2 are represented in all categories indicating that, overall, they have various evolutionary origins, being either single or duplicated genes. However, it is interesting to note that both GENE1 and GENE2 are enriched in tandem duplicates (GENE1, *P*-value < 0.0001; GENE2,*P*-value < 0.001) in comparison with the total gene set in *A. thaliana* (Fig 2A). In addition, translocated paralogs are over-represented among GENE2 compared with both GENE1 and total gene sets (*P*-value < 0.001) (Fig 2A and Table S3). Figs 2B and S5 give two examples of translocated GENE2. The first one, AT5G60610, corresponds to a translocation that is present in *A. thaliana* only, whereas AT1G71330 comes from a translocation that occurred in the last common ancestor of *A. thaliana* and *A. lyrata*, after the separation from the *C. rubella* lineage, and which was followed by a more recent rearrangement. Altogether, these data suggest that recently rearranged gene pairs are significantly overrepresented among mRNA chimera-producing ITN loci.

Table S3 Duplication classes of GENE1/GENE2 in *A. thaliana* and their characterized orthologs in *A. lyrata* and *C. rubella* status.

**Figure 2.**
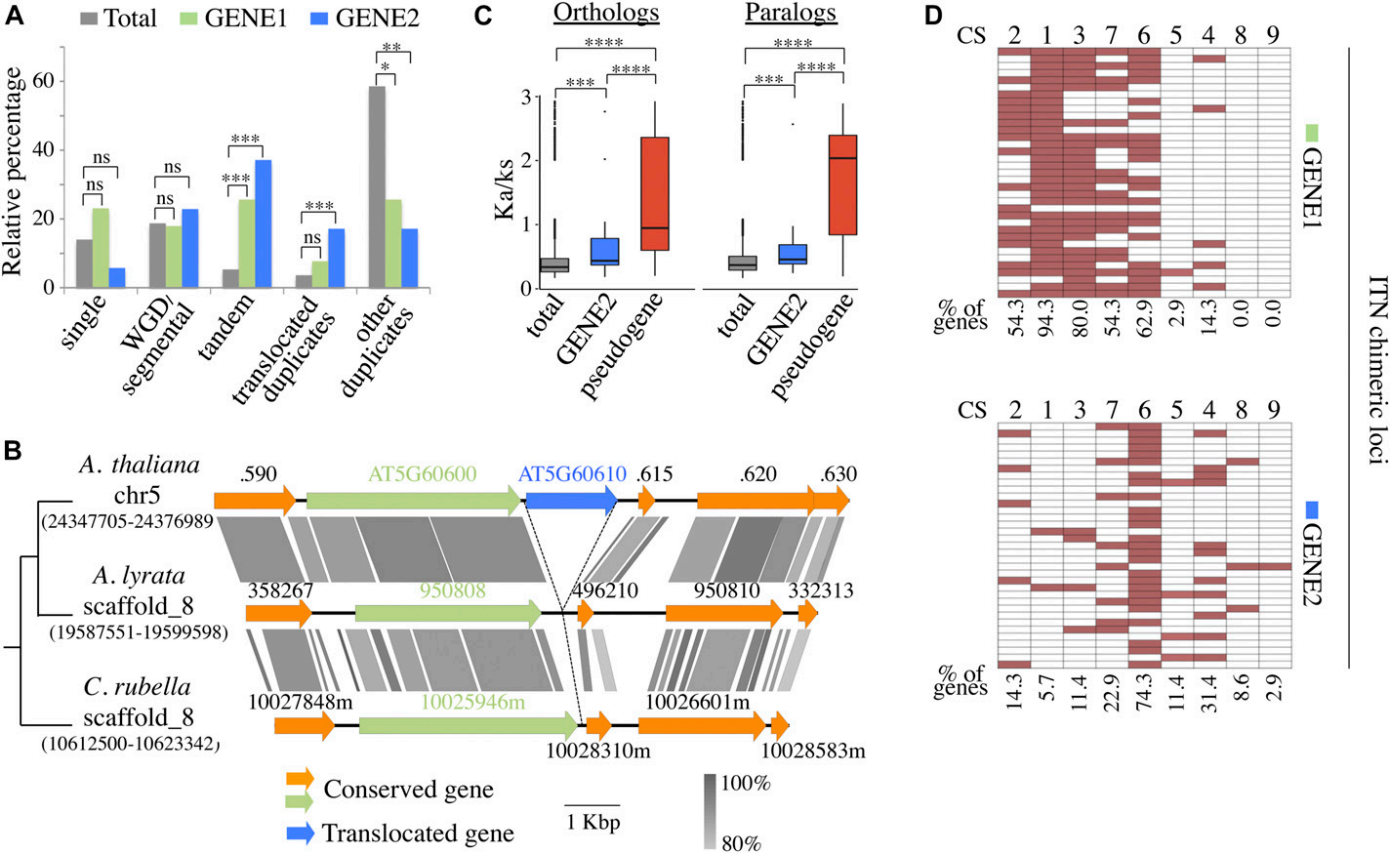
Recently rearranged gene pairs are significantly overrepresented among ITN loci. **(A)** Relative percentage of GENE1/GENE2 duplication categories compared with total gene set in *A. thaliana*. **(B)** Examples of GENE2 translocation that occurred recently in *A. thaliana* (top), after the separation from the *A. lyrata* (middle), and *C. rubella* (bottom) lineages. **(C)** Boxplot of Ka/Ks ratios of GENE2, pseudogenes, and total genes using closest paralogs in *A. thaliana* and orthologs in *A. lyrata*. In (A) and (C), *P*-values were determined using Kruskal–Wallis statistical test between each gene category. ns: not significant; *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. **(D)** Distribution of GENE1 and GENE2 from ITN loci among the nine CSs defined in *A. thaliana*. The percentage of genes associated with each CS is indicated.

**Figure S5.**
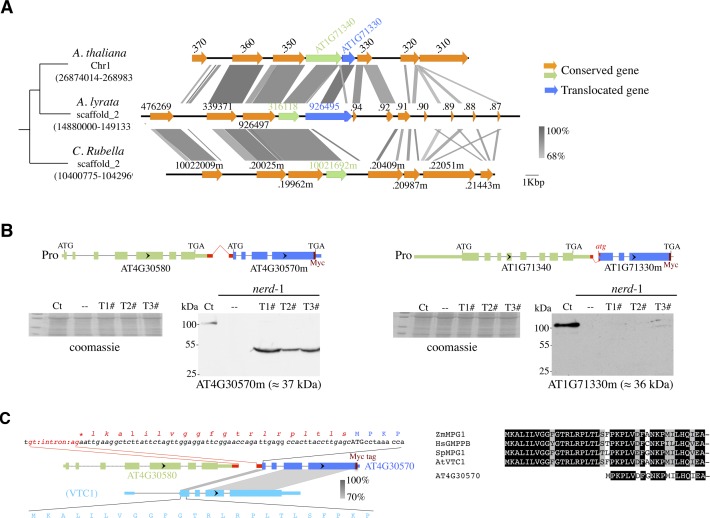
Recently rearranged gene pairs are significantly overrepresented among ITN loci. **(A)** Example of a GENE2 translocation that occurred in the last common ancestor of *A. thaliana* and *A. lyrata*, after the separation from the *C. rubella* lineage. **(B)** Diagram showing the ITN reporter constructs developed to assess GENE2 protein expression in vivo. Westerns blots showing cMyc-tagged GENE2 protein expression in independent transformants are shown together with a Coomassie staining showing equal loading (left). **(C)** AT4G30570 GENE2 encodes for an N-terminally truncated version of *VTC1* gene product. The AT4G30570 ORF truncation results from a missed start codon that shifts the predicted initiation codon to the next in frame methionine at position 22. No in-frame ATG codon is present upstream to annotated ATG codon. Sequence comparison of conserved N-terminal domains of VTC1-type proteins in eukaryotes. Hs, *Homo sapiens*; Sp, *Schizosaccharomyces pombe*; Zm, *Zea mays*.

Low expression of GENE2 at ITN chimeric loci may be a hallmark of pseudogenization, which is a common outcome of gene duplication/translocation in plants (Rensing, 2014; Panchy et al, 2016; Galindo-González et al, 2017). Thus, we estimated the Ka/Ks ratio of GENE2 in comparison with both total gene set and previously identified pseudogenes (Krishnakumar et al, 2015). A Ka/Ks ratio approaching 1 is indicative of the absence of selective constraint. As shown in Fig 2C, GENE2s have significantly lower Ka/Ks values compared with well-characterized pseudogenes. Despite this clear difference with pseudogenes, GENE2 loci present higher Ka/Ks in comparison with the *A. thaliana* total gene set that may indicate ongoing pseudogenization.

In addition, we surveyed the chromatin signatures of GENE1/GENE2 at ITN chimeric loci in WT seedlings using the nine prevalent chromatin states (CSs) previously defined in *A. thaliana* (Sequeira-Mendes et al, 2014; Vergara & Gutierrez, 2017). In agreement with their expression level, GENE1s were associated with CSs characterizing active transcription units, including CS2, 1, 3, 7, and 6 that correspond to proximal promoters, transcription start site, 5′ end of genes, long coding sequences, and 3′ end of genes, respectively (Fig 2D). Remarkably, the corresponding GENE2s were significantly depleted in the CSs bearing the hallmarks of transcription initiation such as H3K4me3 or the presence of the H3.3 variant and were preferentially enriched in CS6 (Fig 2D and Table S4). This CS is found at the 3′ end of genes and characterized by a slight enrichment in the H2AZ variant (Sequeira-Mendes et al, 2014) and by the presence of H3K36me3, a chromatin modification associated with transcriptional elongation (Vergara & Gutierrez, 2017). Such a dichotomous distribution of chromatin signatures at GENE2 was not observed at a genome-wide level when considering all gene pairs harboring a GENE1 in CS1 (13,988 cases: Chi-square = 86.414, *P*-value = 2.4 × 10^−5^), whereas GENE2 at FPA-dependent chimeric loci followed the genome-wide trend (Chi-square = 7.498, *P*-value = 0.440) (Fig S4D and Table S4).

Table S4 Summary of CS analysis at ITN- and FPA-dependent chimeric loci and when considering all gene pairs harboring a GENE1 in CS1.

The atypical chromatin and Ka/Ks signatures of GENE2s raise questions about their potential protein-coding capacity. A mass spectrometry (MS)–based proteomics study of proteins extracted from either WT or *nerd*-1 plants failed to reveal any peptides corresponding to putative GENE2-encoded proteins, possibly because of low expression levels or lack to obtain in-depth protein identification from total extracts (data not shown). To circumvent this limitation, we developed a sensitive reporter system to visualize GENE2 translation in vivo. We generated two transcription readthrough ITN reporters (AT4G30580/70m and AT1G71340/30m) where a Myc-tag sequence was fused in frame at the C-terminal of the GENE2 ORF (Fig S5B). Although showing similar readthrough phenotype in *nerd*-1 (Fig S2A), both reporters are expected to differ in their GENE2 protein-coding capacity as AT1G71330, in contrast to AT4G30570, loses the ATG initiator codon upon chimeric mRNA formation (Fig S2A). Upon plant transformations and Western blot analysis, only AT4G30580/70m-tag–transformed plants showed a Myc-tagged signal at the size expected for the AT4G30570m predicted protein (Fig S5B), suggesting that GENE2 may have retained protein-coding capacity. However, primary sequence prediction indicates that AT4G30570m probably encodes a nonfunctional homolog of the GDP-mannose pyrophosphorylase AT2G39770/VTC1 lacking the first 20 amino acids of a conserved and essential N-terminal nucleotidyl transferase domain (Qin et al, 2008; Li et al, 2016) (Fig S5C). This truncation results in a missed start codon that shifts the predicted initiation codon to the next in frame methionine at position 22 (Fig S5C). Altogether, our data suggest that ITN loci are often rearranged and present a predictive chromatin signature in *A. thaliana*.

### The m^6^A pathway mutant fip37 exhibits mRNA chimera formation at ITN loci

NERD (needed for RDR2-independent DNA methylation) was previously characterized via a computational screen designed to identify RNA silencing–related proteins owing to the presence of glycine-tryptophane//tryptophane-glycine (GW/WG)-rich ARGONAUTE-anchor (Argonaute [AGO]-hook) motifs (Azevedo et al, 2011; Pontier et al, 2012). To assess the potential role of AGO hook motifs in the termination-promoting activity of NERD, we transformed *nerd-1* mutant with constructs expressing either a WT (*nerd*+T) or an AG/GA-mutated version of NERD (*nerd*+Tag), previously shown to be defective in binding AGO (Fig S6A) (Pontier et al, 2012). Both T and Tag variants rescued termination defects at all loci tested, suggesting that the AGO hook motifs are not required for the termination-promoting activity of NERD (Fig S6B and C).

**Figure S6.**
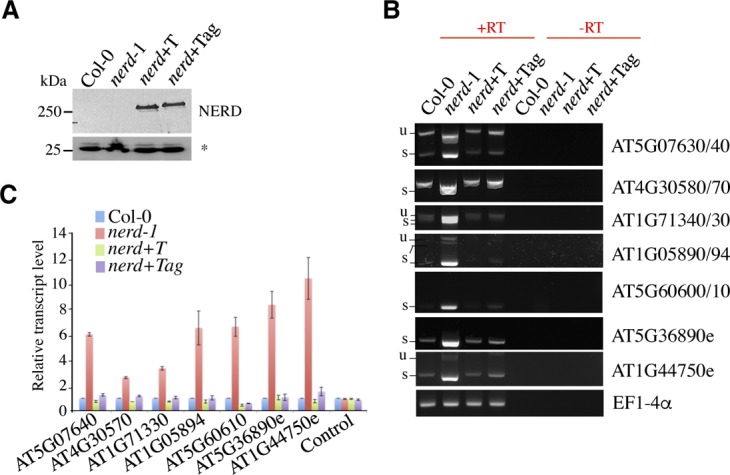
AGO hook motifs are not required for the termination-promoting activity of NERD. **(A)** Western blot analyses of *nerd-1* plants expressing flag-tagged WT (T) and ago-hook mutant (tag) versions of NERD were performed using the anti-flag antibody. UGPase antibody was used as control (*). **(B)** Semiquantitative RT–PCR analysis of extended/chimeric ITN mRNAs in WT, *nerd-1*, *nerd*+T, and *nerd*+Tag plants. The positions of unspliced (u) or spliced (s) RT–PCR products are indicated. Minus RT (−RT) reactions are controls for genomic DNA contamination. *EF1-4α* was used as loading control. **(C)** qRT–PCR analysis of extended/chimeric ITN mRNAs in WT, *nerd-1*, *nerd*+T, and *nerd*+Tag plants. Relative transcript levels were normalized to *ACTIN* and WT using the ΔΔCt method. Data represent the means of three independent experiments and error bars the corresponding SD values.

To get further insights into the mechanisms involved in mRNA chimera control at ITN loci, we took advantage of the observation that GENE2 at ITN chimeric loci are poorly expressed in WT plants (Fig 1D) and surveyed published transcriptome data for mutation(s) that would lead to global GENE2 up-regulation. We found numerous GENE2s up-regulated in the transcriptomes of two mutant plants deficient in *N*6-adenosine (m^6^A) mRNA methylation by virtue of a post-embryonic knockout of two conserved players of m^6^A methyltransferase complex, FKBP12-interacting protein 37 KD (*fip37-4 LEC1:FIP37*: hereafter referred to as *fip37*L; Shen et al, 2016) and MTA (*mtaABI3:MTA*; Anderson et al, 2018) (Table S2), suggesting the possible role of the m^6^A pathway in the control of mRNA chimera formation at ITN loci. Visual inspection of RNA-seq alignments, sashimi plots, and intergenic RT–PCR assays further support this conclusion showing readthrough transcription and mRNA chimera formation at ITNs, but not at FPA-only loci in *fip37*L mutant (Figs 3A and B and S7). Calculating the changes in read density in the 500-bp windows downstream of annotated genes upon FIP37 depletion revealed a set of 174 genes experiencing readthrough transcription in *fip37*L mutant (Table S5), with a significant (*P*-value < 0.0001; hypergeometric test) overlap with ITN loci (about 59% of ITN loci and 36% of FIP37L-dependent loci) (Fig 3C). Examination of ITN regulatory circuitry using epistasis analysis confirmed a marked increase in extended/chimeric transcripts in *fip37*L compared with *nerd*-1 backgrounds and a nonadditive effect of *nerd-1* and *fip37*L mutations (Fig 3D), indicating that FIP37 is epistatic to NERD in the control of mRNA chimera formation at ITN loci.

Table S5 List of genes showing an increase of read counts with a cutoff of log_2_ fold change ≥2 in their 500-bp downstream region in *fip37*L, *cpsf30-1*, and *cpsf30-3* mutant plants.

**Figure 3.**
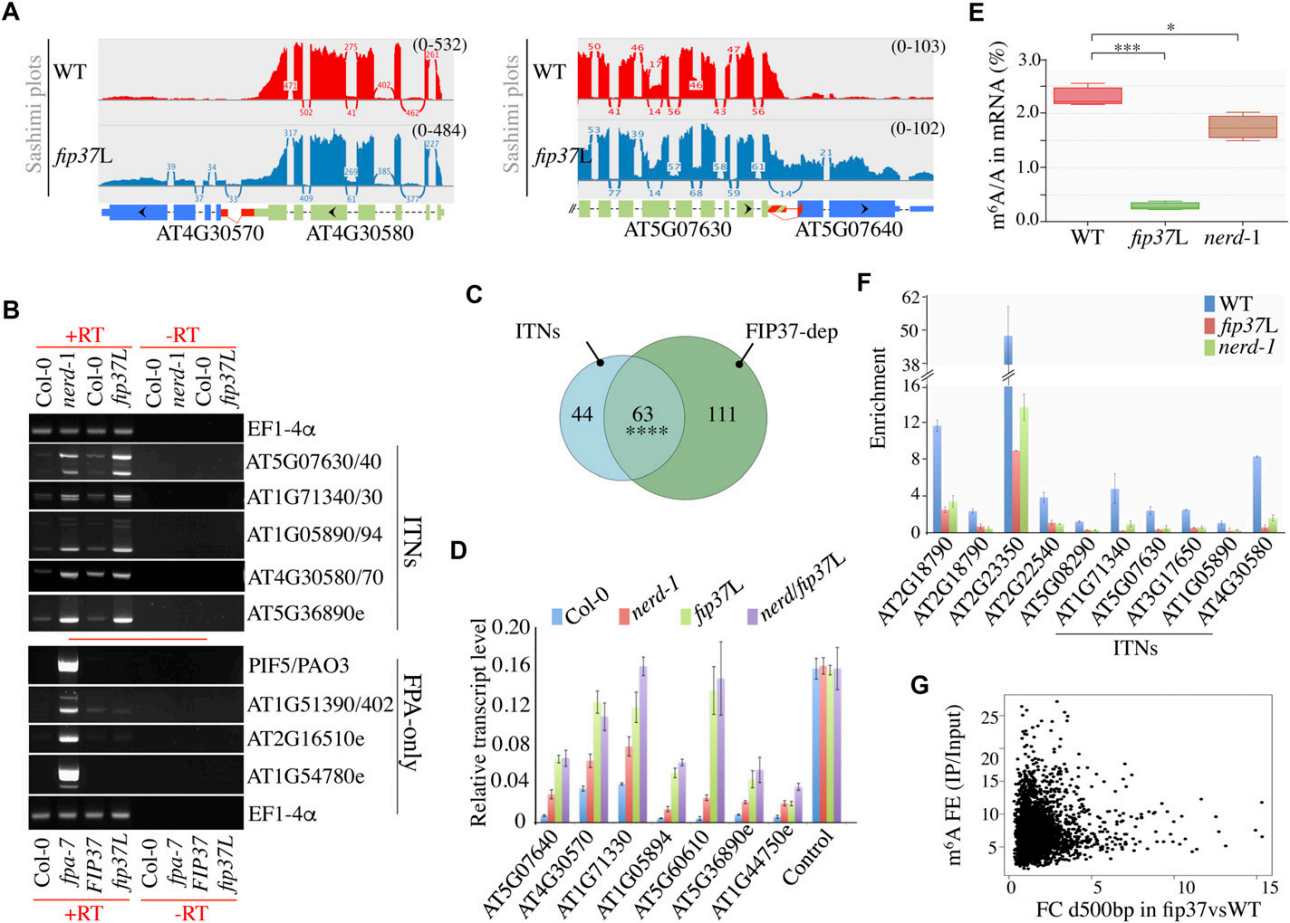
FIP37-dependent m^6^A modification controls mRNA chimera formation at ITN loci. **(A)** Shown are sashimi plots of two ITN loci forming chimeric mRNA transcripts in *fip37*L mutant. The transcript structures and annotations are the same as in Fig 1C. **(B)** Semi-quantitative RT–PCR analyses at ITN loci in *nerd-1*, *fip37*L, and their corresponding WT controls (top part) and at FPA-only loci in *fpa-7*, *fip37*L, and their corresponding controls (bottom part). *EF1-4α* was used as loading control. Minus RT (−RT) reactions are controls for genomic DNA contamination. **(C)** Overlap between loci showing an increase in downstream read counts in *nerd-1* *and fip37*L plants. **** denotes *P*-value < 0.0001 for enrichment in the overlap, hypergeometric statistical test. **(D)** qRT–PCR analysis of extended/chimeric ITN mRNAs in WT, *nerd-1*, *fip37*L, and *nerd-1*/*fip37*L plants. WT and *nerd-1* lines used here correspond to segregants harboring the *LEC-FIP37* transgene. Relative transcript levels were normalized to actin using the ΔΔCt method. Data represent the means of four replicate experiments and error bars correspond to SD values. AT4G26410 is used as a control. **(E)** LC-MS/MS quantification of the m^6^A/A ratio in mRNA isolated from WT, *fip37*L, and *nerd-1* plants. *P < 0.05; ***P < 0.001; *t* test. **(F)** ITN GENE1 and methylated control mRNAs are m^6^A-methylated in an FIP37- and NERD-dependent manner. m^6^A-IP-qPCR analysis was performed on several ITN and methylated control loci in WT, *nerd-1*, and *fip37*L seedlings. Error bars, mean ± SD; n = 3 biological replicates. **(G)** Scatter plot representation of m^6^A enrichment score (on the Y-axis) and FC in downstream reads between WT and *fip37*L conditions (X-axis).

**Figure S7.**
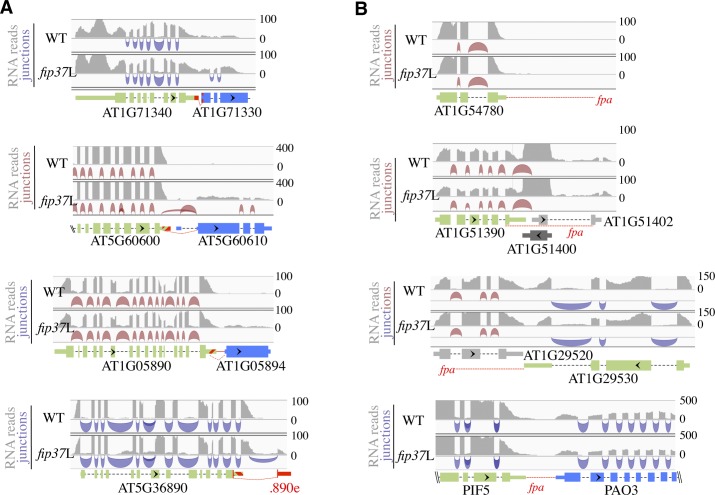
FIP37 restricts chimeric/extended mRNA formation at ITN, but not FPA-only loci in *Arabidopsis*. **(A)** Normalized reads and junctions mapping at ITN loci in WT and *fip37*L plants. The transcript structures and annotations are the same as in Fig S2. **(B)** Normalized reads and junctions mapping to FPA-only genomic loci in WT and *fip37*L plants. The transcript structures and annotations are the same as in Fig S1. The mRNA chimera formed upon the depletion of FPA is indicated with red dashed lines according to Duc et al (2013).

Consistent with the finding that WTAP/FIP37 is a conserved component of m^6^A methyltransferase complex in eukaryotes (Meyer & Jaffrey, 2017), FIP37 depletion triggers a transcriptome-wide loss of m^6^A mRNA modification in *A. thaliana* (Shen et al, 2016). To get further insight into the potential mechanism linking NERD to FIP37-dependent m^6^A regulation in plants, we assessed the impact of *nerd-1* mutation on m^6^A regulation by performing quantitative measurement of m^6^A/A ratio on mRNA using liquid chromatography-tandem MS (LC-MS/MS). As a control in this experiment, we also quantified m^6^A/A ratio in mRNAs extracted from *fip37*L. We determined the relative level of m^6^A/A in WT mRNA to be ∼2.3%, which is comparable with the published m^6^A/A data in WT *Arabidopsis* (Fig 3E) (Shen et al, 2016; Růžička et al, 2017). Interestingly, we found that the global m^6^A/A levels in mRNA was reduced by 25% in *nerd-1*–mutant background (Fig 3E), indicating that NERD impacts mRNA m^6^A dynamics in plants, although to a lesser extent than FIP37 (Fig 3E). To extend this analysis, we surveyed *A. thaliana* m^6^A methylome data (Luo et al, 2014; Shen et al, 2016; Anderson et al, 2018) and found that a majority (65%) of ITN GENE1 mRNAs contained a high-confidence m^6^A peak near the 3′-UTR region (Table S2). Retrieval and analysis of FIP37 transcriptome-wide m^6^A methylome data (Shen et al, 2016), further indicated that ITN GENE1 mRNAs are methylated in an FIP37-dependent manner (Fig S8A), an observation that prompted us to assess the impact of *nerd*-1 mutation on m^6^A methylation at those loci. By performing m^6^A-IP-qPCR assays on ITN GENE1s and control loci previously shown to be methylated in an FIP37-dependent manner (Fig S8B) (Shen et al, 2016), we confirmed that ITN GENE1 transcripts were m^6^A-tagged in an FIP37-dependent manner (Fig 3F). More importantly, NERD deficiency led also to a decrease, although to a lower extent, of m^6^A levels at all loci tested, including control loci (Fig 3F), supporting the notion that NERD is required to reach full level of m^6^A modification on mRNA. However, no general correlation could be observed between the level of FIP37-dependent m^6^A enrichment and the control of readthrough transcription (Figs 3G and S8B and Table S6), suggesting that ITN loci require m^6^A modification to restrict chimeric mRNA formation in a qualitative manner.

Table S6 FC in read counts in 500 bp downstream region of genes showing high-confidence m^6^A peak (according to Shen et al (2016)).

**Figure S8.**
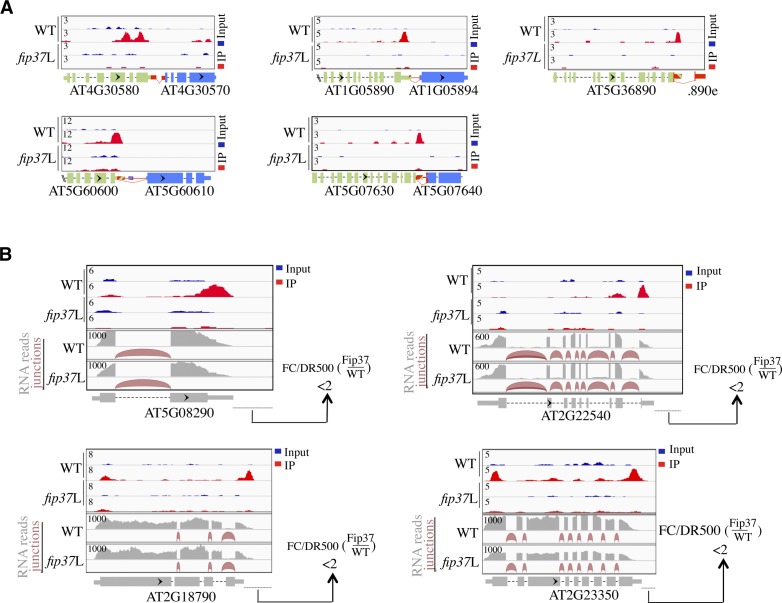
Extended/chimeric mRNA formation at ITN loci is coupled with their loss of m^6^A in *fip37*L. **(A)** ITN GENE1s are m^6^A methylated in an FIP37-dependent manner. Upper panel shows m^6^A peaks as revealed by m^6^A-seq performed in WT and *fip37*L plants (Shen et al, 2016). Light blue color represents input reads, whereas red color represents IP reads. The representation of ITN loci is the same as Fig S1. **(B)** Loss of m^6^A methylation upon FIP37 depletion does not trigger extended/chimeric mRNA formation at non-ITN genes. Upper panel shows m^6^A peaks as revealed by m^6^A-seq performed in WT and *fip37*L plants (Shen et al, 2016). Light blue color represents input reads, whereas red color represents IP. Normalized reads mapping to the methylated control loci are shown in WT and *fip37*L backgrounds (bottom panel). The FC in read counts in the region downstream of control genes is <2.

### The m^6^A pathway restricts mRNA chimera formation at ITN loci by assisting GENE1 mRNA polyadenylation

To gain insight into the mechanism by which FIP37-dependent m^6^A pathway could restrict mRNA chimera formation at ITN loci, we performed rapid amplification of cDNA 3′-ends (3′ RACE) on total RNA isolated from WT and *fip37*L plants. To do so, total RNAs were reverse-transcribed with an oligo (dT) anchor primer and amplified sequentially with nested primers located in ITN GENE1 sequence together with the anchor primer (Fig 4B). Variable patterns of polyA sites were detected at tested ITN GENE1 loci in WT plants (Fig 4A), including cases in which GENE1 have a prominent polyA site cluster (AT1G05890 and AT2G21440) and cases in which GENE1 shows more complex profiles of polyA sites (AT1G71340 and AT5G07630) (Fig 4A and B). The nature of polyA sites was confirmed by sequencing the corresponding PCR fragments, and, in some cases, by the examination of polyA tags (PATs) database obtained from high-throughput sequencing analysis in *A. thaliana* (Fig 4B) (Wu et al, 2011; Thomas et al, 2012). Our analysis revealed that the appearance of long polyadenylated chimeric mRNA transcripts at ITN loci (noted as pAc and confirmed by sequencing) was concomitant with the reduced accumulation of polyadenylated GENE1 mRNA forms in the *fip37*L background (pA highlighted in red in Fig 4A and B). This effect was specific because the accumulation of polyadenylated mRNAs at control loci (AT2G23350 and AT2G18790) was not affected in *fip37*L (Fig 4A–C). Taken together, our results suggest that the m^6^A pathway restricts mRNA chimera formation at ITN chimeric loci by assisting polyadenylation of GENE1 mRNA.

**Figure 4.**
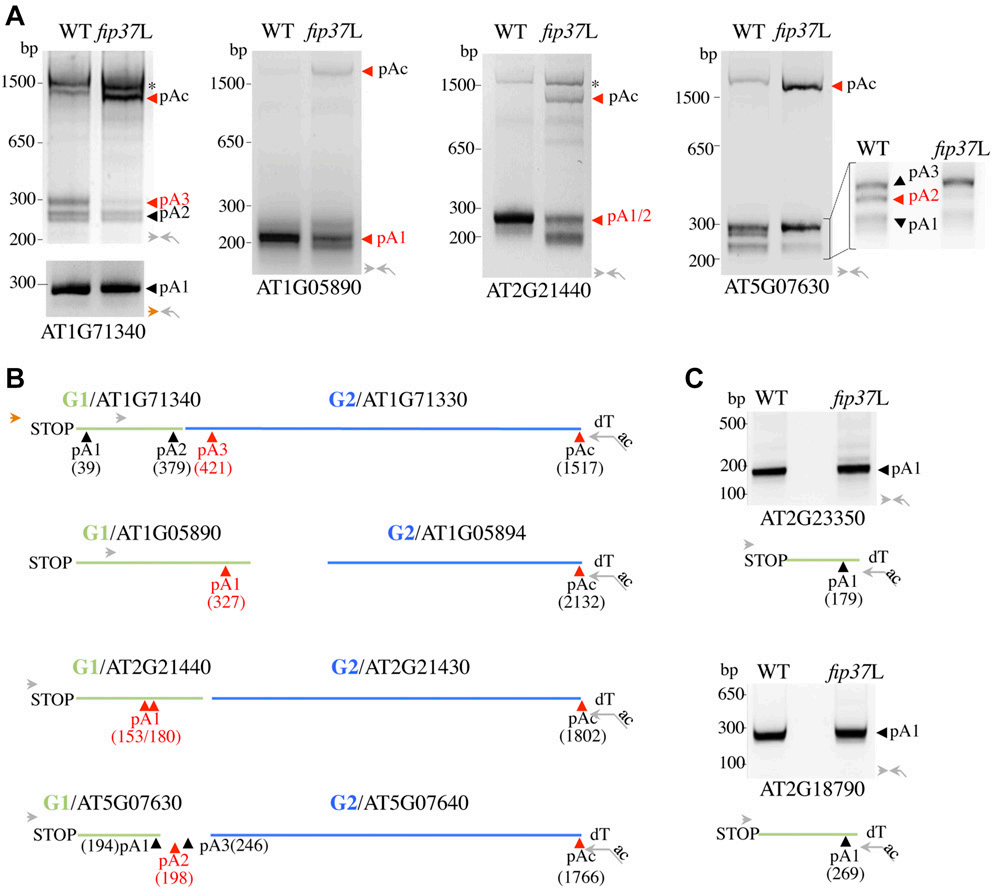
m^6^A-assisted polyadenylation controls mRNA chimera formation at ITN loci. **(A)** 3′ RACE gel images of ITN loci in WT and *fip37*L plants. RACE assays were performed with total RNA isolated from 9-d-old seedlings. The polyadenylated sites corresponding to the ITN GENE1 (pAx) are indicated at the bottom of the gel, whereas the polyadenylated sites corresponding to the mRNA chimera (pAc) migrate at the top. The FIP37-dependent GENE1 polyadenylation sites are marked in red. **(B)** The primers used in the 3′ RACE are indicated with arrowheads and are localized on the corresponding sequences in (B). The oligo (dT) anchor primer is indicated with a broken arrow. **(B)** PolyA sites detected at ITN loci. The position of the polyA sites is indicated at the X-axis relative from ITN GENE1 STOP codon. The respective positions of ITN GENE1 and GENE2 loci are indicated with green and blue lines. Primers used in RACE assays are indicated with arrowheads and broken arrow. **(C)** 3′ RACE gel images of m^6^A methylated control loci in WT and *fip37*L plants. RACE assays were performed with total RNA isolated from 9-d-old seedlings. The position of the polyA sites is indicated at the X-axis relative from ITN GENE1 STOP codon.

### m^6^A-assisted polyadenylation of GENE1 mRNA requires the YTHDC-type domain-containing protein CPSF30L

The most prominent family of m^6^A-readers corresponds to the YT521-B homology (YTH) protein clade (Meyer & Jaffrey, 2017). A likely candidate gene for linking FIP37-dependent m^6^A modification to mRNA polyadenylation is the *CPSF30* gene because, in plants, it encodes two isoforms (CPSF30S and CPSF30L) of the conserved 30-kD subunit of cleavage and polyadenylation specificity factor complex (CPSF) that differ by the presence of an YT512-B Homology Domain-containing (YTHDC)-type protein domain in CPSF30L (Liu et al, 2014b; Shi & Manley, 2015; Wu et al, 2015; Berlivet et al, 2019) (Figs 5A and S9F). To assess the implication of CPSF30S and CPSF30L in the m^6^A-assisted polyadenylation of GENE1 mRNA, we characterized two T-DNA insertion lines in *CPSF30*, the first one lacking both CPSF30 isoforms (*cpsf30-1*; also known as *oxt6*) (Liu et al, 2014b; Delaney et al, 2006), and a novel one that specifically abrogates *CPSF30L* mRNA production (*cpsf30-3*) (Figs 5A and S9A). We then performed RNA-seq analysis on purified mRNA from WT, *cpsf30-1*, *cpsf30-3*, and *fip37*L lines and calculated the changes in read density in the 500-bp windows downstream of annotated genes in these plant backgrounds (Table S5). This analysis revealed a significant (*P*-value < 0.0001; hypergeometric test) overlap between genes showing readthrough transcription in *fip37*L and *cpsf30-1* (142 out of 174 i.e., about 81% of FIP37-dependent loci; Fig 5B and Table S5), indicating that CPSF30-dependent activity is likely engaged in the control of readthrough transcription at FIP37-dependent loci. This conclusion was confirmed at ITN loci as exemplified by Integrative Genomics Viewer snapshots and using semiquantitative RT–PCR analysis (Fig S9B and D). However, in agreement with previous analysis (Thomas et al, 2012), *cpsf30-1* mutant exhibits a broader impact on 3′-end formation, defining a large set of 618 loci showing no dependency on FIP37 for readthrough transcription and polyadenylation controls, hereafter named as FIP37-independent CPSF30-sensitive loci (Figs 5B and C, S9C, and D). Interestingly, by comparing the set of genes showing readthrough transcription in *cpsf30-3*, we found that the corresponding loci were significantly (*P*-value < 0.0001; hypergeometric test) included within the set of *cpsf30-1*–dependent ones (156 out of 167 i.e., about 93% of *cpsf30-3*–dependent loci; Fig 5B), as expected from the common genic origin of those mutants. More importantly, we also found a significant overlap (*P*-value < 0.0001; hypergeometric test) between *cpsf30-3*– and *fip37*L–dependent loci (110 loci i.e., about 70% of *cpsf30-3*– and 66% of *fip37*L-dependent loci; Fig 5B and Table S5), supporting the idea of a functional convergence between these proteins. This observation was further supported by boxplot and real-time RT–PCR analyses, reporting a more significant contribution of CPSF30L to readthrough control at FIP37-dependent versus FIP37-independent CPSF30-sensitive loci (Figs 5C and D, and S9E). To extend this analysis, we conducted 3′ RACE procedure on total RNA extracted from *fip37*L and *cpsf30-3* seedlings and observed that these mutations affected polyA sites patterns similarly at ITNs (Fig 5E). To assess the contribution of the YTHDC-type domain in CPSF30L activity, we transformed either a WT (30L) or an YTHDC-mutated version of CPSF30L (30Lyth), altered in the conserved m^6^A-binding aromatic cage (see W258, W309, and Y318 in Fig S9F) in *cpsf30-1* mutant background, and selected transgenic lines expressing closely similar levels of these proteins (Fig 5F). We then tested the ability of these CPSF30L variants to complement readthrough transcription defects at ITN- and FIP37-independent CPSF30-sensitive loci. Although CPSF30L and CPSF30Lyth showed a similar and partial ability to complement readthrough transcription at FIP37-independent CPSF30-sensitive loci, they differed in their ability to restrict chimeric mRNA formation at ITN loci (Fig 5G), suggesting that the YTHDC-type domain of CPSF30L is essential to control chimeric mRNA formation at ITN loci.

**Figure 5.**
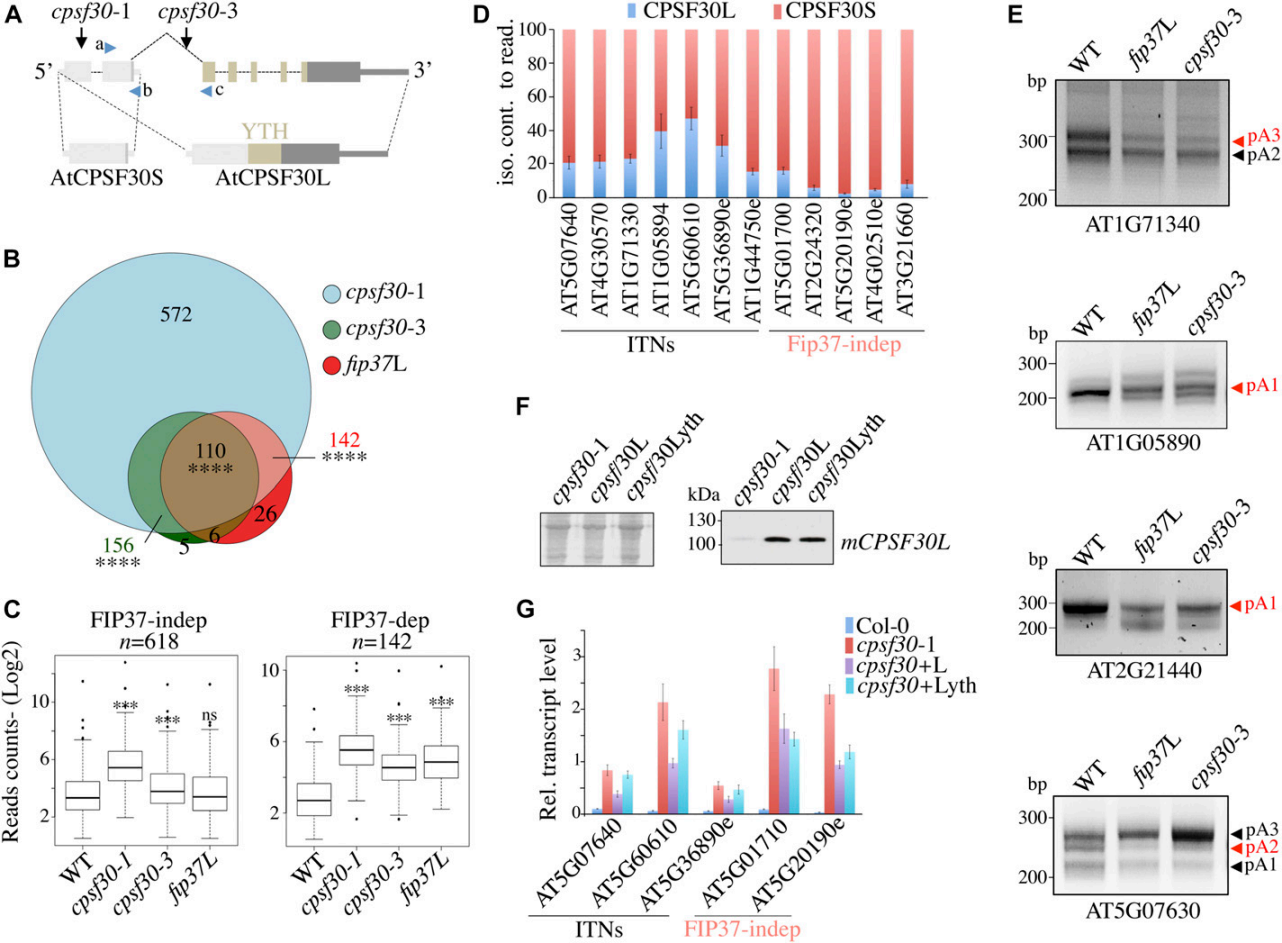
CPSF30L links m^6^A methylation to site-specific polyadenylation at ITN loci. **(A)** Structure of the *CPSF30* gene and mRNA transcripts. Exons and UTRs are shown with thick and thin grey bars, respectively. Introns are shown with black-dashed lines. APA at Intron-2 produces *CPSF30S* mRNA, whereas alternative splicing of Intron-2 generates *CPSF30L* mRNA. Location of the YTH domain in CPSF30L is indicated with a brown rectangle. The positions of T-DNA insertions in the *cpsf30* mutants are indicated. Primers used in the qRT–PCR experiments are indicated. **(B)** Overlap between loci showing a significant increase in downstream read counts in *cpsf30-1*, *cpsf30-3*, and *fip37*L plants. **** denotes *P*-value < 0.0001 for enrichment in the overlaps, hypergeometric statistical test. **(C)** Boxplot showing the read counts in the 500-bp downstream region for FIP37-dependent and FIP37-independent CPSF30-responsive loci in WT, *cpsf30-1*, *cpsf30-3*, and *fip37*L plants. ns, not significant; ***P < 0.001; *t* test. **(D)** Relative contribution of CPSF30S and CPSF30L isoforms to mRNA chimera formation control at ITN- and FIP37-independent CPSF30-responsive loci. Data were calculated from the qRT–PCR analysis of ITN- and FIP37-independent CPSF30 chimeric/extended transcripts presented in Fig S9E. Data represent the means of three independent experiments and error bars corresponds to SD values. **(E)** Iso. Cont. to read. stands for isoform contribution to readthrough and is expressed in % (E) 3′ RACE gel images of ITN loci in WT, *fip37*L, and *cpsf30-3* 9-d-old seedlings. RACE assays were performed as previously described. **(F)** Western blot analyses of *cpsf30-1* mutant plants expressing Myc-tagged WT (30L) and *yth* mutant (30Lyth) versions of CPSF30L. The corresponding Coomassie staining is represented on the left part. The anti-Myc antibody was used to visualize the tagged proteins (right part). **(G)** qRT–PCR analysis of ITN- and FIP37-independent CPSF30-responsive mRNAs accumulation in WT, *cpsf30-1*, *cpsf30-1*+30L, and *cpsf30-1*+30Lyth plants. Relative transcript levels were normalized to actin using the ΔΔCt method. Data represent the means of four independent experiments and error bars correspond to SD values.

**Figure S9.**
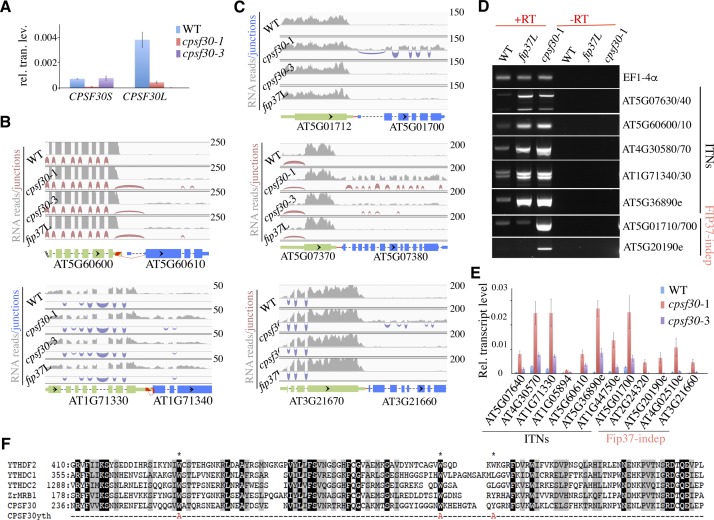
CPSF30L isoform controls extended/chimeric mRNA formation at ITN loci. **(A)** qRT–PCR analysis of *AtCPSF30S* and *AtCPSF30L* encoding transcripts in WT, *cpsf30-1*, and *cpsf30-3* seedlings. Relative transcript levels were normalized to actin using the ΔΔCt method. Data represent the means of four experiments and error bars the corresponding SD values. The primers used are shown as arrowheads on Fig 5A; (A) and (B) amplify *AtCPSF30S* transcripts, whereas (A) and (C) amplify *AtCPSF30L* ones. **(B)** Normalized reads and junctions mapping at ITN loci in WT, *cpsf30-1*, *cpsf30-3*, and *fip37*L plants. The transcript structures and annotations are the same as in Fig S2A. **(C)** Normalized reads and junctions mapping at FIP37-independent CPSF30-dependent loci in WT, *cpsf30-1*, *cpsf30-3*, and *fip37*L plants. The transcript structures and annotations are the same as in Fig S2A. **(D)** Semiquantitative RT–PCR analysis of extended/chimeric ITN- and FIP37-independent CPSF30 loci in WT, *fip37*L, and *cpsf30-1* seedlings. *EF1α* was used as loading control. Minus RT (−RT) reactions are controls for genomic DNA contamination. **(E)** qRT–PCR analysis of ITN- and FIP37-independent CPSF30 loci in WT, *cpsf30-1*, *and cpsf30-3* plants. Relative transcript levels were normalized to actin using the ΔΔCt method. Data represent the means of at least three independent experiments and error bars the corresponding SD values. **(F)** Sequence comparison of CPSF30L YTH domain with other YTH motifs known to bind m^6^A. Asterisks identify residues that compose the conserved aromatic cage of the YTH domain that is involved in m^6^A recognition. The residues mutated of the CPSF30Lyth mutant are indicated in red. The three first sequences correspond to human YTH domains, whereas ZrMRB1 comes from *Zygosaccharomyces rouxii* MRB1 and the last one corresponds to AtCPSF30L YTH domain.

### m^6^A-assisted polyadenylation restricts chimeric gene-TE transcript formation

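AT3G47890 and AT3G47875 are the GENE1 and GENE2 of a locus of Table S2, on chromosome 3 from 17666927 to 17673928 and from 17663475 to 17666891, respectively (TAIR10, Table S4). In 14-d-old seedlings, AT3G47875 was barely detected, with at most 0.155 FPKM, reached in a single *nerd-1* library. AT3TE71565, a transposable element that the paper places at AT3G47875, had 0.222 and 0.207 FPKM in the WT libraries, 0.287 and 0.491 in *nerd-1* and 0.157 and 0.114 in *nerd-1*+T. Both *nerd-1* values were above all 4 others, but the *nerd-1* libraries differed from each other by more than the lower one differed from WT, and all values were below the 1 FPKM needed for a test. AT3G47890 had 14.4 ± 0.265 FPKM (SD, 2 libraries) in WT and 11.3 ± 0.530 in *nerd-1*, a log2 change of -0.32 (SE 0.05, adjusted *p* = 0.00608, limma). It had 12.4 ± 0.155 FPKM in *nerd-1*+T, with a log2 change against WT of -0.20 (adjusted *p* = 0.0285, limma). That change did not pass the threshold with the replicate block (0.0510), with only the 2 genotypes fitted (0.0574) or with median scaling (-0.027, 0.724). It passed with library totals (0.0496), without the filter (0.0353), with the filter on every library (0.0294) and with a pseudocount of 0.1 (0.0280). Between *nerd-1* and *nerd-1*+T, AT3G47890 did not differ past the threshold (adjusted *p* = 0.122, limma).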

During our analysis of ITN loci, we noticed two cases in which GENE2 correspond to a mis-annotated TE (Table S3), suggesting that m^6^A-assisted polyadenylation could also exert an inhibitory control over chimeric GENE-TE transcripts. To extend this observation, we focused our analysis on the AT3G47890-AT3G47875 candidate locus, in which the mis-annotated GENE2 corresponds to a non-LTR retrotransposon of the LINE (long interspersed nuclear element, AT3TE71565) family (Table S3). Sequence comparison in *A. thaliana* and *A. lyrata* reveals evolutionary conserved regions flanking AT3TE71565 indicating that the LINE1 element got inserted within AT3G47890 3′-UTR posterior to the separation between the *A. thaliana* and *A. lyrata* lineages (Figs 6A and S10D). As such, AT3TE71565 contains all of the typical hallmarks of LINE1-mediated retrotransposition, including the presence of target-site duplications, 5′-truncated ORFs, and a short polyA tail confirming that AT3TE71565 is inserted in a tail-to-head orientation relative to the AT3G47890 gene (Figs 6A and S10A). Visual inspection of the mRNA-seq reads and RT–PCR assays further confirmed the accumulation of chimeric AT3G47890-AT3TE71565 transcripts in *fip37*L- and *cpsf30*-mutant backgrounds (Figs 6B and S10C). 3′ RACE analysis further revealed that the appearance of polyadenylated chimeric RNA transcripts in both fip37L- and *cpsf30-3*–mutant backgrounds was concomitant with the reduced accumulation of a long polyadenylated GENE1 mRNA form (pA2 highlighted in red in Figs 4A and B, and S10D), supporting the idea that m^6^A-assisted polyadenylation also restricts chimeric GENE-TE transcript formation in plants. Using McrBC-PCR analysis, we found no change in AT3TE71565 DNA methylation levels in *fip37*L and *cpsf30-1*/*3* mutants (Fig S10B and E), indicating that RNA chimera formation likely accounts for the up-regulation of RNA signal at AT3TE71565. Taken together, our results show that m^6^A-assisted polyadenylation can also restrict the formation of specific chimeric gene-TE transcript in plants.

**Figure 6.**
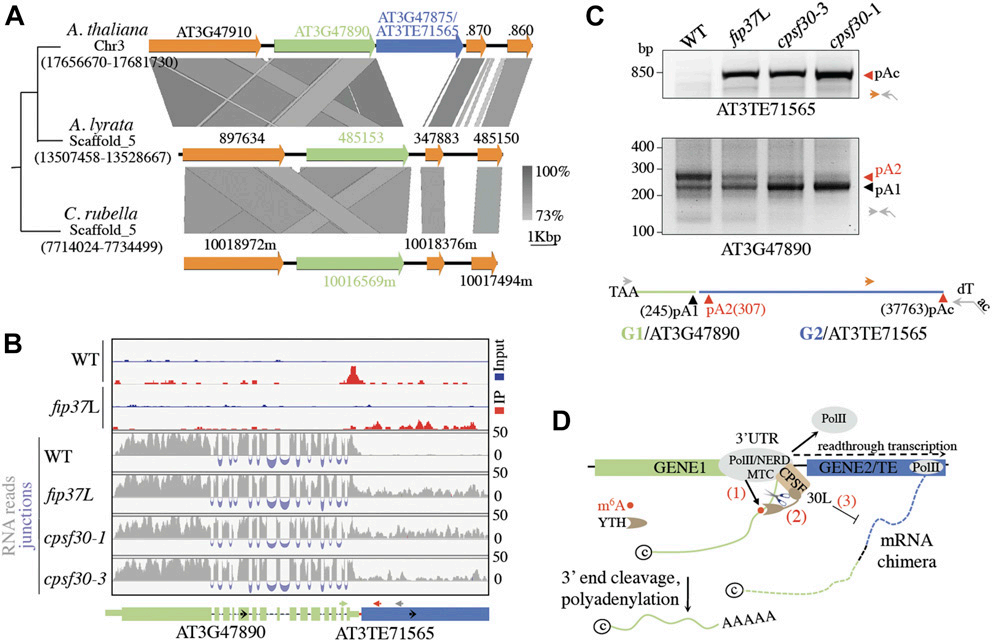
m^6^A-assisted polyadenylation restricts chimeric GENE-TE transcript formation in *Arabidopsis*. **(A)** An example of a LINE1-type retroelement translocation that has occurred recently in *A. thaliana* (top), after the separation from the *A. lyrata* (middle) and *C. rubella* (bottom) lineages. **(B)** Normalized reads mapping to the chimeric AT3G47890-AT3TE71565 loci are shown in WT, *fip37*L, *cpsf30-1*, and *cpsf30-3* backgrounds. Upper panel shows m^6^A peaks as revealed by m^6^A-seq performed in WT and *fip37*L backgrounds (Shen et al, 2016). Light blue color represents input reads, whereas red color represents IP reads. The transcript structures and annotations are the same as in Fig 1C. Primers used in the RT–PCR and McrBC experiments are shown as green, red, and grey arrowheads, respectively. **(C)** 3′ RACE gel images of chimeric AT3G47890-AT3TE71565 loci in WT, *fip37*L, *cpsf30-3*, and *cpsf30-1* plants (top panel). RACE assays were performed as previously described. pA2 corresponds to the AT3G47890 polyadenylated site that decreases in *fip37*L and *cpsf30-3* plants, whereas pAc indicates the polyadenylated sites corresponding to the mRNA chimera. PolyA sites detected at AT3G47890/AT3TE71565 ITN loci are indicated relative to GENE1 STOP codon (bottom panel). The respective positions of ITN GENE1 and TE loci are indicated with green and blue lines. The primers used in the 3′ RACE are indicated with arrowheads. The oligo (dT) anchor primer is indicated with a broken arrow. **(D)** Model for m^6^A-assisted polyadenylation (m-ASP) at ITN loci. NERD and FIP37 are required to reach full m^6^A deposition at all loci including ITN GENE1s (1). The recognition of m^6^A by the YTHDC-type domain of CPSF30L promotes cleavage and polyadenylation at GENE1 3′-UTR (2), therefore restricting mRNA chimera formation (3).

**Figure S10.**
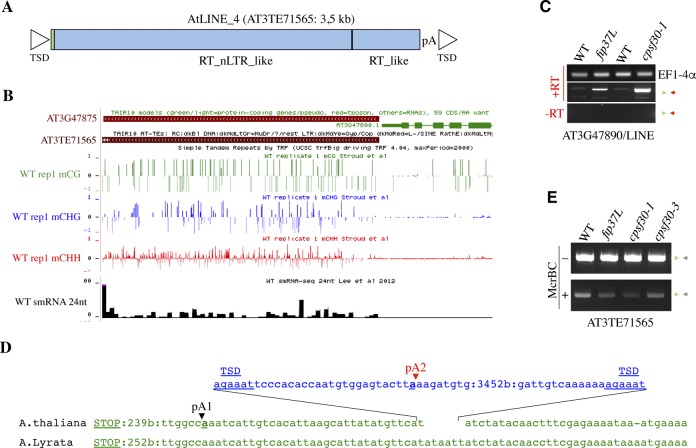
m^6^A-assisted polyadenylation can restrict chimeric GENE-TE transcript formation in *Arabidopsis*. **(A)** Organization of AT3TE71565 LINE element. TSD means target site duplication. RT indicates reverse transcriptase domain. The polyA tail is shown (pA). **(B)** Snapshot from Jacobsen laboratory browser indicating that AT3TE71565 LINE is methylated on the three cytosine contexts and produced specific siRNAs in WT plants. **(C)** Semiquantitative RT–PCR analyses of chimeric AT3G47890/AT3TE71565 transcripts in *fip37*L and *cpsf30-1* mutants along with their corresponding WT controls. *EF1-4α* was used as loading control. Minus RT (−RT) reactions are controls for genomic DNA contamination. The primers used are represented on Fig 6B as arrowheads. **(D)** Location of the AT3TE71565 LINE1 element relative to AT3G47890 3′-UTR and corresponding sequence in the *A. lyrata* ortholog. TAA indicates the stop codon. The locations of the main polyA sites are indicated with vertical arrowheads. The FIP37/CPSF30L-dependent polyA site is marked in red. **(E)** Analysis of DNA methylation at AT3TE71565 locus into WT, *fip37L*, *cpsf30-1*, and *cpsf30-3* plants. Genomic DNA was digested with the McrBC methylation sensitive enzyme and used as a template for PCR. Undigested DNA at the AT3TE71565 locus was used as a loading control. The primers used are represented on Fig 6B as green and grey arrowheads.

## Discussion

Our study provides novel insights into the role of m^6^A pathway in plants, revealing the implication of plant-specific and conserved m^6^A-related proteins in polyadenylation and transcription termination control at rearranged genomic loci in *A. thaliana*. The first evidence that m^6^A could participate in the control of chimeric mRNA formation at specific loci in plants came from our ongoing analysis of NERD, a plant homeodomain finger- and AGO hook–containing protein that, until now, was thought to contribute to the transcriptional silencing of newly acquired genomic sequences via a non-canonical siRNA-dependent DNA methylation pathway (Garcia et al, 2012; Pontier et al, 2012). Surprisingly, our studies point to an unexpected activity in that NERD depletion reduces mRNA m^6^A abundance at a genome-wide level, resulting in transcription termination defect and chimeric mRNA formation at rearranged genomic loci. We show that the contribution of NERD in mRNA chimera control is independent of its AGO hook–binding platform, indicating that NERD is likely to achieve multiple functions in plants.

Our finding that the NERD depletion decreases m^6^A deposition on mRNAs provides a mechanistic basis for NERD-mediated regulation of chimeric mRNA formation at ITNs; however, it does not explain the exact role of NERD in m^6^A regulation in plants. Despite our epistatic genetic interaction data, all attempts made to detect a physical interaction between NERD and FIP37 in vivo failed so far, suggesting that NERD is not likely to be a novel core component of m^6^A methyltransferase complex. However, recently published Arabidopsis proteomics data indicate that NERD copurifies with SPT4/SPT5 transcription elongation factors and elongating Pol II in vivo (Antosz et al, 2017). In addition, NERD also harbors a specific protein domain, named as Plus3 (Pontier et al, 2012), which has been shown to mediate Pol II-associated factor 1 complex (PaF1C) recruitment to genes by binding to a specific domain within the Pol II elongation factor SPT5 (Mayekar et al, 2013; Wier et al, 2013). This suggests that NERD could potentially act at an early stage of m^6^A deposition within the elongating RNA polymerase II (Pol II) complex. Together with our previous data showing that NERD binds unmethylated histone H3 lysine 4 (H3K4me0) through a conserved plant homeodomain finger-type domain (Pontier et al, 2012), these observations suggest that NERD could act at the interface between elongating Pol II and chromatin, potentially facilitating the co-transcriptional deposition of m^6^A on mRNAs, in agreement with the prevailing model for m^6^A deposition (Ke et al, 2017).

Our study revealed an unexpected function of m^6^A pathway in the control of transcriptome integrity by guiding site-specific mRNA polyadenylation at a subset of genomic loci that exhibit intrinsic transcription termination and polyadenylation defects (Fig 6D). The reported m^6^A-assisted polyadenylation (m-ASP) pathway is distinct from the classical mechanisms of APA (Wu et al, 2011; Xing & Li, 2011): it relies on plant-specific and conserved m^6^A-related proteins, including a dedicated m^6^A reader, and it targets rearranged genomic loci that are prone to produce chimeric RNAs (Fig 6D). Taken together, our results, therefore, point to a selective recognition of 3′-UTR m^6^A as a safeguard mechanism that emerged in plants to restrict inappropriate gene expression and ensure transcriptome integrity.

Although the implication of m^6^A in mRNA stability and translation has been well documented (Meyer & Jaffrey, 2017), the role of m^6^A modification in the control of polyadenylation site selection remains more obscure, despite the prevalence of m^6^A within 3′-UTRs. In animals, m^6^A has been shown to mediate opposing effects on site selection at genes experiencing APA, favoring either proximal or distal polyadenylation depending on the cell type (Ke et al, 2015; Yue et al, 2018). The recent identification of YTHDC1 or VIRMA as components of the m^6^A pathway that interact with 3′-end processing factors and modulate APA in animals provides a molecular basis to explain these effects (Kasowitz et al, 2018; Yue et al, 2018). A direct role for m^6^A in targeting mRNA polyadenylation in plants is supported by our finding that the concomitant depletion of FIP37 and m^6^A suppresses specific polyA sites at a subset of genomic loci, in fine leading to transcription readthrough, intergenic splicing, and chimeric mRNA formation. Given that chimeric mRNA formation in plants can also be controlled by m^6^A-independent mechanisms, as demonstrated at FPA-only loci, our study raises the possibility that the selective recruitment of m-ASP pathway to sustain efficient transcription termination and polyadenylation may depend on the local genomic context. Such hypothesis is supported by our observation that ITN loci are enriched in recently rearranged gene pairs and display an atypical chromatin signature, with GENE1 harboring canonical histone marks of both active transcription initiation and elongation (i.e., H3K4me3 and H3K36me3/H2Bub, respectively), and GENE2 solely exhibiting marks of transcription elongation. We propose that the presence of a dual peak of transcription elongation marks over ITN gene pairs likely reflects the basal level of pervasive readthrough transcription that characterizes these loci in WT plants. Whether the atypical state of chromatin and the presence of m^6^A at ITNs shape the transcription termination and polyadenylation responses to pervasive readthrough transcription remains to be clarified. Interestingly, evidence for cross-talk between histone modification and RNA methylation machineries has recently emerged in animals (Huang et al, 2019), reinforcing the idea that chromatin- and m^6^A-related pathways can influence one another.

Our study demonstrates that m^6^A-assisted polyadenylation at ITN loci requires CPSF30L, a poorly characterized YTHDC-type domain-containing isoform of the *A. thaliana* gene *CPSF30* (Fig 6D) (Berlivet et al, 2019). Although several studies have previously found a link between *CPSF30* gene and APA in plants, this activity has been mostly attributed to CPSF30S, the YTHDC-less short isoform, previously shown to be sufficient to restore developmental and molecular phenotypes incurred by mutations in *CPSF30* (Liu et al, 2014b; Shi & Manley, 2015; Wu et al, 2015). The role of CPSF30L could have been underappreciated in previous studies because they were focused on exploring gene-specific APA site distribution (Thomas et al, 2012). Our study also pinpoints the concerted action of both CPSF30 isoforms at ITN loci, indicating that both m^6^A-dependent and m^6^A-independent polyadenylation mechanisms contribute to transcription termination at those loci. Such cooperation could be promoted by the presence of a conserved N-terminal zinc-finger domain shared by both CPSF30 isoforms that is believed to self-associate (Delaney et al, 2006). Concerning the CPSF30L isoform, our data show that its role in chimeric mRNA formation control is contingent on FIP37 activity and on the integrity of the conserved aromatic cage known to bind m^6^A in other YTH proteins (Wu et al, 2017). These equivalence indicate that the regulatory function of m^6^A require CPSF30L, and that CPSF30L is likely an m^6^A reader whose recruitment is needed to ensure optimal or near-optimal transcription termination and polyadenylation at ITN loci (Fig 6D).

Finally, our results suggest that the m-ASP pathway can also restrict chimeric GENE-TE transcripts produced upon the insertion of TE in the 3′-untranslated region of genes. Although such events are rare, chimeric gene-TE transcripts are a mean by which retrotransposons can mobilize or lead to gene retroposition in plants and animals, potentially interfering with genome function (Kazazian, 2004; Xiao et al, 2008; Eickbush & Eickbush, 2011; Zhu et al, 2016). Although specific DNA methylation-based silencing mechanisms have been developed by plants to restrict TE expression per se (Law & Jacobsen, 2010), our data suggest that the m-ASP pathway may act, at a locus-specific level, as an additional mechanism to limit the inappropriate expression of TE inserted in the vicinity of genes.

## Materiel and Methods

### Plant methods

*A. thaliana* Col-0 as well as the following mutants were used in this study: *nerd-1* (SALK_093814) (Pontier et al, 2012), *nerd-3* (GABI_123G03), *fca-9* (Liu et al, 2007), *fpa-7* (SALK_138449), *cpsf30-*1 (Liu et al, 2014b), *cpsf30-3* (GABI_477H04, obtained from the Nottingham Arabidopsis Stock), *fip37-4 LEC1:*FIP37 (Shen et al, 2016). The primers used to genotype new lines are listed in Table S7. *nerd-1*+T corresponds to the complemented *nerd-*1 line described in (Pontier et al, 2012). The same construct was introduced into *nerd-3* plants by crosses to obtain *nerd-3+T*. For the epistasis analysis, *fip37-4* LEC1:FIP37 heterozygous plants were crossed to *nerd-1* mutants. The progenies were screened by PCR (see Table S7) to retrieve WT LEC1:FIP37, *nerd-1* LEC1:FIP37, and *nerd-1 fip37-4* LEC1:FIP37 lines.

Table S7 List of primers.

Plants were either grown in soil or cultivated in vitro on plates containing 2.20 g/l synthetic Murashige and Skoog (MS) (Duchefa) medium, pH 5.7, and 8 g/l agar. For transgenic seeds selection, 30 μg/l hygromycin were added. For *fip37-4* mutants or derivatives, experiments were carried out on plates containing 4.41 g/l MS medium, pH 5.7, 1% sucrose, and 8 g/l agar; 9-d-old seedlings were collected under a microscope. In growth chambers, the conditions are 20°C, 60–75% hygrometry with a 16-h light/8-h dark photoperiod (100 μE m^−2^ s^−1^ light [fluorescent bulbs with white 6500K spectrum, purchased from Sylvania]). For in vitro culture, the seeds were surface-sterilized, sown on plates, incubated for 48 h at 6°C in the dark, and placed in a growth cabinet at 20°C with a 16-h-d/8-h-dark cycle and 130 μE m^−2^ s^−1^ light (LEDs with white 4500K spectrum, purchased from Vegeled).

### Generation of transgenic plants

To generate AT4G30580/70m and AT1G71340/30m reporters, the corresponding genomic sequences were amplified using TL3437(KpnI)-TL3436(BamHI) and TL3438(KpnI)-TL3439(BamHI) primer pairs, @ respectively. After sequencing, the corresponding fragments were introduced in a binary vector (CTL639) containing a 4cMyc tag in front of a NosT terminator and the hygromycin resistance gene driven by a *35S* promoter (CTL235). The obtained plasmids were used to transform *nerd-1* plants via Agrobacterium transformation.

To obtain WT (30L) and YTHDC-mutated version of CPSF30L (30Lyth) constructs, we amplified the *CPSF30* promoter using TL3400 and TL3401. We also gene-synthetized (Genecust) the cDNAs corresponding to the WT and the YTHDC-mutated versions of *CPSF30L* (W258 to A, W309 to A, Y314 to A mutations; Fig S9F) with a 4cMyc tag upstream the ATG. Both fragments were introduced upstream of a NosT terminator into a binary vector containing the hygromycin resistance gene driven by a 35S promoter (CTL235). The obtained plasmids were used to transform *cpsf30-1* plants via Agrobacterium transformation.

### RNA sequencing

Total RNA was extracted from 14-d-old seedlings for Col0, *nerd-1*, and *nerd-1+T* plants and from 9-d-old seedlings for Col-0, *nerd-1*, and *cpsf30-1* plants using the RNeasy Plant Mini Kit (Cat. No. 74904; QIAGEN) and treated onto the column with the RNase-Free DNase Set (Cat. No. 79254; QIAGEN). Two replicates were performed per line. PolyA purification, library preparation using the Illumina TruSeq Stranded mRNA Kit and library quality controls were performed by Fasteris SA. For Col-0, *nerd-1*, and *cpsf30-1*, sequencing was performed by Fasteris SA with paired reads, 2 × 125 pb and 37–53 × 10^6^ reads per library. For Col-0, *nerd-1*, and *nerd-1-T,* sequencing was performed by Fasteris SA with single-end reads, 1 × 125 bp and 21–52 × 10^6^ reads per library.

### RNA-seq analysis

For each library, 20–30 × 10^6^ reads were obtained with 85–90% of the bases displaying a Q-score ≥ 30, with a mean Q-score of 38 as assessed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Filtering out of reads corresponding to chloroplastic, mitochondrial, and rRNA genes was performed with Bowtie 2 v2.3.4 in sensitive local mode (Langmead & Salzberg, 2012). Remaining reads were mapped against the TAIR10 genome using gtf annotation file and default parameters of TopHat2 v2.0.7 (Kim et al, 2013). Assembly and transcript quantification were performed with Cufflinks v2.2.1 (Trapnell et al, 2010). Finally, the low-expressed transcripts, less than 1 RPKM (reads per kilobase per million mapped reads), in one of the libraries were filtered out. 

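The deposited FPKM are from before this filter, since 43836 of the 64621 features are below 1 FPKM in every library. A value of at least 1 FPKM was reached by 20785 features in some library and by 18661 in every library. The latter filter leaves out genes that are silent in WT, and the number of GENE2s of Table S2 called higher in *nerd-1* falls under it to 7. With at least 1 FPKM in every library, 10850 features differed between *nerd-1* and WT, and with no filter beyond a value above 0 in any library, 10759 of 28121.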

The differential analysis was conducted by Cuffdiff software, belonging to the Trapnell suite. Quantification over 500-pb windows was made with BEDTools software (Quinlan & Hall, 2010). The 500-pb downstream from gene windows was defined using gtf annotation from the TAIR10 database. We normalized raw read counts by the total of mapped reads (rpm). Fold change (FC) was determined as the ratio between the normalized read counts between mutant and wild type. The list was further filtered to remove readthrough cases where the expression of the upstream genes changes in the *nerd*-1 mutant background.

### Expression analysis

Total RNA was isolated from 50 mg of seedlings using the TRI reagent (Cat. No. TR-118; Euromedex) according to the manufacturer's instructions. Genomic DNA was then digested out using the RQ1 RNase-Free DNase (Cat. No. M6101; Promega): 4 μg of RNA was treated with 4 units of the enzyme in the 1× reaction buffer in a 20-μl total volume at 37°C for 30 min and the reaction stopped by adding 2 μl of RQ1 DNase Stop Solution and incubating 10 min at 65°C. cDNAs were obtained from 400 ng of RQ1-treated RNA using 1 μl of GoScript Reverse Transcriptase (Cat. No. A5003; Promega) in a 20-μl final volume reaction using random primers (Cat. No. C1181; Promega) in the presence of 20 units of RNasin (Recombinant Ribonuclease Inhibitor, Cat. No. C2511; Promega) and dNTP mix at a final concentration of 0.5 mM of each dNTP (Cat. No. U1511; Promega). Semi-quantitative RT–PCR amplifications were performed on 1 μl of cDNA in a 12.5-μl reaction volume to start with. The amplification of EF1-4α transcripts (TL786-TL787, Table S7) was used to equilibrate. qRT–PCR was performed on a Light Cycler 480 II machine (Roche Diagnostics) by using the Takyon No ROX SYBR MasterMix blue dTTP kit (Cat. No. UF-NSMT-B0701; Eurogentec). Each amplification reaction was set up in a 10-μl reaction containing each primer at 300 nM and 1 μl of RT template in the case of total RNA with a thermal profile of 95°C for 10 min and 40 amplification cycles of 95°C, 15 s; 60°C, 60 s. Relative transcript accumulation was calculated using the ΔΔCt methodology, using *ACTIN2* as internal control (Livak & Schmittgen, 2001). Average ΔΔCt represents three experimental replicates with standard errors. Primers used are listed in Table S1.

PolyA+ RNAs were purified from RNA obtained by the TRI Reagent (Cat. No. TR-118; Euromedex) extraction from 100 mg of tissue, using the PolyATtract mRNA Isolation System III (Cat. No. Z5310; Promega) according to the manufacturer’s instructions. cDNAs were then synthetized according to the above protocol using 50 ng of polyA+ RNA as starting material. Semiquantitative and quantitative RT–PCRs were performed as described above with a 1/25 dilution of cDNAs from polyA+ RNA as template for qRT–PCR.

### Northern blots

RNA was isolated from 14-d-old seedlings according to the protocol described by Duc et al (2013). 2–3 g of grinded material was resuspended in 7.5 ml of NTES buffer (100 mM NaCl, 10 mM Tris–HCl, pH 7.5, 1 mM EDTA, pH 8, and 1% SDS). After addition of phenol/chloroform/isoamyl alcohol (25:24:1) and incubation of 10 min at room temperature, the samples were centrifugated (6,000*g*, 10 min, 4°C). Ethanol precipitation was then performed on the supernatants (around 6 ml) by adding 15 ml of 100% ethanol and 600 μl of 3 M Na acetate, pH 6. After 2-h incubation at −20°C and centrifugation (15 min, 6,000*g*, 4°C), the pellets were resuspended in 2 ml of water and precipitated with an equal volume of 4 M LiAc, at 4°C, overnight. After a 15-min centrifugation at 4°C and 16,000*g* in a microfuge, the pellets were resuspended in 360 μl of water, incubated on ice for 15 min, and ethanol-precipitated in the presence of Na acetate, at −20°C overnight. After a 15-min centrifugation at 4°C and 16,000*g* and a wash with 70% ethanol, total RNAs were resuspended in 200 μl of water and quantified using NanoDrop (Thermo Fisher Scientific). 500 μg to 1 mg of these RNAs were then used to obtain polyA+ RNA using the PolyATtract mRNA Isolation System III (Cat. No. Z5310; Promega) according to the manufacturer's instructions. Northern blots were performed using 2 μg of the obtained polyA+ RNA resuspended in 100% formamide. After a 5-min denaturation at 70°C, the RNAs were separated onto a 1% agarose, 0.5% formaldehyde gel in 0.03 M tricine 0.03 M triethanolamine buffer. The RNAs were transferred onto an NX-*Hybond* membrane (GE Healthcare) and cross-linked with EDC (1-ethyl-3-(3-dimethylaminopropyl)carbodiimide, Cat. No. E7750; Sigma-Aldrich). For the At4g30570-80 locus, the probe was PCR-amplified on genomic DNA using TL2980 and TL3205 primers (Table S7), purified using the GeneClean Turbo Kit (Cat. No. 111102400; MP Biomedicals), and labeled with the Prime-a-Gene Labeling System (Cat. No. U1100; Promega) according to the manufacturer's instructions. The hybridization was performed in the PerfectHyb Plus Hybridization Buffer (Cat. No. H7033; Sigma-Aldrich) at 68°C, overnight. For At1g71340, the TL3417 primer (Table S7) was labeled using the T4 polynucleotide kinase (Cat. No. M4101; Promega) and used as in a probe in the PerfectHyb Plus Hybridization Buffer (Cat. No. H7033; Sigma-Aldrich) at 42°C overnight. In both cases, the membranes were washed once in a 2× SSC, 0.1% SDS solution for 5 min at room temperature and twice in 0.5× SSC, 0.1% SDS solution for 15 min at 42°C or 68°C before exposure.

### RNA m^6^A quantification by targeted MS (LC-MRM)

Total RNAs from WT, *fip37*L, and *nerd-1* plants were isolated using TRIzol reagent (Euromedex) according to the manufacturer’s instructions. Polyadenylated RNAs were extracted twice by oligo (dT) magnetic beads (Cat. No. Z5310; Promega), followed by removal of remaining rRNA with RiboMinus Plant Kit (A10838-08; Invitrogen). mRNA concentration was measured by NanoDrop and Qubit assays. 210 ng of mRNA were diluted in a total volume of 20 μl milliQ water. 3 μl of 0.1 M ammonium acetate, pH 5.3, and 0.001 U of Nuclease P1 (N8630; Sigma-Aldrich) were added. Incubation at 42°C for 2 h was performed. Then, 3 μl of 1 M ammonium acetate and 0.001 U of alkaline phosphatase (P4252; Sigma-Aldrich) were added. The mixture was incubated at 37°C for 2 h. Next, the nucleosides solution was diluted two times and was filtrated with 0.22 μm filters (Millex-GV, SLGVR04NL; Millipore). 1 μl of each sample was injected, and all samples were analyzed in triplicate using LC-MRM.

The nucleosides were then separated by 1290 LC systems (Agilent Technologies) using an Synergi Fusion-RP column (4 μm particle size, 250 mm × 2 mm, 80 Å) (00G-4424-B0; Phenomenex) at flow rates of 0.4 ml/min. The mobile phase consisted of 5 mM ammonium acetate, adjusted to pH 5.3 with acetic acid (solvent A) and pure acetonitrile (solvent B). The 30-min elution gradient started with 100% phase A followed by a linear gradient to 8% solvent B at 13 min. Solvent B was increased further to 40% over 10 min. After 2 min, solvent B was decreased back to 0% at 25.5 min. Initial conditions were regenerated by rinsing with 100% solvent A for additional 4.5 min.

The detection was performed using Agilent TripleQuad 6490 in positive ion mode. The multiple reaction monitoring (MRM) transitions used for detection were m/z 268 to 136 for Adenosine (fragmentor voltage: 380 V, collision energy: 18 V, cell accelerator voltage: 1 V, and retention time: 13.1 min) and m/z 282.1 to 150.1 for m^6^A (fragmentor voltage: 380 V, collision energy: 21 V, cell accelerator voltage: 1.5 V, and retention time: 16.5 min). The ESI source was set as follows: capillary tension: 2,000 V, nebulizer: 50 psi, gas flow rate: 15 L/min, gas temperature: 290°C, sheath gas flow rate: 12 L/min, and sheath gas temperature: 400°C. The MS was operated in dynamic MRM mode with a retention time window of 3 min and a maximum cycle time set at 800 ms. The peak areas were determined using Skyline 4.1 software and the ratio m^6^A/A was calculated. Means, medians, standard errors, and SDs were calculated. Normality test, F-test, and *t* test analysis were performed on calculated ratio using MedCalc software.

### 3′ Rapid Amplification of cDNA ends (3′ RACE)

3′ RACE has been performed according to the protocol from Rodríguez-Cazorla et al, 2015 with slight modifications. Total RNAs were extracted from 100 mg of 9-d-old seedlings using the RNeasy Plant Mini Kit (Cat. No. 74904; QIAGEN) and treated onto the column with the RNase-Free DNase Set (Cat. No. 79254; QIAGEN). 5 μg of RNA was used to set up a 13-μl reverse transcription reaction with 2.88 μM of oligo (dT) anchored primer (TL3576, Table S7) and dNTP mix (0.6 mM final each). After 5 min at 65°C and 5 min at 4°C, the RT enzyme was added as follows: 4 μl of 5× SuperScript IV Reverse Transcriptase buffer, 1 μl of 100 mM DTT, 1 μl of SuperScript IV Reverse Transcriptase (Cat. No. 18090010; Invitrogen), and 40U of RNasin (Recombinant Ribonuclease Inhibitor, Cat. No. C2511; Promega). The reaction was performed at 60°C for 30 min and stopped at 80°C for 10 min. A first PCR reaction was performed in 50 μl total reaction with 5 μl of template using 0.3 μl GoTaq G2 DNA Polymerase (Cat. No. M7848; Promega), 0.2 mM each dNTP, 8 μl 10 μM PCR anchor primer (reverse primer, TL3577, Table S7), and 1 μL 10 μM specific primer (primer 1, Table S7). PCR was performed with a thermal profile of 94°C for 2 min; 35 cycles (94°C, 30 s, 57°C, 30 s, and 72°C, 2 to 4 min) and then 72°C, 10 min. The reaction was checked onto an agarose gel. The second amplification was performed on a 1-μl aliquot from the first PCR with the same conditions as for the first PCR except that 1 μl 10 μM PCR anchor primer (reverse primer, TL3577, Table S7) and 1 μL of a 10 μM nested specific primer (primer 2, Table S7) were used. The final products were separated on an UltraPure Agarose (Cat. No. 16500-500; Invitrogen) gel. Lower bands corresponding to Gene1 polyA sites in WT were chosen to be sequenced as well as upper bands that appeared in *fip37* samples that corresponded to readthroughs. To get better sequences for the readthroughs, the second PCR was performed using a primer closer to Gene2 polyA sites (primer 3, Table S7). The DNA corresponding to bands to be sequenced was extracted using the GeneClean Turbo Kit (Cat. No. 111102400; MP Biomedicals) and subcloned into pGEM-T Easy Vector (Cat. No. A1360; Promega). The DNA from 48 to 96 independent clones was sequenced with the SupremRun Service from GATC Biotech. The sequences were aligned and the position of the last nucleotide upstream the polyA tail was identified, the starting point being the first base downstream the ITN GENE1 stop codon. The number of clones and their precise position are reported in Table S7.

### m^6^A-IP-qPCR

m^6^A-IP-qPCR was performed as previously described (Dominissini et al, 2012; Shen et al, 2016). Total RNA was extracted and fragmented into ∼200-nucleotide-long fragments by RNA fragmentation buffer (Cat. No. AM8740; Ambion). Fragmented RNA was incubated with 0.5 mg/ml anti-m^6^A antibody (Cat. No. 202-003; Synaptic Systems) in IP buffer (150 mM NaCl, 0.1% Igepal CA-630, and 10 mM Tris–HCl, pH 7.4) supplemented with RNasin Plus RNase inhibitor (Cat. No. C2511; Promega) for 2 h at 4°C, and subsequently, protein A/G Plus-Agarose (Cat. No. sc-2003; Santa Cruz) that was pre-bound with BSA was added and incubated at 4°C for an additional 2 h. After extensive washing with IP buffer, bound RNA was eluted from the beads by incubation with 6.7 mM N^6^-methyladenosine (Cat. No. M2780; Sigma-Aldrich) in IP buffer and precipitated by ethanol. The input and immunoprecipitated RNAs were reverse-transcribed with random hexamers (Cat. No. N8080127; Invitrogen) using M-MLV Reverse Transcriptase (Cat. No. M1701; Promega). Relative enrichment of each gene was determined by quantitative real-time PCR and calculated first by normalizing the amount of a target cDNA fragment against that of *TUB2* as an internal control, and then by normalizing the value for immunoprecipitated sample against that for the input. The primers used for real-time PCR are listed in Table S7.

### Protein extraction and immunodetection

Total plant protein extracts (up to 100 mg) were ground in liquid nitrogen with 200 μl SDS–PAGE loading buffer. Coomassie staining was used to calibrate loadings. Proteins were separated on SDS/PAGE gels and blotted onto Immobilon-P PVDF membrane (Cat. No. IPVH00010; MerckMillipore). Protein blot analysis was performed using the Immobilon Western Chemiluminescent HRP Substrate (Cat. No. WBKLS0500; MerckMillipore). The antibodies used in this study were HRP-coupled FLAG-specific antibody (Cat. No. A8592; Sigma-Aldrich) and anti-UGPase antibody as a loading control (Cat. No. AS05 086; Agrisera) at 1/5,000 dilution and HRP-coupled Myc-specific antibody (Cat. No. A5598; Sigma-Aldrich) at 1/10,000.

### Chromatin Immunoprecipitation

2 g of inflorescences were homogenized in 25 ml of Honda buffer (0.44 M sucrose, 1.25% Ficoll, 2.5% dextran T40, 20 mM Hepes KOH, pH 7.4, 10 mM MgCl_2_, 0.5% Triton, and 5 mM DTT) supplemented with cOmplete EDTA-free Protease Inhibitor Cocktail (Cat. No. 11873580001; Roche) was filtered onto two layers of Miracloth (Cat. No. 475855; MerckMillipore). 1% formaldehyde was added, and the samples were rotated 15 min at 4°C. The cross-link was stopped by adding glycine (0.125 N final) and rotating for 10 min at 4°C. Following a 15-min centrifugation (2,000*g*, 4°C), the nuclei were washed three times in Honda buffer, lysed in 1 ml of Nuclei lysis buffer (50 mM Tris–HCl, pH 8, 10 mM EDTA, 1% SDS, and cOmplete EDTA-free Protease Inhibitor Cocktail [Cat. No. 11873580001; Roche]) and sonicated using a Bioruptor (Diagenode). 20 μg of chromatin was diluted and incubated with 5 μl of anti-histone H3 antibody (Cat. No. 07-690; MerckMillipore) or anti-trimethyl-histone H3 (Lys4) antibody (Cat. No. 07-473; MerckMillipore) on a rotator overnight, at 4°C. 50 μl of washed Dynabeads ProteinA/G (Cat. No. 10004D and 10002D; Invitrogen) were then added and incubated for 2 h at 4°C before the washes. After reversing the cross-link by a 10-min incubation at 95°C followed by a 1-h treatment with Proteinase K, the immunoprecipitated DNA was subjected to qPCR analysis using the primers listed in Table S7 and the Takyon No ROX SYBR Master Mix blue dTTP kit (Cat. No. UF-NSMT-B0701; Eurogentec) on a LightCycler 480 II machine (Roche Diagnostics).

### Analysis of DNA methylation

For McRBC analysis, DNA was extracted from 9-d-old seedlings using the DNeasy Plant Mini Kit (Cat. No. 69104; QIAGEN) and the concentration was measured using a NanoDrop (Thermo Fisher Scientific). 25 μg of genomic DNA were digested with 15U of McrBC enzyme (Cat. No. M0272S; NEB) in a final volume of 50 μl according to the manufacturer’s instructions, at 37°C for 3 h, followed by a 15-min inactivation at 65°C. In parallel, the same mixture was prepared by replacing McrBC by H2O (“undigested sample”). The undigested/digested samples were analyzed by semiquantitative PCR using the primers indicated in Table S7.

### Gene duplication analysis

*A. thaliana*, *A. lyrata*, and *C. rubella* protein-coding genes were obtained from phytozome 11 (https://phytozome.jgi.doe.gov/pz/portal.html). MCScanX-transposed (Wang et al, 2013b) was used to classify *A. thaliana* genes into different gene duplication categories. Briefly, an intra- and inter-species all-against-all BLASTp of protein-coding genes was performed and the top five best no-self hits with an e-value lower than 1 × 10^−10^ hit were retained for further analysis. Genes were assumed to be single when no matching sequence was found under the used BLASTp e-value threshold. Duplicated genes were classified into four categories: 1) whole genome duplication/segmental paralogs are located in corresponding collinear blocks within species. 2) Tandem duplicates correspond to paralogs that are immediately adjacent to each other. 3) Translocated duplicates refer to non-collinear paralogs that have at least one collinear ancestral paralog (Wang et al, 2013b). It should be noted that we prefer here the use of “translocated duplicates” rather than “transposed duplicates” used by the author of MCScanX-transposed because the latest term may be confused with transposition of TEs whereas gene movement and translocation may result from multiple mechanisms. 4) Other duplicates include duplicated genes that did not belong to any of the first three categories. Statistical tests were performed using R and Figs 6A, S2B, and S6A were drawn using EasyFig software (Sullivan et al, 2011).

### GENE1/GENE2 evolutionary conservation and expression

To identify homologs of GENE1 and GENE2 in angiosperm and their genomic positions, the reference genome of 325 sequenced angiosperms was first downloaded from NCBI (ftp://ftp.ncbi.nlm.nih.gov/genomes/). The predicted protein sequences of each pair of genes were than blasted against the entire reference genome using the tblastn program, BLAST hits with a minimum of 1 × 10^−10^ e-value corresponding to potential homologs sequences were all kept even if multiple alignments were found for each genes. Genes were considered as absent if no hit was found in the target genomes. When hit corresponding to both GENE1 and GENE2 were found, we consider genes as adjacent when any of the unique or multiple hits of GENE1 and GENE2 were located in the same chromosome/scaffold and their relative distance not greater than 5 kbp. Otherwise, GENE1 and GENE2 were classified as distant. For each GENE1/GENE2 pairs, the number of the four different scenarios shown in Fig 1C was calculated and expressed in percentage. The expression score in transcripts per million (TPM) was obtained from Araport11 (https://apps.araport.org/thalemine) and heat map generated using heatmap2 function in R.

### CS analysis of GENE1/GENE2 pairs

The genomic coordinates of CSs and of GENE1/GENE2 pairs were retrieved from published data (Sequeira-Mendes et al, 2014; Vergara & Gutierrez, 2017), and from the TAIR10 release of the *A. thaliana* genome. For each gene, the overlap with the nine CSs corresponding to proximal promoters (CS2), transcription start site (CS1), 5′ end of genes (CS3), long coding sequences (CS7), 3′ end of genes (CS6), polycomb chromatin (CS5), distal regulatory intergenic regions (CS4), AT-rich heterochromatin (CS8), and GC-rich heterochromatin (CS9) was determined. A Pearson's chi-square test was used to statistically assess the similarity between the distribution of GENE2s among the nine CSs for NERD- or FPA-dependent chimeric loci with that of all the genes immediately downstream of a gene associated with CS1 across the genome. Because of small sample size, *P*-values were computed by Monte Carlo simulation.

## Data Availability

Sequencing data have been deposited in NCBI’ GEO under accession number GSE123912.

## Supplementary Material

Reviewer comments

## References

[bib1] AndersonSJ, KramerMC, GosaiSJ, YuX, VandivierLE, NelsonADL, AndersonZD, BeilsteinMA, FrayRG, LyonsE, (2018) N6-Methyladenosine inhibits local ribonucleolytic cleavege to stabilize mRNAs in Arabidopsis. Cell Rep 25: 1146–1157. 10.1016/j.celrep.2018.10.02030380407

[bib2] AntoszW, PfabA, EhrnsbergerHF, HolzingerP, KöllenK, MortesenSA, BruckmannA, SchubertT, LängstG, GriesenbeckJ, (2017) The composition of the Arabidopsis RNA polymerase II transcript elongation complex reveals the interplay between elongation and mRNA processing factors. Plant Cell 29: 854–870. 10.1105/tpc.16.0073528351991PMC5435424

[bib3] AzevedoJ, CookeR, LagrangeT (2011) Taking RISC with AGO hookers. Curr Opin Plant Biol 14: 594–600. 10.1016/j.pbi.2011.07.00221807551

[bib4] BastitaPJ, MolinieB, WangJ, QuK, ZhangJ, LiL, BouleyDM, LujanE, HaddaB, DaneshvarK, (2014) m^6^A RNA modification controls cell fate transition in mammalian embryonic stem cells. Cell Stem Cell 15: 707–719. 10.1016/j.stem.2014.09.01925456834PMC4278749

[bib5] BenderJ, FinkGR (1995) Epigenetic control of an endogenous gene family is revealed by a novel blue fluoresecent mutant of Arabidopsis. Cell 83: 725–734. 10.1016/0092-8674(95)90185-x8521489

[bib6] BerlivetS, ScuteniareJ, DeragonJM, Bousquet-AntonelliC (2019) Readers of the m6A epistranscriptomic code. Biochim Biophys Acta Gene Regul Mech 1862: 329–342. 10.1016/j.bbagrm.2018.12.00830660758

[bib7] BokarJA, ShambaughME, PolayesD, MateraAG, RottmFM (1997) Purification and cDNA cloning of the AdoMet-binding subunit of the human mRNA (N^6^-adenosine)-methyltransferase. RNA 3: 1233–1247. 9409616PMC1369564

[bib8] DelaneyKJ, XuR, ZhangJ, LiQQ, YunKY, FalconeDL, HuntAG (2006) Calmodulin interacts with and regulates the RNA-binding activity of an Arabidopsis polyadenylation factor subunit. Plant Physiol 140: 1507–1521. 10.1104/pp.105.07067216500995PMC1459842

[bib9] DominissiniD, Moshitch-MoshkovitzS, SchwartzS, Salmon-DivonM, UngarL, OsenbergS, CesarkasK, Jacob-HirschJ, AmariglioN, KupiecM, (2012) Topology of the human and mouse m^6^A RNA methylomes revealed by m^6^A-seq. Nature 485: 201–206. 10.1038/nature1111222575960

[bib10] DucC, SherstnevA, ColC, BartonGJ, SimpsonGG (2013) Transcription termination and chimeric RNA formation controlled by Arabidopsis thaliana FPA. PLoS Genet 9: e1003867 10.1371/journal.pgen.100386724204292PMC3814327

[bib11] DurandS, BouchéN, Perez StrandE, LoudetO, CamilleriC (2012) Rapide establishment of genetic incompatibility through natural epigenetic variation. Curr Biol 22: 326–331. 10.1016/j.cub.2011.12.05422285031

[bib12] EickbushMT, EickbushTH (2011) Retrotransposition of R2 elements in somatic nuclei during the early development of Drosophila. Mobile DNA 2: 11–15. 10.1186/1759-8753-2-1121958913PMC3190326

[bib13] El BaidouriM, KimKD, AbernathyB, LiYH, QiuLJ, JacksonSA (2018) Genic C-methylation in soybean is associated with gene paralogs relocated to transposable element-rich pericentromeres. Mol Plant 5: 485–495. 10.1016/j.molp.2018.02.00629476915

[bib14] Galindo-GonzálezL, MhiriC, DeyholosMK, GrandbastienMA (2017) LTR-retrotransposons in plants: Engines of evolution. Gene 626: 14–25. 10.1016/j.gene.2017.04.05128476688

[bib15] GarciaD, GarciaS, PontierD, MarchaisA, RenouJP, LagrangeT, VoinnetO (2012) Ago hook and RNA helicase motifs underpin dual roles for SDE3 in antiviral defense and silencing of nonconserved intergenic regions. Mol Cell 48: 109–120. 10.1016/j.molcel.2012.07.02822940249

[bib16] GeulaS, Moshitch-MoshkovitzS, DominissiniD, MansourAA, KolN, Salmon-DivonM, HershkovitzV, PeerA, MorN, ManorYS, (2015) M^6^A mRNA methylation facilitates resolution of naïve pluripotency toward differentiation. Science 347: 1002–1006. 10.1126/science.126141725569111

[bib17] HaussmannIU, BodiZ, Sanchez-MoranE, MonganNP, ArcherN, FrayRG, SollerM (2016) M^6^A potentiates Sxl alternative pre-mRNA splicing for robust Drosophila sex determination. Nature 540: 301–304. 10.1038/nature2057727919081

[bib18] HongayCF, Orr-WeaverTL (2011) Drosophila inducer of meiosis 4 (IME4) is required for Notch signaling during oogenesis. Proc Natl Acad Sci USA 108: 14855–14860. 10.1073/pnas.111157710821873203PMC3169142

[bib19] HuangH, WengH, ZhouK, WuT, ZhaoBS, SunM, ChenZ, DengX, XiaoG, AuerF, (2019) Histone H3 trimethylation at lysine 36 guides m^6^A RNA modification co-transcriptionally. Nature 567 414–419: 10.1038/s41586-019-1016-730867593PMC6438714

[bib20] KashkushK, FeldmanM, LevyAA (2003) Transcription activation of retrotransposons alters the expression of adjacent genes in wheat. Nat Genet 33: 102–106. 10.1038/ng106312483211

[bib21] KasowitzSD, MaJ, AndersonSJ, LeuNA, XuY, GregoryBD, SchultzRM, WangPJ (2018) Nuclear m^6^A reader YTHDC1 regulates alternative polyadenylation and splicing during mouse oocyte development. PLoS Genet 14: e1007412 10.1371/journal.pgen.100741229799838PMC5991768

[bib22] KazazianHHJr (2004) Mobile elements: Drivers of genome evolution. Science 303: 626–632. 10.1126/science.108967015016989

[bib23] KeS, AlemuEA, MertensC, GantmanEC, FalkJJ, MeleA, HaripalB, Zucker-ScharffI, MooreMJ, ParkCT, (2015) A majority of m^6^A residues are in the last exons, allowing the potential for 3’ UTR regulation. Genes Dev 29: 2037–2053. 10.1101/gad.269415.11526404942PMC4604345

[bib24] KeS, Pandya-JonesA, SaitoY, FalkJJ, VågbøCB, GeulaS, HannaJH, BlackDL, DarnellJEJr, DarnellRB (2017) M6A mRNA modifications are deposited in nascent pre-mRNA and are not required for splicing but do specify cytoplasmic turnover. Genes Dev 31: 990–1006. 10.1101/gad.301036.11728637692PMC5495127

[bib25] KimD, PerteaG, TrapnellC, PimentelH, KelleyR, SalzbergSL (2013) TopHat2: Accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol 14: R36 10.1186/gb-2013-14-4-r3623618408PMC4053844

[bib26] KrishnakumarV, HanlonMR, ContrinoS, FerlantiES, KaramychevaS, KimM, RosenBD, ChengCY, MoreiraW, MockSA, (2015) Araport: The Arabidopsis information portal. Nucleic Acids Res 43: D1003–D1009. 10.1093/nar/gku120025414324PMC4383980

[bib27] LangmeadB, SalzbergSL (2012) Fast gapped-read alignment with Bowtie 2. Nat Methods 9: 357–359. 10.1038/nmeth.192322388286PMC3322381

[bib28] LawJA, JacobsenSE (2010) Establishing, maintaining and modifying DNA methylation patterns in plants and animals. Nat Rev Genet 11: 204–220. 10.1038/nrg271920142834PMC3034103

[bib29] LenceT, AkhtarJ, BayerM, SchmidK, SpindlerL, HoCH, KreimN, Andrade-NavarroMA, PoeckB, HelmM, (2016) m^6^A modulates neuronal functions and sex determination in Drosophila. Nature 540: 242–247. 10.1038/nature2056827919077

[bib30] LiS, WangJ, YuY, WangF, DongJ, HuangR (2016) D27E mutation of VTC1 impairs the intercation with CSN5B and enhances ascorbic acid biosynthesis and seedling growth in Arabidopsis. Plant Mol Biol 92: 473–482. 10.1007/s11103-016-0525-027561782

[bib31] LiuF, QuesadaV, CrevillénP, BäurleI, SwiezewskiS, DeanC (2007) The Arabidopsis RNA-binding protein FCA requires a lysine-specific demethylase 1 homolog to downregulate FLC. Mol Cell 28: 398–407. 10.1016/j.molcel.2007.10.01817996704

[bib32] LiuJ, YueY, HanD, WangX, FuY, ZhangL, JiaG, YuM, LuZ, DengX, (2014a) A METTL3-METTL14 complex mediates mammalian nuclear RNA N^6^-adenosine methylation. Nat Chem Biol 10: 93–95. 10.1038/nchembio.143224316715PMC3911877

[bib33] LiuM, XuR, MerrillC, HongL, Von LankenC, HuntAG, LiQQ (2014b) Integration of developmental and environmental signals via a polyadenylation factor in Arabidopsis. PLoS One 9: e115779 10.1371/journal.pone.011577925546057PMC4278772

[bib34] LivakKJ, SchmittgenTD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) method. Methods 25: 402–408. 10.1006/meth.2001.126211846609

[bib35] LuoGZ, MacQueenA, ZhengG, DuanH, DoreLC, LuZ, LiuJ, ChenK, JiaG, BergelsonJ, (2014) Unique features of the m6A methylome in Arabidopsis thaliana. Nat Commun 5: 5630 10.1038/ncomms663025430002PMC4248235

[bib36] MayekarMK, GardnerRG, ArndtKM (2013) The recruitment of the Saccharomyces cerevisiae Paf1 complex to active genes requires a domain of Rtf1 that directly interacts with SPT4-SPT5 complex. Mol Cell Biol 33: 3259–3273. 10.1128/mcb.00270-1323775116PMC3753903

[bib37] MeyerKD, SaletoreY, ZumboP, ElementoO, MasonCE, JaffreySR (2012) Comprehensive analysis of mRNA methylation reveals enrichment in 3’ UTRs and near stop codons. Cell 149: 1635–1646. 10.1016/j.cell.2012.05.00322608085PMC3383396

[bib38] MeyerKD, JaffreySR (2017) Rethinking m^6^A readers, writers, and erasers. Annu Rev Cell Dev Biol 33: 319–342. 10.1146/annurev-cellbio-100616-06075828759256PMC5963928

[bib39] PanchyN, Lehti-ShiuM, ShiuSH (2016) Evolution of gene duplication in plants. Plant Physiol 171: 2294–2316. 10.1104/pp.16.0052327288366PMC4972278

[bib40] PatilDP, ChenCK, PickeringBF, ChowA, JacksonC, GuttmanM, JaffreySR (2016) M^6^A RNA methylation promotes XIST-mediated transcriptional repression. Nature 537: 369–373. 10.1038/nature1934227602518PMC5509218

[bib41] PontierD, PicartC, RoudierF, GarciaF, LahmyS, AzevedoJ, AlartE, LaudiéM, KarlowskiWM, CookeR, (2012) NERD, a plant-specific GW protein, defines an additional RNAi-dependent chromatin-based pathway in Arabidopsis. Mol Cell 48: 121–132. 10.1016/j.molcel.2012.07.02722940247

[bib42] QinC, QianW, WangW, WuY, YuC, JiangX, WangD, WuP (2008) GDP-mannose pyrophosphorylase is a genetic determinant of ammonium sensitivity in Arabidopsis thaliana. Proc Natl Acad Sci USA 105: 18308–18313. 10.1073/pnas.080616810519011088PMC2587558

[bib43] QuinlanAR, HallIM (2010) BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics 26: 841–842. 10.1093/bioinformatics/btq03320110278PMC2832824

[bib44] RensingSA (2014) Gene duplication as a driver of plant morphogenetic evolution. Curr Opin Plant Biol 17: 43–48. 10.1016/j.pbi.2013.11.00224507493

[bib45] Rodríguez-CazorlaE, AndújarA, RipollJJ, BaileyLJ, Martínez-LabordaA, YanofskyMF, VeraA (2015) 3’ rapid amplification of cDNA ends (3’ RACE) using *Arabidopsis* samples. Bio-protocol 5: e1604. 2703496810.21769/bioprotoc.1604PMC4810454

[bib46] RoundtreeIA, LuoGZ, ZhangZ, WangX, ZhouT, CuiY, ShaJ, HuangX, GuerreroL, XieP, (2017) YTHDC1 mediates nuclear export of N^6^-methyladenosine methylated mRNAs. Elife 6: e31311 10.7554/elife.3131128984244PMC5648532

[bib47] RůžičkaK, ZhangM, CampilhoA, BodiZ, KashifM, SalehM, EeckhoutD, El-ShowkS, LiH, ZhongS, (2017) Identification of factors required for m^6^A mRNA methylation in Arabidopsis reveals a role for the conserved E3 ubiquitin ligase HAKAI. New Phytol 215: 157–172. 10.1111/nph.1458628503769PMC5488176

[bib48] SazeH, ShiraishiA, MiuraA, KakutaniT (2008) Control of genic DNA methylation by a jmjC domain-containing protein in Arabidopsis thaliana. Science 319: 462–465. 10.1126/science.115098718218897

[bib49] SazeH, KitayamaJ, TakashimaK, MiuraS, HarukawaY, ItoT, KakutaniT (2013) Mechanism for full-lenght RNA processing of Arabidopsis genes containing intragenic heterochromatin. Nat Commun 4: 2301 10.1038/ncomms330123934508

[bib50] SchwartzS, AgarwalaSD, MumbachMR, JovanovicM, MertinsP, ShishkinA, TabachY, MikkelsenTS, SatijaR, RuvkunG, (2013) High-resolution mapping reveals a conserved, widespread, dynamic mRNA methylation program in yeast meiosis. Cell 155: 1409–1421. 10.1016/j.cell.2013.10.04724269006PMC3956118

[bib51] Sequeira-MendesJ, AragüezI, PeiróR, Mendez-GiraldezR, ZhangX, JacobsenSE, BastollaU, GutierrezC (2014) The functional topography of the Arabidopsis genome is organized in a reduced number of linear linear motifs of chromatin states. Plant Cell 26: 2351–2366. 10.1105/tpc.114.12457824934173PMC4114938

[bib52] ShahmuradovIA, AbdulazimovaAU, SolovyevVV, QamarR, Nadeem ChohanS, AliyevJA (2010) Mono- and Bi-cistronic chimeric mRNAs in Arabidopsis and rice genomes. Appl Comput Math V9: 66–81.

[bib53] ShenL, LiangZ, GuX, ChenY, TeoZWN, HouX, CaiWM, DedonPC, LiuL, YuH (2016) N6-methyladenosine RNA modification regulates shoot stem cell fate in Arabidopsis. Dev Cell 38: 186–200. 10.1016/j.devcel.2016.06.00827396363PMC6364302

[bib54] ShiY, ManleyJL (2015) The end of the message: Multiple protein-RNA interactions define the mRNA polyadenylation site. Genes Dev 29: 889–897. 10.1101/gad.261974.11525934501PMC4421977

[bib55] SonmezC, BäurleI, MagusinA, DreosR, LaubingerS, WeigelD, DeanC (2011) RNA 3’ processing functions of Arabidopsis FCA and FPA limit intergenic transcription. Proc Natl Acad Sci USA 108: 8508–8513. 10.1073/pnas.110533410821536901PMC3100917

[bib56] SullivanMJ, PettyNK, BeatsonSA (2011) Easyfig: A genome comparison visualizer. Bioinformatics 27: 1009–1010. 10.1093/bioinformatics/btr03921278367PMC3065679

[bib57] ThimmapuramJ, DuanH, LiuL, SchulerMA (2005) Bicistronic and fused monocistronic transcripts are derived from adjacent loci in the Arabidopsis genome. RNA 11: 128–138. 10.1261/rna.711450515659355PMC1370702

[bib58] ThomasPE, WuX, LiuM, GaffneyB, JiG, LiQQ, HuntAG (2012) Genome-wide control of polyadenylation site choice by CPSF30 in Arabidopsis. Plant Cell 24: 4676–4388. 10.1105/tpc.112.096107PMC353184023136375

[bib59] TrapnellC, WilliamsB, PerteaG, MortazaviA, KwanG, van BarenJ, SalzbergS, WoldB, PachterL (2010) Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol 28: 511–515. 10.1038/nbt.162120436464PMC3146043

[bib60] TsukamotoT, HauckNR, TaoR, JiangN, IezzoniAF (2010) Molecular and genetic analyses of four nonfunctional s haplotype variants derived from a common ancestral s haplotype identified in sour cherry (*Prunus cerasus* L.). Genetics 184: 411–427. 10.1534/genetics.109.10972819917768PMC2828722

[bib61] VergaraZ, GutierrezC (2017) Emerging roles of chromatin in the maintenance of genome organization and function in plants. Genome Biol 18: 96 10.1186/s13059-017-1236-928535770PMC5440935

[bib62] WangX, DuanCG, TangK, WangB, ZhangH, LeiM, LuK, MangrauthiaSK, WangP, ZhuG, (2013a) RNA-binding protein regulates plant DNA methylation by controlling mRNA processing at the intronic heterochromatin-containing gene *IBM1*. Proc Natl Acad Sci USA 110: 15467–15472. 10.1073/pnas.131539911024003136PMC3780877

[bib63] WangY, LiJ, PatersonAH (2013b) MCScanX-transposed: Detecting transposed gene duplications based on multiple colinearity scans. Bioinformatics 29: 1458–1460. 10.1093/bioinformatics/btt15023539305

[bib64] WangX, LuZ, GomezA, HonGC, YueY, HanD, FuY, ParisienM, DaiQ, JiaG, (2014) N^6^-methyladenosine-dependent regulation of messenger RNA stability. Nature 505: 117–120. 10.1038/nature1273024284625PMC3877715

[bib65] WangX, ZhaoBS, RoundtreeIA, LuZ, HanD, MaH, WengX, ChenK, ShiH, HeC (2015) N(6)-methyladenosine modulates messenger RNA translation efficiency. Cell 161: 1388–1399. 10.1016/j.cell.2015.05.01426046440PMC4825696

[bib66] WierAD, MayekarMK, HérouxA, ArndtKM, VanDemarkAP (2013) Structural basis for SPT5-mediated recrutment of the Paf1 complex to chromatin. Proc Natl Acad Sci USA 110: 17290–17295. 10.1073/pnas.131475411024101474PMC3808610

[bib67] WojtasMN, PandeyRR, MendelM, HomolkaD, SachidanandamR, PillaiRS (2017) Regulation of m^6^A transcripts by the 3’-5’ RNA helicase YTHDC2 is essential for a successful meiotic program in the mammalian germline. Mol Cell 68: 374–387. 10.1016/j.molcel.2017.09.02129033321

[bib68] WuX, LiuM, DownieB, LiangC, JiG, LiQQ, HuntAG (2011) Genome-wide landscape of polyadenylation in Arabidopsis provides evidence for extensive alternative polyadenylation. Proc Natl Acad Sci USA 108: 12533–12538. 10.1073/pnas.101973210821746925PMC3145732

[bib69] WuX, ZengY, GuanJ, JiG, HuangR, LiQQ (2015) Genome-wide characterization of intergenic polyadenylation sites redefines gene spaces in Arabidopsis thaliana. BMC Genomics 16: 511–524. 10.1186/s12864-015-1691-126155789PMC4568572

[bib70] WuB, LiL, HuangY, MaJ, MinJ (2017) Readers, writers and erasers of N^6^-methylated adenosine modification. Curr Opin Struct Biol 47: 67–76. 10.1016/j.sbi.2017.05.01128624569

[bib71] XiangY, LaurentB, HsuCH, NachtergaeleS, ShengW, XuC, ChenH, OuyangJ, WangS, LingD, (2017) RNA m6A methylation regulates the ultraviolet-induced DNA damage response. Nature 543: 573–576. 10.1038/nature2167128297716PMC5490984

[bib72] XiaoH, JiangN, SchaffnerE, StockingerEJ, Van der KnaapE (2008) A retrotransposon-mediated gene duplication underlis morphological variation of tomato fruit. Science 319: 1527–1530. 10.1126/science.115304018339939

[bib73] XiaoW, AdhikariS, DahalU, ChenYS, HaoYJ, SunBF, SunHY, LiA, PingXL, LaiWY, (2016) Nuclear m^6^A reader YTHDC1 regulates mRNA splicing. Mol Cell 61: 507–519. 10.1016/j.molcel.2016.01.01226876937

[bib74] XingD, LiQQ (2011) Alternative polyadenylation and gene expression regulation in plants. Wiley Interdiscip Rev RNA 2: 445–458. 10.1002/wrna.5921957029

[bib75] YueY, LiuJ, CuiX, CaoJ, LuoG, ZhangZ, ChengT, GaoM, ShuX, MaH, (2018) VIRMA mediates preferential m^6^A mRNA methylation in 3’UTR and near stop codon and associates with alternative polyadenylation. Cell Discov 4: 10 10.1038/s41421-018-001929507755PMC5826926

[bib76] ZhengF, ChengB (2014) Transposable element insertion and epigenetic modification cause the multiallelic variation in the expression of FAE1 in *Sinapis alba*. Plant Cell 26: 2648–2659. 10.1105/tpc.114.12663124934174PMC4114957

[bib77] ZhongS, LiH, BodiZ, ButtonJ, VespaL, HerzogM, FrayRG (2008) MTA is an Arabidopsis messenger RNA adenosine methylase and interacts with a homolog of a sex-specific splicing factor. Plant Cell 20: 1278–1288. 10.1105/tpc.108.05888318505803PMC2438467

[bib78] ZhuZ, TanS, ZhangY, ZhangYE (2016) LINE-1-like retrotransposons contribute to RNA-based gene duplication in dicots. Sci Rep 21: 24755 10.1038/srep24755PMC483884727098918

# Supplementary material for: The m6A pathway protects the transcriptome integrity by restricting RNA chimera formation in plants
**Source:** Life Sci Alliance. 2019 May 29;2(3):e201900393. doi: 10.26508/lsa.201900393
**Supplement:** Supplementary file 1

**Table S1 : List of genes showing a specific increased of read counts in the 500bp region downstream from all expressed genes in *nerd-*1mutant plants.**

| **Gene ID** | **Mean WT** | **Mean *nerd-1*** | **Mean *nerd-1*+T** | **FC_WT/*nerd-1*** | **FC_WT/*nerd-1*+T** |
| --- | --- | --- | --- | --- | --- |
| | AT1G05890 | | --- | | AT1G10350 | | AT1G11360 | | AT1G16700 | | AT1G20405 | | AT1G23935 | | AT1G26150 | | AT1G28320 | | AT1G30910 | | AT1G32940 | | AT1G44750 | | AT1G52310 | | AT1G65040 | | AT1G70290 | | AT1G70560 | | AT1G71340 | | AT1G78420 | | AT1G79500 | | AT1G79730 | | AT1G79790 | | AT2G02360 | | AT2G04700 | | AT2G11270 | | AT2G11890 | | AT2G17650 | | AT2G17780 | | AT2G18040 | | AT2G20480 | | AT2G20630 | | AT2G21440 | | AT2G27260 | | AT2G30370 | | AT2G31870 | | AT2G34450 | | AT2G36000 | | AT2G40316 | | AT2G44190 | | AT2G47760 | | AT2G47930 | | AT3G08610 | | AT3G09410 | | AT3G11910 | | AT3G13030 | | AT3G17225 | | AT3G17650 | | AT3G22960 | | AT3G23255 | | AT3G24080 | | AT3G26360 | | AT3G27430 | | AT3G42950 | | AT3G44200 | | AT3G44890 | | AT3G45443 | | AT3G47890 | | AT3G48590 | | AT3G48710 | | AT3G55200 | | AT3G58270 | | AT3G60740 | | AT3G63250 | | AT3G63340 | | AT4G02150 | | AT4G04670 | | AT4G07990 | | AT4G08110 | | AT4G08170 | | AT4G08540 | | AT4G12040 | | AT4G12610 | | AT4G18160 | | AT4G18400 | | AT4G19829 | | AT4G19830 | | AT4G27430 | | AT4G27760 | | AT4G28270 | | AT4G28860 | | AT4G30580 | | AT4G33300 | | AT4G34110 | | AT4G35250 | | AT5G03850 | | AT5G04220 | | AT5G05660 | | AT5G07630 | | AT5G08060 | | AT5G08650 | | AT5G16610 | | AT5G19900 | | AT5G20110 | | AT5G22340 | | AT5G24670 | | AT5G25475 | | AT5G27300 | | AT5G35100 | | AT5G36890 | | AT5G40930 | | AT5G41620 | | AT5G45190 | | AT5G46160 | | AT5G47760 | | AT5G48120 | | AT5G53890 | | AT5G54940 | | AT5G60600 | | AT5G65000 | | | 8,09E-07 | | --- | | 1,62E-06 | | 2,83E-06 | | 3,60E-07 | | 2,16E-06 | | 2,29E-06 | | 5,14E-07 | | 2,95E-07 | | 1,48E-07 | | 5,14E-07 | | 1,00E-06 | | 1,02E-06 | | 9,95E-06 | | 2,17E-06 | | 7,06E-08 | | 5,36E-06 | | 2,12E-07 | | 4,20E-06 | | 4,56E-07 | | 7,33E-06 | | 4,64E-06 | | 5,20E-07 | | 1,17E-06 | | 4,84E-06 | | 2,66E-06 | | 2,11E-06 | | 7,70E-08 | | 6,87E-07 | | 8,03E-07 | | 1,48E-07 | | 8,15E-07 | | 7,06E-08 | | 4,18E-06 | | 2,47E-05 | | 1,97E-06 | | 2,89E-07 | | 9,37E-07 | | 2,89E-07 | | 8,90E-06 | | 4,37E-07 | | 4,41E-06 | | 9,50E-07 | | 4,13E-06 | | 3,98E-06 | | 6,63E-06 | | 2,78E-06 | | 9,65E-06 | | 1,03E-05 | | 1,94E-06 | | 7,06E-08 | | 3,76E-06 | | 1,23E-06 | | 1,48E-07 | | 4,37E-07 | | 5,39E-07 | | 3,31E-06 | | 2,18E-07 | | 2,25E-07 | | 1,41E-07 | | 3,40E-06 | | 2,25E-06 | | 0 | | 5,20E-07 | | 1,48E-07 | | 4,56E-07 | | 2,16E-06 | | 6,03E-07 | | 1,41E-07 | | 2,67E-06 | | 2,36E-06 | | 2,89E-06 | | 1,48E-07 | | 7,13E-07 | | 1,09E-06 | | 1,12E-06 | | 2,31E-07 | | 4,56E-07 | | 1,58E-05 | | 6,02E-06 | | 1,57E-06 | | 5,20E-07 | | 7,06E-08 | | 2,95E-07 | | 4,30E-07 | | 1,33E-06 | | 4,22E-06 | | 1,48E-07 | | 7,70E-08 | | 8,22E-07 | | 9,01E-06 | | 7,70E-08 | | 1,48E-07 | | 1,66E-06 | | 7,96E-07 | | 1,41E-07 | | 3,66E-07 | | 8,99E-07 | | 4,24E-06 | | 2,70E-06 | | 2,24E-06 | | 1,98E-06 | | 1,10E-06 | | 2,95E-07 | | 9,96E-06 | | 1,90E-06 | | 1,83E-06 | | 8,22E-07 | | | 1,02E-05 | | --- | | 5,35E-06 | | 7,83E-06 | | 1,61E-06 | | 6,51E-06 | | 6,01E-06 | | 1,95E-06 | | 9,22E-07 | | 1,85E-06 | | 1,42E-06 | | 8,66E-06 | | 2,76E-06 | | 4,26E-05 | | 5,85E-06 | | 1,55E-07 | | 2,65E-05 | | 8,65E-07 | | 9,85E-06 | | 2,19E-06 | | 1,52E-05 | | 1,05E-05 | | 1,83E-06 | | 1,16E-05 | | 1,82E-05 | | 6,93E-06 | | 4,38E-06 | | 5,36E-07 | | 1,48E-06 | | 3,15E-06 | | 4,65E-07 | | 2,98E-06 | | 2,19E-07 | | 1,44E-05 | | 0,000158438 | | 7,56E-06 | | 1,20E-06 | | 2,49E-06 | | 1,39E-06 | | 2,02E-05 | | 1,01E-06 | | 1,87E-05 | | 1,96E-06 | | 2,20E-05 | | 8,34E-06 | | 1,70E-05 | | 1,13E-05 | | 1,67E-05 | | 2,23E-05 | | 3,66E-06 | | 3,45E-06 | | 1,12E-05 | | 3,08E-06 | | 8,31E-07 | | 4,20E-06 | | 1,36E-06 | | 1,08E-05 | | 8,10E-06 | | 0,000481753 | | 4,72E-07 | | 6,69E-06 | | 5,05E-06 | | 8,38E-07 | | 1,17E-06 | | 9,63E-07 | | 2,00E-06 | | 6,65E-06 | | 1,84E-06 | | 6,50E-07 | | 6,33E-06 | | 8,92E-06 | | 8,35E-06 | | 8,95E-07 | | 2,28E-06 | | 3,11E-06 | | 3,81E-06 | | 7,25E-07 | | 1,46E-06 | | 4,60E-05 | | 2,14E-05 | | 4,12E-06 | | 1,87E-06 | | 1,37E-06 | | 6,91E-07 | | 1,77E-06 | | 3,95E-06 | | 1,52E-05 | | 1,45E-06 | | 2,19E-07 | | 1,93E-06 | | 1,83E-05 | | 3,66E-07 | | 1,54E-06 | | 6,19E-06 | | 2,72E-06 | | 7,89E-07 | | 1,17E-06 | | 5,71E-06 | | 1,38E-05 | | 1,30E-05 | | 5,53E-06 | | 4,98E-06 | | 3,79E-06 | | 1,20E-06 | | 2,23E-05 | | 8,59E-06 | | 8,69E-06 | | 1,68E-06 | | | 1,44E-06 | | --- | | 1,10E-06 | | 3,85E-06 | | 1,24E-07 | | 0 | | 1,45E-06 | | 2,46E-07 | | 2,43E-07 | | 3,59E-07 | | 4,80E-07 | | 9,58E-07 | | 7,91E-07 | | 3,96E-06 | | 2,48E-06 | | 6,22E-08 | | 3,76E-06 | | 4,24E-07 | | 3,01E-06 | | 4,80E-07 | | 4,20E-06 | | 5,39E-06 | | 1,81E-07 | | 2,50E-06 | | 1,75E-06 | | 2,05E-06 | | 1,34E-06 | | 5,43E-07 | | 7,91E-07 | | 6,78E-07 | | 1,24E-07 | | 6,64E-07 | | 1,81E-07 | | 5,43E-06 | | 0,000124931 | | 1,98E-06 | | 1,24E-07 | | 1,81E-07 | | 6,05E-07 | | 8,04E-06 | | 6,22E-08 | | 5,49E-06 | | 3,65E-07 | | 1,12E-05 | | 3,01E-06 | | 4,32E-06 | | 9,34E-06 | | 8,20E-06 | | 1,19E-05 | | 1,24E-06 | | 1,81E-07 | | 3,58E-06 | | 1,81E-06 | | 4,15E-07 | | 6,10E-07 | | 1,84E-07 | | 3,45E-06 | | 7,26E-07 | | 1,24E-07 | | 6,16E-07 | | 5,31E-06 | | 1,27E-06 | | 0 | | 1,02E-06 | | 3,05E-07 | | 1,22E-06 | | 1,83E-06 | | 7,29E-07 | | 1,22E-07 | | 1,63E-06 | | 2,25E-06 | | 1,75E-06 | | 1,81E-07 | | 2,46E-07 | | 6,13E-07 | | 7,32E-07 | | 2,49E-07 | | 7,23E-07 | | 2,04E-05 | | 3,74E-06 | | 1,02E-06 | | 7,91E-07 | | 2,99E-07 | | 3,70E-07 | | 4,27E-07 | | 1,52E-06 | | 3,39E-06 | | 1,87E-07 | | 1,24E-07 | | 6,13E-07 | | 5,90E-06 | | 1,54E-06 | | 5,45E-07 | | 6,10E-07 | | 7,18E-07 | | 1,19E-07 | | 7,88E-07 | | 9,58E-07 | | 5,48E-06 | | 4,40E-06 | | 3,50E-06 | | 1,03E-06 | | 1,09E-06 | | 1,84E-07 | | 0,000113937 | | 4,23E-06 | | 0 | | 1,63E-06 | | | 12,58307195 | | --- | | 3,310042828 | | 2,765692707 | | 4,474191129 | | 3,019862914 | | 2,622975603 | | 3,787198993 | | 3,121196561 | | 12,50802303 | | 2,772323056 | | 8,645356281 | | 2,70812009 | | 4,279387254 | | 2,697962346 | | 2,192481721 | | 4,935931706 | | 4,082308938 | | 2,342407231 | | 4,807110374 | | 2,067363376 | | 2,262028688 | | 3,515080995 | | 9,968649442 | | 3,765259371 | | 2,599798572 | | 2,082629521 | | 6,962799894 | | 2,16165575 | | 3,92424499 | | 3,146618909 | | 3,659451884 | | 3,100445231 | | 3,434754201 | | 6,413604924 | | 3,838069729 | | 4,144108363 | | 2,655011369 | | 4,810043921 | | 2,269955326 | | 2,30969777 | | 4,237090497 | | 2,062887499 | | 5,318347676 | | 2,09512567 | | 2,561248591 | | 4,078680011 | | 1,727742687 | | 2,158215173 | | 1,887719825 | | 48,91172371 | | 2,98980618 | | 2,499937831 | | 5,627885636 | | 9,620057704 | | 2,514564949 | | 3,267408802 | | 37,09179736 | | 2144,288332 | | 3,341863462 | | 1,964887261 | | 2,245923109 | | Inf | | 2,251533337 | | 6,524224516 | | 4,392435709 | | 3,085260562 | | 3,048434105 | | 4,597526966 | | 2,370293637 | | 3,77592258 | | 2,889304672 | | 6,06225112 | | 3,195180468 | | 2,847890649 | | 3,415012196 | | 3,138832171 | | 3,19924902 | | 2,909432166 | | 3,551636591 | | 2,630468387 | | 3,595110248 | | 19,46206255 | | 2,340351029 | | 4,116996907 | | 2,97309768 | | 3,601460313 | | 9,795769602 | | 2,843606429 | | 2,344027623 | | 2,031687148 | | 4,756986983 | | 10,46112178 | | 3,720579726 | | 3,420077349 | | 5,587486064 | | 3,199251682 | | 6,358068631 | | 3,240807684 | | 4,82551549 | | 2,467937615 | | 2,517335502 | | 3,454035782 | | 4,07999853 | | 2,241588177 | | 4,518574884 | | 4,748950952 | | 2,050078441 | | | 1,784911436 | | --- | | 0,679509855 | | 1,360645157 | | 0,345895378 | | 0 | | 0,632486249 | | 0,478744772 | | 0,822944013 | | 2,430080952 | | 0,93520853 | | 0,956179134 | | 0,775115483 | | 0,398485274 | | 1,143462107 | | 0,88035934 | | 0,702148388 | | 2,000170306 | | 0,716985482 | | 1,053980426 | | 0,573185825 | | 1,161943146 | | 0,347775618 | | 2,140392089 | | 0,362502023 | | 0,771068259 | | 0,637560265 | | 7,044002487 | | 1,152129777 | | 0,845234466 | | 0,842319556 | | 0,814460471 | | 2,560075789 | | 1,298908343 | | 5,057221922 | | 1,006329609 | | 0,430459728 | | 0,192908043 | | 2,09288847 | | 0,903458729 | | 0,142438148 | | 1,245440079 | | 0,383645798 | | 2,700498981 | | 0,755489472 | | 0,651734643 | | 3,358501861 | | 0,850223195 | | 1,149701278 | | 0,637113926 | | 2,560075789 | | 0,952460322 | | 1,469277773 | | 2,812489643 | | 1,398169889 | | 0,340735266 | | 1,041520873 | | 3,326774987 | | 0,553573186 | | 4,361295585 | | 1,559382471 | | 0,56342477 | | NA | | 1,961558656 | | 2,067047804 | | 2,678894812 | | 0,846352402 | | 1,208310837 | | 0,860108782 | | 0,609438185 | | 0,953345472 | | 0,607429709 | | 1,224728248 | | 0,344977734 | | 0,561889114 | | 0,655275804 | | 1,076574617 | | 1,587248317 | | 1,288053438 | | 0,621293516 | | 0,651189563 | | 1,521699431 | | 4,239792239 | | 1,253791563 | | 0,991903635 | | 1,144054215 | | 0,802744385 | | 1,263479335 | | 1,614861926 | | 0,746380939 | | 0,654838964 | | 20,02740826 | | 3,693560286 | | 0,367173062 | | 0,901369259 | | 0,839858225 | | 2,154397361 | | 1,06576209 | | 1,291833328 | | 1,628995691 | | 1,561408434 | | 0,520159274 | | 0,996141346 | | 0,622051896 | | 11,43512917 | | 2,225890319 | | 0 | | 1,980758761 | |

# Supplementary material for: The m6A pathway protects the transcriptome integrity by restricting RNA chimera formation in plants
**Source:** Life Sci Alliance. 2019 May 29;2(3):e201900393. doi: 10.26508/lsa.201900393
**Supplement:** Supplementary file 2

**Supplementary Table S2 : List of putative chimeric/extended mRNAs in nerd-1 plants.**

Fold change of GENE2 expression in plants depleted of FIP37 or MTA proteins are indicated based on data published in Shen et al, 2012 (1) and Anderson et al, 2018 (2). 

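Each line of Table S2 stands for a locus at which reads run on from GENE1 in *nerd-1*, either into an annotated GENE2 (chimeric) or into sequence without an annotated gene (extended). The column on m6A records, from published maps of methylated RNA and not from the RNA-seq libraries of *nerd-1*, whether the mRNA of GENE1 carries a peak. Counted from the table, 36 of the 54 GENE1s (66.7%) carry one.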

Yes indicates the presence of an high confidence m6A peak in GENE1 mRNA, based on data published by Shen et al, 2012 (1); Anderson et al, 2018 (2) ; Luo et al, 2014 (3). Abreviation : Chimeric/Chim ; Extended/Ext ; GENE1 only/G1only ; Tandem Gene/TG ; Not applicable/NA ; High-confidence/HC.

| GENE1 | GENE2 | TYPE | Evo. Cat. | GENE2 log2 FC fip37L/WT (1) | GENE2 log2 FC  MTA/WT (2) | HC m6A peak in GENE1 mRNA  (1)(2)(3) |
| --- | --- | --- | --- | --- | --- | --- |
| | AT1G05890 | | --- | | AT1G16700 | | AT1G23935 | | AT1G26150 | | AT1G32370 | | AT1G32940 | | AT1G71340 | | AT2G02360 | | AT2G11270 | | AT2G11890 | | AT2G17650 | | AT2G20480 | | AT2G20630 | | AT2G21440 | | AT2G44190 | | AT3G09410 | | AT3G13030 | | AT3G14180 | | AT3G17650 | | AT3G23255 | | AT3G28760 | | AT3G44890 | | AT3G45443 | | AT3G47890 | | AT3G63340 | | AT4G00690 | | AT4G02150 | | AT4G19830 | | AT4G30580 | | AT5G04220 | | AT5G07630 | | AT5G25475 | | AT5G47660 | | AT5G60600 | | AT5G65000 | | AT2G31870 | | AT1G11360 | | AT1G30910 | | AT1G44750 | | AT1G70290 | | AT1G78420 | | AT1G79500 | | AT1G79730 | | AT1G79790 | | AT2G04700 | | AT2G17780 | | AT2G27260 | | AT2G40316 | | AT4G12610 | | AT3G11910 | | AT3G60740 | | AT5G19900 | | AT5G24670 | | AT5G36890 | | | AT1G05894 | | --- | | AT1G16705 | | AT1G23940 | | AT1G26140 | | AT1G32375 | | AT1G32950 | | AT1G71330 | | AT2G02350 | | AT2G11280 | | AT2G11891 | | AT2G17660 | | AT2G20470 | | AT2G20625 | | AT2G21430 | | AT2G44195 | | AT3G09405 | | AT3G13020 | | AT3G14172 | | AT3G17660 | | AT3G23260 | | AT3G28750 | | AT3G44900 | | AT3G45440 | | AT3G47875 | | AT3G63320 | | AT4G00695 | | AT4G02140 | | AT4G19829 | | AT4G30570 | | AT5G04210 | | AT5G07640 | | AT5G25470 | | AT5G47670 | | AT5G60610 | | AT5G64990 | | AT2G31865 | | AT1G11350 | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | | Chim. | | --- | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim | | Chim | | Chim | | Chim | | Chim | | Chim | | Chim | | Chim | | Chim | | Chim | | Chim | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Chim. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | Ext. | | | G1only | | --- | | TG | | Adjacent | | G1only | | NA | | TG | | Distant | | TG | | NA | | NA | | NA | | NA | | G1only | | Distant | | Adjacent | | TG | | TG | | G2 single | | G1only | | Adjacent | | TG | | NA | | TG | | TG | | TG | | G1 only | | NA | | NA | | Distant | | G1only | | G1only | | TG | | Adjacent | | G1 only | | G1 only | | TG | | Distant | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | | 4,51196 | | --- | |  | | 1,73487 | | Inf | | 2,83475 | | 4,36296 | | 1,96378 | |  | |  | |  | |  | |  | |  | | 1,84582 | |  | | 1,97264 | | 1,37455 | |  | |  | | 0,967937 | | 1,26724 | | 3,17522 | | 2,55161 | |  | |  | | 1,98291 | |  | |  | | 1,3002 | |  | | 3,89197 | | Inf | | Inf | | 3,63779 | |  | | 2,15831 | |  | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | | 2,435629265 | | --- | | 2,004796161 | |  | |  | | 2,236126958 | | 2,097817534 | | 0,956446936 | | 1,302030449 | | 1,820171909 | |  | |  | | 1,775808975 | |  | | 2,213311628 | |  | |  | |  | |  | | 0,78494535 | |  | |  | | 1,108959869 | | 2,390869422 | | 2,247487283 | | 0,704995317 | | 1,253987754 | | 1,070123948 | |  | | 0,75852226 | |  | | 1,951406839 | |  | |  | | 3,886896689 | | 2,000563581 | |  | |  | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | NA | | | Yes (1,3) | | --- | | Yes (1,3) | |  | | Yes (1,3) | |  | | Yes (2) | | Yes (3) | | Yes (3) | |  | | Yes (3) | |  | |  | | Yes (1,3) | | Yes (1,3) | |  | | Yes (1,3) | |  | |  | | Yes (2) | | Yes (3) | | Yes (1) | | Yes (1,3) | |  | | Yes (1,3) | |  | |  | | Yes (3) | |  | | Yes (1) | |  | | Yes (1,3) | |  | | Yes (3) | | Yes (1) | | Yes (2) | |  | | Yes (1) | | Yes (1,3) | | Yes (3) | |  | | Yes (1) | | Yes (1) | | Yes (1,3) | | Yes (3) | | Yes (1,3) | |  | | Yes (3) | | Yes (1) | | Yes (3) | | Yes (1,3) | | Yes (1,3) | |  | | Yes (3) | | Yes (1,3) | |

# Supplementary material for: The m6A pathway protects the transcriptome integrity by restricting RNA chimera formation in plants
**Source:** Life Sci Alliance. 2019 May 29;2(3):e201900393. doi: 10.26508/lsa.201900393
**Supplement:** Supplementary file 3

**Table S3 : Duplication classes of GENE1/GENE2 in *A. thaliana* and their characterized orthologs in *A. lyrata* and *C. rubella* status.**

| GENE1 | Status | Duplication type | A. lyrata ortholog | C. rubella ortholog | GENE2 | Status | Duplication type | A. lyrata ortholog | C. rubella ortholog |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| | AT1G05890 | | --- | | AT1G11360 | | AT1G16700 | | AT1G23935 | | AT1G26150 | | AT1G32370 | | AT1G32940 | | AT1G56460 | | AT1G71340 | | AT2G02360 | | AT2G11270 | | AT2G11890 | | AT2G17650 | | AT2G20480 | | AT2G20630 | | AT2G21440 | | AT2G24120 | | AT2G31870 | | AT2G44190 | | AT3G09410 | | AT3G13030 | | AT3G14180 | | AT3G17650 | | AT3G23255 | | AT3G26360 | | AT3G45443 | | AT3G47890 | | AT3G62460 | | AT3G63340 | | AT4G00690 | | AT4G02150 | | AT4G19830 | | AT4G30580 | | AT5G04220 | | AT5G07630 | | AT5G25475 | | AT5G47660 | | AT5G60600 | | AT5G65000 | | | dup | | --- | | dup | | dup | | dup | | dup | | single | | dup | | dup | | single | | dup | | dup | | single | | dup | | single | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | single | | single | | single | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | single | | dup | | dup | | single | | dup | | | tandem | | --- | | WGD/Segmental | | WGD/Segmental | | translocated_after_cr | | NA | | NA | | tandem | | NA | | single | | tandem | | translocated_after_al | | single | | NA | | NA | | WGD/Segmental | | NA | | NA | | tandem | | WGD/Segmental | | tandem | | tandem | | WGD/Segmental | | WGD/Segmental | | single | | single | | single | | tandem | | proxmial | | tandem | | translocated_after_al | | WGD/Segmental | | NA | | NA | | NA | | single | | tandem | | NA | | single | | NA | | | 470601 | | --- | | NA | | 471866 | | 313246 | | 472802 | | 336321 | | 473476 | | 474809 | | 316118 | | NA | | NA | | 931036 | | 480657 | | 906860 | | 491931 | | 481009 | | 481268 | | 482111 | | 322085 | | 478262 | | NA | | 478832 | | 473974/479246 | | 479840 | | 484399 | | NA | | 485153 | | 349310 | | 486842 | | NA | | 490357 | | 492887 | | 491693 | | 325069 | | 325378 | | 489405 | | 915270 | | 950808 | | 496721 | | | Carubv10012456m | | --- | | Carubv10009983m | | Carubv10010241m | | NA | | Carubv10008405m | | Carubv10012275m | | Carubv10008369m | | Carubv10021702m | | Carubv10021692m | | NA | | NA | | Carubv10014647m | | Carubv10011463m/Carubv10013267m | | Carubv10015012m | | Carubv10014347m | | Carubv10024686m | | Carubv10025273m | | Carubv10022947m | | Carubv10023133m | | Carubv10013780m | | Carubv10015366m | | Carubv10015321m | | Carubv10008440m/Carubv10013074m | | Carubv10014537m | | Carubv10018299m | | NA | | Carubv10016569m | | NA | | Carubv10018471m | | NA | | Carubv10003501m | | Carubv10005678m | | Carubv10005118m | | Carubv10003794m | | Carubv10002674m | | Carubv10003492m | | Carubv10027995m | | Carubv10025946m | | Carubv10026670m | | | AT1G05894 | | --- | | AT1G11350 | | AT1G16705 | | AT1G23940 | | AT1G26140 | | AT1G32375 | | AT1G32950 | | AT1G56470 | | AT1G71330 | | AT2G02350 | | AT2G11280 | | AT2G11891 | | AT2G17660 | | AT2G20470 | | AT2G20625 | | AT2G21430 | | AT2G24110 | | AT2G31865 | | AT2G44195 | | AT3G09405 | | AT3G13020 | | AT3G14172 | | AT3G17660 | | AT3G23260 | | AT3G26350 | | AT3G45440 | | AT3G47875 | | AT3G62455 | | AT3G63320 | | AT4G00695 | | AT4G02140 | | AT4G19829 | | AT4G30570 | | AT5G04210 | | AT5G07640 | | AT5G25470 | | AT5G47670 | | AT5G60610 | | AT5G64990 | | | dup | | --- | | dup | | dup | | dup | | dup | | dup | | dup | | pseudo | | dup | | dup | | pseudo | | single | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | TE | | TE | | dup | | dup | | dup | | single | | dup | | dup | | dup | | dup | | dup | | dup | | dup | | | WGD/Segmental | | --- | | WGD/Segmental;Proximal | | tandem | | proximal | | WGD/Segmental | | NA | | tandem | |  | | translocated after al | | tandem | |  | | single | | WGD/Segmental | | NA | | tandem | | WGD/Segmental | | NA | | tandem | | proximal | | tandem | | tandem | | WGD/Segmental | | NA | | translocated after cr | | WGD/Segmental | | tandem | |  | |  | | tandem | | translocated after al | | NA | | NA | | NA | | translocated after al | | translocated after al | | tandem | | proximal | | translocated after al | | WGD/Segmental | | | 470603 | | --- | | 471271 | | 312643 | | 472652 | | 313365 | | NA | | 336380 | | NA | | NA | | 322564 | | NA | | NA | | 900113 | | 906859 | | NA | | 481008 | | NA | | 482111 | | 935348 | | 478260 | | NA | | 478831 | | 318525 | | 319045 | | 484398 | | 937207 | | NA | | NA | | 486840 | | NA | | AT1G02700 | | NA | | 944932 | | 337999 | | NA | | 489405 | | 494206 | | NA | | 496719 | | | Carubv10011325m | | --- | | NA | | Carubv10010638m | | Carubv10008275m | | Carubv10010845m | | Carubv10011317m | | NA | | NA | | NA | | Carubv10018877m | | NA | | NA | | Carubv10015429m | | Carubv10015460m | | NA | | Carubv10023719m | | NA | | Carubv10024816m | | Carubv10024890m | | Carubv10013780m | | Carubv10015366m | | Carubv10012830m | | NA | | Carubv10016106m | | Carubv10018851m | | Carubv10016788m | | NA | | NA | | Carubv10018471m | | NA | | Carubv10003114m | | NA | | Carubv10005214m | | NA | | NA | | Carubv10003492m | | Carubv10028250m | | NA | | Carubv10027144m | |

Statistic

| TYPE | Total genes | GENE1 | GENE2 | % Total genes | % GENE1 | % GENE2 | Gene 1 Fisher p-value | Gene 2 Fisher p-value | Gene 1 Fisher p-value | Gene 2 Fisher p-value |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| | single | | --- | | WGD/Segmental | | tandem | | translocated duplicates | | Other duplicates | | Total | | | 3750 | | --- | | 5099 | | 1446 | | 987 | | 15939 | | 27221 | | | 9 | | --- | | 7 | | 10 | | 3 | | 10 | | 39 | | | 2 | | --- | | 8 | | 13 | | 6 | | 6 | | 35 | | | 13,9774125 | | --- | | 18,73186143 | | 5,312075236 | | 3,62587708 | | 58,55405753 | | | 23,07692308 | | --- | | 17,94871795 | | 25,64102564 | | 7,692307692 | | 25,64102564 | | | 5,714285714 | | --- | | 22,85714286 | | 37,14285714 | | 17,14285714 | | 17,14285714 | |  | | | 0,1791 | | --- | | 1 | | 0,0001461 | | 0,1816 | | 0,01722 | |  | | | 0,3112 | | --- | | 0,536 | | 5,19E-07 | | 7,73E-09 | | 0,003025 | |  | | | ns | | --- | | ns | | *** | | ns | | * | |  | | | ns | | --- | | ns | | *** | | *** | | ** | |

How the deposited data were processed for this re-analysis (not part of the article)

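Polyadenylated RNA of 14-d-old *A. thaliana* seedlings was sequenced from 3 genotypes (WT, *nerd-1* and the complemented *nerd-1*+T line), with 2 replicates per genotype. The conditions and replicate numbers of the 6 libraries were taken from the sample labels and the Methods. The libraries of *cpsf30-1* and of other mutants that the paper describes were not analysed here.

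According to the Methods, the authors removed reads of chloroplast, mitochondrial and ribosomal RNA genes with Bowtie 2 v2.3.4, mapped the remaining reads to TAIR10 with TopHat2 v2.0.7 and quantified transcripts with Cufflinks v2.2.1. The deposited values are FPKM as the authors' Cufflinks run estimated them, for each library separately, over genes and transposable elements. Cufflinks shares reads between overlapping features by likelihood, so that a transposable element inside an annotated gene, or a member of a gene family, can lose its reads to another entry, and a value of exactly 0 can be a failed estimate. Each library has 64625 entries, of which 4 have no identifier and were left out. According to the Methods on RNA sequencing, these libraries had between 21000000 and 52000000 reads, whereas those on RNA-seq analysis state a different, narrower range for each library. FPKM hold no read counts. The steps between the low window values of Table S1 correspond to library totals of about 6490000 and 7080000 reads in WT and 8040000 and 8430000 in *nerd-1*+T, which are below the numbers in the Methods, and the difference was not resolved. No depth was worked out for *nerd-1*. Precision was therefore judged from the spread between replicates only: the median SD of log2(FPKM + 1) was 0.04 in WT, 0.04 in *nerd-1* and 0.09 in *nerd-1*+T.

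Counts had been assumed when the tests were laid out, with a test on log2 values as the fallback for normalized units, and the fallback was used because the values are FPKM. Log2(FPKM + 1) was analysed with limma 3.58.1 in R 4.3.3 (a linear model per feature, moderated variances with a mean-variance trend), with all 6 libraries in one fit, no block, and Benjamini-Hochberg adjusted *p*-values with a threshold of 0.05. Features with at least 1 FPKM in at least 2 libraries were tested (20249). This filter was chosen after the values had been seen, because the filter laid out beforehand needs counts. Tests across features were checked on simulated data built from the means of the 20249 features with 200 of them changed: 100% of the changed features were recovered, 3.38% of the calls were false, and an unchanged comparison gave 0 calls. The simulated changes were of 1 or 2 log2 units, and the spread at a given mean was the same in all genotypes. The check therefore does not cover the many smaller changes called here or the larger spread of *nerd-1*+T. The data were read and summarised in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

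The paper's lists of genes were taken from Tables S1, S2 and S4. For each list, the median log2 change was placed among 10000 random lists of the same size, matched on mean expression in 10 bins. These lists were drawn from all tested features, transposable elements included. Counts of features at least 2 times as high in a mutant used FPKM rescaled to a total of 1000000 per library. The 500-bp downstream windows of the paper were not recomputed, since they need mapped reads, and the Cuffdiff test was not rerun. One gene of Table S1 (AT4G08110) had no entry among the features used here. The number of reads behind the low window values of Table S1 was worked out from their steps, with limits chosen after seeing those values.

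The genes named in the text are the *NERD* gene, the genes that the results or figures of the *nerd-1* experiment name, the factors FIP37, CPSF30, MTA, FPA and FCA, and the 3 features with the largest rise and the 3 with the largest fall in *nerd-1* against WT (adjusted *p*-value under 0.05, both *nerd-1* libraries beyond both WT libraries, mean of at least 1 FPKM). This rule was laid down before the data were examined. Named after seeing the data were the extremes of the gene lists, the GENE2s that were lowered, the genes of Table S1 with the lowest fold change or without an entry, *MT1A*, *CAB2*, *CAB3* and AT5G35935, which is the feature that contains the primers for *psORF*. Gene names and neighbours come from the annotation of TAIR10.1, which has 32780 of the 33242 genes. Locations are those of Table S4 (TAIR10), and of the 54 genes of Table S2 located there, the 53 found in TAIR10.1 have the same start and end. Only *psORF* and the sequence between genes were read from the TAIR10.1 genome.

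Replicate numbers are shared between genotypes in the labels, and the fit with the replicate number as a block is given beside the one without it. The alternatives tried were scaling to the FPKM total, no filter, a filter of at least 1 FPKM in every library, the replicate block, a fit of only the 2 genotypes compared, a pseudocount of 0.1 and leaving out each library in turn. For the counts of features past a factor of 2, they were trimmed-mean scaling (trimming 30% of the log ratios and 5% of the mean log values at each end), a minimum of 1 on average at that total and the order of the libraries. Scaling by the median feature was added after seeing the data, as were the tests on the neighbours of genes lowered at least 2 times.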

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

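Apart from the limma comparisons of genotypes, all tests in this part were chosen after the patterns had been seen. Only for the tests on downstream neighbours, on median scaling and on Table S1 were the possible outcomes written down before the test was run.

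Among genes outside Table S2, 50 were lowered at least 2 times in *nerd-1* relative to the median feature, both against WT and against *nerd-1*+T (adjusted *p*-value under 0.05 in both comparisons, limma). Of these, 33 (66%) lie just downstream of a gene on the same strand that ends within 1000 bp of their start, with a median distance of 56 bp. The paper does not report these genes, and the direction is opposite to that of its GENE2s. Their median was 13.9 FPKM in WT, 3.56 in *nerd-1* and 11.3 in *nerd-1*+T, and in all 33 both *nerd-1* libraries were below the other 4 libraries. These medians and this order are largely fixed by the selection, which used the same libraries. Random lists of tested genes matched on mean expression had such a neighbour in 32% of cases (median), and the share of the lowered genes was above all of the 10000 lists (percentile 100). Tandem gene clusters that extend on both sides would give a same-strand neighbour downstream as well. Only 15 genes (30%) had one starting within 1000 bp downstream, at percentile 22.97 of the random lists. Tandem pairs and the last genes of clusters have no such neighbour, so that the test cannot exclude them. Overlap of the annotated genes was not needed for the pattern: among the 36 lowered genes that do not overlap their upstream neighbour, 24 had a same-strand gene within 1000 bp, again at percentile 100. With median-scaled FPKM, 34 of 52 lowered genes (65.4%) had such a neighbour, at percentile 100. A variant fixed in the *nerd-1* line is no explanation by design, since *nerd-1*+T plants derive from it and recovered expression.

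The upstream genes of the 33 did not rise. For the 29 that were tested, the median log2 change in *nerd-1* minus that of all features was -0.065, and 26 lay within 0.5 of that median. This does not settle whether reads of the downstream gene were credited to the upstream one, because FPKM are divided by length and a transcript model running through both genes need not raise the upstream value. None of the 33 upstream genes is in Table S1, against 15 of the 6159 upstream genes of the other tested genes with a close same-strand neighbour (two-sided Fisher's exact *p* = 1). So few upstream genes are in Table S1, and genes of Table S2 were left out beforehand, that this test could hardly have shown a link and leaves the question open. One hypothesis is that weak readthrough at the upstream gene, below the paper's limit, may interfere with initiation at a promoter that lies within or next to the upstream 3' end. The other is that reads joining both genes in *nerd-1* could lead the authors' program to assign the downstream reads elsewhere. With the tests of the upstream genes (-0.065, and Table S1) undecided, the pattern cannot be told apart from that technical explanation, and read coverage at these pairs would be needed to separate them.

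The largest rises in *nerd-1* against WT were those of transposable elements. AT1TE87760 had 0 FPKM in both WT libraries and 239 and 365 in *nerd-1* (log2 change 8.21, adjusted *p* = 0.0235, limma), AT1TE04620 had 0 against 96.7 and 394 (7.62, adjusted *p* = 0.000889), and AT5TE00550 had 0 against 105 and 266 (7.39, adjusted *p* = 0.000326). In *nerd-1*+T, AT1TE87760 had 0 and 130 FPKM, and the other elements had 0 in both libraries. The largest falls were those of *CAB1* (AT1G29930), with 11763 and 11623 FPKM in WT and 0 in both *nerd-1* libraries (log2 change -13.51, adjusted *p* = 0.0391), AT4TE29090 with 1510 and 433 against 0 (-9.66, adjusted *p* = 0.00157) and AT2TE59470 with 1062 and 546 against 0 (-9.57, adjusted *p* = 0.000121). AT4TE29090 had 1378 and 217 FPKM in *nerd-1*+T. AT2TE59470 had 0 in both *nerd-1*+T libraries, so that its fall was shared by the complemented line. Such jumps between at least 100 FPKM and exactly 0 also occur between replicates of one genotype: 22 features, 15 of them transposable elements and 7 genes, had at least 100 FPKM in one library and 0 in the other. *CAB1* itself had 13469 and 0 FPKM in the replicates of *nerd-1*+T. A failed or reassigned estimate is thus a candidate explanation for all 6 features. For *CAB1*, reads could be shared with the near-identical *CAB2* (AT1G29920) and *CAB3* (AT1G29910), both of which were higher in *nerd-1* than in WT. In *nerd-1*+T, *CAB2* and *CAB3* had 3022 and 3391 FPKM in replicate 1, where *CAB1* had 13469. They had 2672 and 2764 FPKM in replicate 2, where *CAB1* had 0. Both genes were thus no higher in the library without a *CAB1* value, but each side is a single library. The sum of the 3 genes was 13844 and 13729 FPKM in WT, 7021 and 6941 in *nerd-1*, and 19882 and 5436 in *nerd-1*+T. The mean sum in WT was 1.97 times that in *nerd-1*, so that sharing among these genes alone does not account for the whole fall. The spread of the sum within *nerd-1*+T is larger than its difference between genotypes, and no biological reading of *CAB1* or of the 5 elements can be separated from the failed estimates.

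*FIP37* (AT3G54170), which encodes the m6A writer component whose depletion the paper compares with that of NERD, was itself lower in *nerd-1*, with 33.5 and 31.7 FPKM in WT, 18.0 and 19.2 in *nerd-1*, and 22.7 and 31.6 in *nerd-1*+T. The log2 change in *nerd-1* against WT was -0.78 (SE 0.15, adjusted *p* = 0.00935, limma). The shift of all features in *nerd-1* is too small to account for it, since relative to their median the change was -0.67. In the complemented line the change against WT was -0.27 (adjusted *p* = 0.179), but its replicates disagree: it was -0.51 without *nerd-1*+T replicate 2 and -0.043 without replicate 1, so that a single library shares most of the fall. The difference between *nerd-1* and *nerd-1*+T only just passed the threshold (-0.50, adjusted *p* = 0.0490). Of the other factors named by the paper, *FPA* (AT2G43410) rose by 0.43 (adjusted *p* = 0.00185), whereas *MTA* (AT4G10760; -0.10), *CPSF30* (AT1G30460; -0.07) and *FCA* (AT4G16280; 0.13) did not pass the threshold, although *MTA* passed it with library totals (-0.24) and *FCA* with median scaling (0.24). It is a hypothesis that part of the effect of *nerd-1* on m6A-dependent loci may pass through a lower level of *FIP37* mRNA. The tests (-0.67 and -0.27) leave a genotype-wide batch open, since each genotype has 2 libraries and no batch is named for them.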

How the results depend on the processing

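Median scaling was chosen after seeing the data, and the other alternatives were set before the data were examined. A count-based test could not be run on FPKM.

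The numbers of features that differ between *nerd-1* and WT (11275) and between *nerd-1*+T and WT (10744) stayed within 1.5 times under every alternative run. They ranged from 13599 to 13605 and from 8348 to 8350 across the fits that each left out one replicate of the third genotype. Between *nerd-1* and *nerd-1*+T, the number fell from 7684 to 4956 when only these genotypes were fitted, and to 4943 to 4949 when one WT replicate was left out. The cause was not tested.

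Of 3028 features at least 2 times as high in *nerd-1* as in WT, 650 remained with a minimum of 1 unit on average and 1594 when both *nerd-1* libraries had to exceed both WT libraries. For *nerd-1*+T, the corresponding numbers were 2443, 744 and 1249. Trimmed-mean scaling gave 3702 features for *nerd-1* and 2850 for *nerd-1*+T. Leaving out one replicate gave from 2383 to 3518 features for *nerd-1* and from 1985 to 2901 for *nerd-1*+T. Most of these features are thus below 1 unit on average, and since FPKM hold no read counts, how many reads they rest on is not known.

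The median log2 change of GENE2s in *nerd-1* (1.04) stayed above 0 throughout: 0.98 with library totals, 0.62 without the filter, 0.97 with the filter on every library, 1.42 with a pseudocount of 0.1, 1.12 with median scaling, and from 1.01 to 1.06 across the fits that each left out one replicate. In *nerd-1*+T (-0.16) it was -0.057, -0.097, -0.27 and -0.048 without the filter, with the filter on every library, with a pseudocount of 0.1 and with median scaling, and from -0.21 to -0.15 with one replicate left out. The number of GENE2s raised (15) became 26 without the filter and 7 with the filter on every library, and was 16 with only the 2 genotypes fitted.

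Scaling moved the median of all features in *nerd-1* against WT from -0.11 to -0.24 with library totals and to 0.00 with median scaling, and the lists moved with it. The median of GENE1s (-0.09) became -0.23 with library totals and 0.032 with median scaling, and that of the Table S1 genes (-0.06) became -0.20 and 0.047. Relative to all features, GENE1s stayed between 0.011 and 0.032 and Table S1 genes between 0.041 and 0.048 under these scalings. In *nerd-1*+T, the Table S1 genes (-0.15) reached 0.022 with median scaling. With one replicate left out, these medians ranged from -0.095 to -0.071, from -0.071 to -0.064 and from -0.16 to -0.11, respectively. The number of Table S1 genes raised (19) was 12 with library totals, 31 with median scaling, and 28 with only the 2 genotypes fitted.

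Among the named genes, the sign reversed with median scaling for AT4G30580 (0.0059), AT4G30570 (0.012), AT1G05890 (0.16), AT2G02360 (0.13), AT2G02350 (0.037), AT4G26410 (0.0077), *CPSF30* (AT1G30460; 0.037) and *FCA* (AT4G16280; 0.12) in *nerd-1*+T, and for AT3G45443 (0.024), *CPSF30* (0.036) and *MTA* (AT4G10760; 0.0096) in *nerd-1*. With library totals it reversed for AT5G07630 (-0.11), AT1G44750 (-0.051) and *FCA* (-0.0092) in *nerd-1*. These genes moved about as far as the median of all features did under the same scaling (in *nerd-1*+T from -0.17 to -0.013 with median scaling), so that the reversals restate that shift and show no change of the single genes. Across the values that each left out one replicate, the sign was not constant in *nerd-1*+T for AT4G30570 (from -0.28 to 0.018), AT1G05890 (from -0.091 to 0.050), AT2G02350 (from -0.23 to 0.100), *CAB1* (AT1G29930; from -13.51 to 0.20), AT4TE29090 (from -1.89 to 0.77) and *MT1A* (AT1G07600; from -0.61 to 1.10), and in *nerd-1* for *CPSF30* (from -0.16 to 0.025). For the values with one replicate left out, the cause was not tested. Of the other values of the 68 named-gene results under the alternatives with a test, 35 became weaker, 6 became stronger and 401 kept their direction and their side of the threshold. With one replicate left out no test was made, and 263 values did not reverse. With 2 replicates, leaving one out cannot move a mean by more than their SD, so beyond the sign these values show nothing on stability. The values lay far apart where replicates disagree, as in *nerd-1*+T for *FIP37* (AT3G54170, from -0.51 to -0.043) and AT1TE87760 (from 0 to 7.03).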

Differences from the paper's values

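The number of genes in Table S1 and the share of GENE1s with an m6A peak differ from the paper's values by less than 1.5 times. Some values in the FPKM differ from what the paper states.

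The paper describes the genes of Table S1 as unaffected in expression in *nerd-1*. With limma on log2(FPKM + 1), 51 of the 103 tested genes passed an adjusted *p*-value of 0.05, 19 being raised and 32 lowered, although 80 stayed within 0.5 log2 units of the median feature. At that threshold 11275 of all 20249 tested features (55.7%) passed, and the paper used a different test, Cuffdiff. The number therefore does not show that the paper's filter failed. AT4G30580, the GENE1 of the paper's first example, had a log2 change of -0.63. Table S1 is described as selected for a fold change of at least 2, whereas 3 of its 107 fold changes, as printed there, are under 2, the lowest being 1.73 (AT3G23255).

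*FPA* (AT2G43410) serves as the control of an RNA gel blot in Fig S2C. Its mRNA was not constant, and its log2 change in *nerd-1* against WT was 0.43 (adjusted *p* = 0.00185, limma).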

Other observations

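Of the tests in this part, both tests on *FPA* were chosen after its rise had been seen, and for the one on the overall shift the result was known as well; the possible outcomes of the others were written down before they were run.

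The log2 changes of *nerd-1* and of *nerd-1*+T against WT correlated across the 20249 tested features (Pearson's r = 0.64; features are not independent replicates). Both comparisons use the same WT libraries, which alone raises such a correlation, but with a different WT library in each comparison it was still 0.53. Deviations of same-numbered libraries correlated at 0.0456 on average, but this has no bearing on the shared changes, since both replicate numbers occur in each genotype and a batch by number would cancel. The number of batches named for these libraries in the labels or the paper is 0, so that a batch separating WT from both other genotypes, or a background difference of the *nerd-1* line that the transgene leaves in place, cannot be told apart from an effect of NERD. Differences between *nerd-1* and WT that are not also differences from *nerd-1*+T are therefore weak evidence on NERD, and 3527 of 11275 passed that further comparison.

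The median log2 change of all tested features in *nerd-1* was -0.11. The growth of *MT1A* to 12.9% and 13.5% of the FPKM total was considered as an explanation, as a total shared with one very abundant mRNA lowers the rest. Without *MT1A* and with equal totals the median was still -0.083. With equal totals and *MT1A* included it was -0.24, so that *MT1A* matters for what this scaling adds. The median in *nerd-1*+T was further from 0 (-0.17) with far less *MT1A*, which goes against *MT1A* as the reason for the shift. *MT1A* had 13761 and 14739 FPKM in WT, 122376 and 130395 in *nerd-1*, and 30610 and 9330 in *nerd-1*+T.

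If readthrough into the next gene were common beyond Table S2, genes raised in *nerd-1* would more often lie downstream of a same-strand gene. Of the 1834 genes outside Table S2 that were raised against both WT and *nerd-1*+T, 32.7% had a same-strand gene ending within 1000 bp upstream, at percentile 77.46 of random lists matched on mean expression, and of the 109 raised at least 2 times, 26.6% had one. The hypothesis was thus not borne out at the level of gene FPKM. Gene density as the reason could not be judged, because the genes lowered in both comparisons had such a neighbour more often (38.5% of 1549) than the raised ones (odds ratio 0.777, two-sided Fisher's exact *p* = 0.000528), a direction that neither outcome laid down beforehand had allowed for.

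*FPA* (AT2G43410), which limits readthrough at other loci according to the paper, was higher in *nerd-1* (22.7 and 22.6 FPKM) than in WT (16.4 and 16.8) and *nerd-1*+T (14.3 and 14.0). Relative to the median feature, its log2 change against WT was 0.53, so that the shift of all features does not account for it. More FPA could be supposed to shorten transcripts at the loci that depend on it and to lower their GENE2s. The 22 tested GENE2s of the 28 FPA-dependent loci in Table S4, none of which is a GENE2 of Table S2, had a median log2 change of -0.19, at percentile 20.76 of random lists, with 6 raised and 7 lowered. Such an effect was therefore not detectable here.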
